# A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers

**DOI:** 10.1038/s44319-025-00633-z

**Published:** 2025-11-13

**Authors:** Liangdao Li, Jingyi Gao, Dain Yi, Alex P Sheft, John C Schimenti, Xinbao Ding

**Keywords:** PGCLCs, Epigenome, Fertility, CRISPRi, Histone Deacetylase Inhibition, Chromatin, Transcription & Genomics, Methods & Resources, Stem Cells & Regenerative Medicine

## Abstract

Primordial germ cells (PGCs) are the precursors of gametes, and the ability to derive PGC-like cells (PGCLCs) from pluripotent stem cells has transformed germline research. A key limitation remains producing PGCLCs in sufficient numbers for large-scale applications. Here, we show that overexpression of *Nanog* plus three PGC master regulators - *Prdm1*, *Prdm14*, and *Tfap2c* - in mouse epiblast-like cells and formative embryonic stem cells yields abundant and highly enriched PGCLCs without costly recombinant cytokines. *Nanog* enhances the PGC regulatory network, suppresses somatic differentiation, and stabilizes PGCLC fate. Transcriptomically, these PGCLCs are developmentally more advanced than cytokine-induced counterparts and can be sustained long-term or differentiated into spermatogonia-like cells. Using this platform, we conduct a CRISPRi screen of 701 epigenetic genes to identify those needed for PGCLC formation. Downregulation of *Ncor2*, a histone deacetylase (HDAC) recruiter, has the greatest impact. Additionally, the HDAC inhibitors valproic acid and sodium butyrate suppress PGCLC formation and sperm counts of in utero-exposed animals. This work establishes a scalable system for functional screening of genes that influence germline development.

## Synopsis

This study presents a scalable, cytokine-free system to generate abundant, developmentally advanced PGCLCs by overexpressing Nanog with three PGC master regulators. This platform enables high-throughput genetic screening to uncover key regulators of germline development.

- Overexpression of 4 transcription factors (4TF) efficiently produces PGCLCs without cytokines.
- Nanog enhances the PGC network, suppresses somatic fate, and stabilizes PGCLC identity.
- 4TF-induced PGCLCs are developmentally advanced and can form spermatogonia-like cells.
- CRISPRi screen identifies Ncor2 and HDAC activity as crucial for PGC development.

## Abstract (web summary)

This study presents a scalable, cytokine-free system to generate abundant, developmentally advanced PGCLCs by overexpressing Nanog with three PGC master regulators. This platform enables high-throughput genetic screening to uncover key regulators of germline development.

## Introduction

In mammals, gametogenesis is a complex and long process that is initiated by the specification of primordial germ cells (PGCs), the precursors of oocytes and sperm. Unraveling the mechanisms of PGC development is crucial for understanding key processes such as sexually dimorphic epigenetic inheritance and the bases of infertility, a relatively common health condition impacting ~15% of all couples (Ding and Schimenti, 2021). In mammals, PGCs specified in the embryonic epiblast respond to extrinsic and intrinsic signaling pathways, including bone morphogenetic protein (BMP) and WNT signaling. In mice, BMP4 activates WNT3, and subsequently a master mesodermal transcription factor (TF), brachyury (also known as T). T activates critical the early germline TFs, *Prdm1* (a PR/SET domain-containing protein with Zn fingers, also known as *Blimp1*), *Prdm14* (also a PR/SET domain-containing protein), and *Tfap2c* (a DNA-binding TF also known as *AP2γ*) (Saitou and Hayashi, 2021). *Prdm1* is expressed in the precursors of PGCs, which then stimulates *Prdm14* and *Tfap2c* transcription to activate the germline pathway and repress somatic gene expression (Ohinata et al, 2005; Yamaji et al, 2008; Weber et al, 2010). The core TF network containing *Prdm1*, *Prdm14*, and *Tfap2c* is critical for mouse PGC specification; it represses somatic differentiation while driving reacquisition of a pluripotency network and epigenetic reprogramming (Saitou and Hayashi, 2021). After migration to and colonization of the genital ridges, male germ cells differentiate into gonocytes. Thereafter, they become spermatogonial stem cells (SSCs) that subsequently seed recurrent rounds of mitotic expansion, yielding spermatogonia that enter meiosis, and eventually, haploid spermatozoa.

Characterization of these gene regulatory pathways in PGCs formed the basis for creating mouse primordial germ cell-like cells (PGCLCs) from pluripotent stem cells in vitro (Saitou and Hayashi, 2021). Pluripotency has at least three distinct states that mirror early embryonic development: naive or ground state ESCs resembling the preimplantation epiblast; formative ESCs resembling early post-implantation gastrulating epiblast; and primed epiblast stem cells (EpiSCs) resembling late post-implantation gastrulating epiblast (Nichols and Smith, 2009; Kinoshita et al, 2021; Yu et al, 2021). Naive ESCs typically are cultured with inhibitors of fibroblast growth factor and mitogen-activated protein kinase (FGF/MEK) as well as glycogen synthase kinase 3β (GSK3β) in the presence of leukemia inhibitory factor (LIF; “2i+LIF” medium). EpiSCs self-renew when exposed to Activin A and FGF2. Naive ESCs do not readily respond to germ cell inductive stimuli, while primed EpiSCs display limited germline competence. By modulating activin and WNT signaling, a formative state has been stably captured in vitro (Kinoshita et al, 2021; Yu et al, 2021; Luo et al, 2023; Wang et al, 2021). In this intermediate pluripotency state, formative ESCs possess dual competency for mouse chimera formation (when introduced into host blastocysts) and direct responsiveness to PGC specification.

The ability to model germ cell development in culture holds great potential for applications such as dissecting the genomic regulation of gametogenesis, and identifying genetic causes of infertility that would be important for assisted reproductive technologies (ART) involving gene corrections and optimization of in vitro gametogenesis (IVG). However, these applications remain challenging due to the limited scalability of PGCLC generation. Conventional methods involve a transient conversion from naive ESCs to germline-competent epiblast-like cells (EpiLCs), which represent a formative state. Aggregated EpiLC clusters are then exposed to high concentrations of BMPs and supporting cytokines, leading to their differentiation into PGCLCs (Hayashi et al, 2011). Alternatively, PGCLC specification can be induced by overexpressing three TFs (*Prdm1*, *Prdm14*, and *Tfac2c*), and to a lesser extent, two TFs (*Prdm1* + *Tfap2c* or *Prdm14* + *Tfap2c*) or even a single TF (*Prdm14*), in EpiLC aggregates (Nakaki et al, 2013). *Nanog*, a core pluripotency factor expressed in PGCs, is not essential for the emergence of PGCs or germline transmission, but its deletion results in a significant reduction in PGC numbers both in vitro and in vivo (Zhang et al, 2018b). *Nanog* is also expressed in naive ESCs, and its expression undergoes a transient downregulation as cells transition into the EpiLC state (Acampora et al, 2017; Hayashi et al, 2011). The overexpression of *Nanog* can promote efficient PGCLC induction by binding endogenous enhancers of *Prdm1* and *Prdm14*, even without BMP4 and associated cytokines (Murakami et al, 2016). Furthermore, Nanog overexpression induces cytokine-free PGCLC specification by repressing *Otx2*, encoding a TF essential for anterior neuroectoderm specification (Vojtek et al, 2022; Acampora et al, 1995).

Promoting cell proliferation is another strategy for producing a large number of PGCs/PGCLCs. However, an extended culture of mouse PGCs promotes dedifferentiation into pluripotent embryonic germ cells (EGCs) (Shamblott et al, 1998; Matsui et al, 1992). Saitou and colleagues found that Rolipram and Forskolin, which stimulate cAMP signaling, enables expansion of PGCLCs up to ~50-fold in the presence of SCF (stem cell factor) on m220 feeders (stromal cells expressing a membrane-bound form of human SCF), and the expanded PGCLCs can contribute to spermatogenesis after transplantation to neonatal testes (Ohta et al, 2017; Ishikura et al, 2021; Murase et al, 2020). Nevertheless, PGCLCs cultured under these conditions cannot be expanded for more than 7 days. Although these methods have been instrumental in understanding and improving PGCLC formation, they are associated with either low efficiency or high costs (for reagents such as cytokines).

While several genetic causes of infertility have been identified (Gajbhiye et al, 2018; Krausz and Riera-Escamilla 2018), pinpointing specific epigenetic factors that perturb gene expression is more challenging. Sperm counts have been reported to have declined worldwide since the mid 1900s—possibly due to environmental factors introduced after the industrial revolution—but there are major concerns regarding data analysis and interpretations underlying these claims (Jørgensen et al, 2021). Exposure to certain chemicals during fetal development, such as endocrine disruptors, can cause transgenerational alterations in epigenetic landscapes and hinder reproductive function and fertility in both males and females (Brieño-Enríquez et al, 2016; Rattan et al, 2017; Pivonello et al, 2020; Skinner, 2007). During PGC development, there is a global loss of repressive histone marks such as H3K9me2 and an increase of active histone marks such as H3K4me3 and H3K27ac (Kurimoto et al, 2015; Tang et al, 2015). These dynamic epigenetic landscapes are crucial, and exposure to specific environmental toxins or chemicals that interfere with the epigenetic profile may impact PGC development (Lombó et al, 2019; Li et al, 2019). Histone acetylation and deacetylation regulate gene expression and repression, respectively. Nuclear receptor co-repressor 2 (NCOR2) is a well-studied nuclear receptor co-repressor that facilitates histone deacetylation (Nagy et al, 1997; Huang et al, 2000). There are 18 histone deacetylases (HDACs) that are evolutionally conserved across all eukaryotes and can be divided into four classes (Park and Kim, 2020). Both Class I (HDAC1, 2, and 3) and Class IIa (HDAC4, 5, 7, and 9) are known to interact with NCOR2 complexes to help downregulate gene expression (Nagy et al, 1997; Huang et al, 2000). Trichostatin A, an inhibitor of Class I and II HDACs (HDACi), promotes PGC dedifferentiation into EGCs, suggesting that histone deacetylation is important for maintaining the PGC state (Durcova-Hills et al, 2008).

Here, we report a simple, scalable, and economical approach to induce the differentiation of PGCLCs from formative ESCs and EpiLCs at scale by overexpressing four TFs (*Prdm1*, *Prdm14*, *Tfap2c*, and *Nanog*). The resulting PGCLCs exhibit transcriptional and epigenetic profiles resembling those of late (E11.5) PGCs, and could be further differentiated into spermatogonia-like cells. Using this platform, we performed a CRISPR inhibition (CRISPRi) screen and identified several epigenetic factors that impacted the efficiency of PGCLC specification and proliferation, including *Ncor2*. Furthermore, we found that the exposure to Class I and Class IIa HDAC inhibitors attenuated PGCLC formation in vitro and germ cell formation in mice exposed during development. Our in vitro differentiation system holds promise for facilitating high-throughput functional genomic studies of germ cell development, characterization of potential infertility-causing genetic variants, and improving IVG.

## Results

### Establishing a cytokine-free platform for efficient production of PGCLCs from EpiLCs

To establish an efficient, cytokine-free system for generating PGCLCs, we began with a mouse ESC line containing enhanced GFP (eGFP) under the regulatory control of *Stella* (also called *Dppa3/Pgc7*), a PGC marker (Payer et al, 2006), and validated the ability of this line to form germline-transmitting chimeric mice after blastocyst microinjection (Fig. EV1A–D), demonstrating its pluripotency. The Stella-eGFP reporter enables real-time visualization of PGCLC development from ESCs in vitro. Next, based on the finding that *Nanog* promotes transition of ESCs to PGCLCs by binding the enhancer regions of *Prdm1* and *Prdm14* and inducing their expression (Murakami et al, 2016), we introduced a stably-integrated doxycycline (Dox)-inducible *Nanog*. To test the effectiveness of this transgene, we utilized a high-efficiency enhancer activity detection system (Kvon et al, 2020) to derive ESC lines containing targeted integrations of a lacZ reporter under the control of *Prdm1* or *Prdm14* enhancers into the safe harbor H11 locus. Dox treatment of embryoid bodies (EBs; ESCs>EpiLCs>EBs) derived from these lines triggered β-galactosidase production, indicating the effectiveness of NANOG-stimulated transcription (Fig. EV1E–H). Besides promoting expression of *Prdm1* and *Prdm14*, NANOG represses *Otx2*, a TF that promotes differentiation of pluripotent cells towards a neuroectodermal fate (Acampora et al, 1995; Murakami et al, 2016). Mutant cells lacking OTX2 enter the germline from an EpiLC state with high efficiency, even in the absence of the essential PGCLC-promoting cytokine signals (Zhang et al, 2018a). In summary, NANOG plays a crucial role in PGCLC induction by promoting the expression of PGC core regulatory TF-encoding genes *Prdm1* and *Prdm14*, while simultaneously inhibiting the somatic fate inducer *Otx2* (Fig. EV1I).

**Figure EV1:**
Assessing the germline competence of Stella-eGFP ESCs and confirming NANOG’s regulation of *Prdm1* and *Prdm14.* (**A**) Chimeras generated by Stella-eGFP ESCs. (**B**) Representative of germline transmission of chimeras from Stella-eGFP ESCs. (**C**) Summary of chimeric mice generated by blastocyst microinjection. (**D**) Genotyping of pups to detect transgene originating from Stella-eGFP ESCs. (**E**) Scheme for CRISPR/Cas9-assisted transgene integration into the H11 “safe harbor” locus. (**F**) Overview of how ESCs were generated that contain NANOG-responsive reporters (*Prdm1* and *Prdm14* enhancers upstream of a *Shh* basal promoter) at the H11 locus. (**G**) PCR verification of clones harboring knock-in vectors. (**H**) Representative β-gal staining of EBs. (**I**) Schema illustrating key TFs acting during PGC development. Scale bar in (**H**) represents 50 µm. (**J**) Reverse transcription PCR of mRNAs in day 2 EBs.

Overexpression of *Prdm1*, *Prdm14*, and *Tfap2c* (hereafter called “3TF”) can induce PGCLCs without cytokines, however, the efficiency of this differentiation system is relatively low with no increase in the fraction of cells becoming PGCLCs after day 4 post-induction (Nakaki et al, 2013; Magnúsdóttir et al, 2013). Because *Nanog* can induce PGCLCs independently of BMP signaling and performs better when combined with cytokines (Murakami et al, 2016), we hypothesized that simultaneous overexpression of NANOG and downstream targets (i.e., *Prdm1*, *Prdm14*, *Tfap2c*, and *Nanog*, hereafter called “4TF”) in EpiLCs might render PGCLCs robust. We isolated several Dox-inducible clonal cell lines harboring combinations of these TFs in Stella-eGFP ESCs that also contained rtTAM2 (reverse tetracycline-controlled transactivator mutant; Fig. 1A,B). The resulting ESCs, cultured in 2i+LIF medium, were differentiated to EpiLCs by 2 days of Activin A and bFGF exposure. To induce PGCLC induction, the EpiLCs aggregates were treated with Dox instead of cytokines. We first tested whether ectopic expression of one or more TFs drove EpiLC-to-PGCLC induction in U-bottom 96-well plates. Overexpression of *Nanog* alone led to ~35% *Stella-eGFP*^*+*^ cells in day 6 EBs. This percentage increased when *Nanog* was combined with one of the core TF transgenes (i.e., *Nanog*+*Prdm1*, *Nanog*+*Prdm14*, and *Nanog*+*Tfap2c*), even though these genes are upregulated by NANOG during PGCLC induction (Murakami et al, 2016). Remarkably, simultaneous overexpression of all 4TFs caused ~80% of cells to become eGFP^+^ (Fig. 1A–E), representing a twofold increase in efficiency compared to the cytokine induction system using the same cell line (Hackett et al, 2018). Reverse transcription PCR (RT-PCR) using primers specific to the transgene TF constructs confirmed that all were induced by Dox (Fig. EV1J).

**Figure 1:**
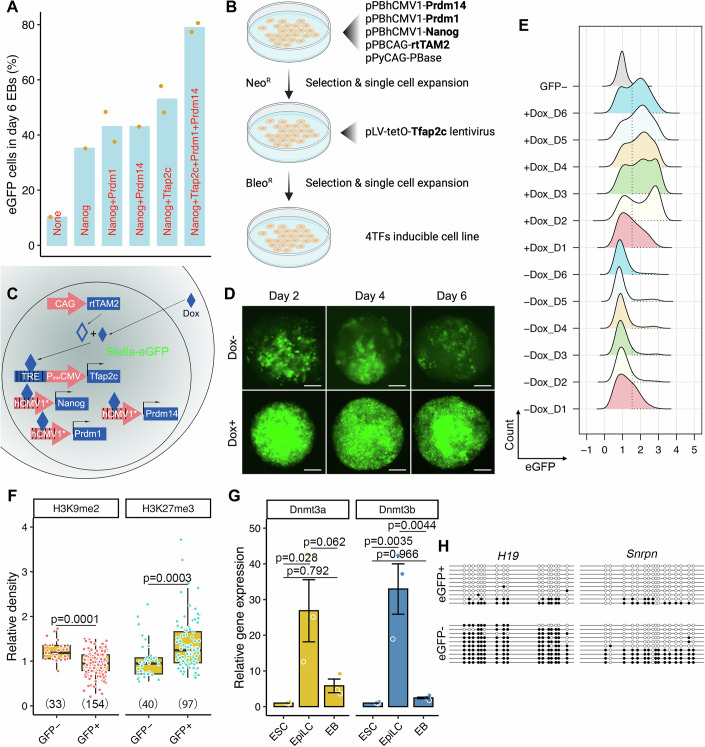
Construction of the 4TF-induced PGCLC differentiation platform. (**A**) Percentages of day 6 PGCLCs (*Stella-eGFP*^*+*^ cells) differentiated from Dox-inducible ESCs harboring distinct combinations of TFs. Each individual clonal line is represented by a dot. (**B**) The process for constructing 4TF-inducible ESCs. The 4TFs and rtTA are in bold. (**C**) Schema illustrating the 4TF-induced PGCLC differentiation from ESCs. (**D**) Representative EBs with eGFP signal in the presence or absence of Dox during the 6-day period. Scale bar in (**D**) represents 100 µm. (**E**) FACS patterns of *Stella-eGFP*^*+*^ cells (indicated by dashed lines) during differentiation. (**F**) Relative fluorescence density of H3K9me2 and K3K27me3 in GFP^−^ and GFP^+^ cells from Dox-induced day 6 EBs. Black central line represents the median, and boxes and whiskers represent the 25th and 75th and 2.5th and 97.5th percentiles, respectively. (**G**) Relative mRNA expression of *Dnmt3a* and *Dnmt3b* in ESCs, EpiLCs, and day 6 EBs. (**H**) Bisulphite sequence analysis of methylated cytosine in the DMRs of the imprinted genes in *Stella-eGFP*^*+*^ and *Stella-eGFP*^*-*^ cells in day 6 EBs. White and black circles represent unmethylated and methylated cytosines, respectively. Data in (**G**) are represented as the mean ± SEM, *n* = 3 biological replicates. Data in (**F**) was analyzed using two-tailed unpaired *t* test and data in (**G**) was analyzed using one-way ANOVA with Tukey’s post hoc test. Source data are available online for this figure.

In vivo, PGCs undergo substantial epigenetic reprogramming, characterized by the loss of H3K9me2 and the acquisition of H3K27me3, as well as global erasure of DNA methylation (Seisenberger et al, 2012). To test the fidelity of epigenetic changes in PGCLCs produced in our 4TF system, we examined histone modifications, CpG methylation status of imprinted genes, and capacity for dedifferentiation into pluripotent EGCs. Differentiated cells with higher eGFP fluorescence displayed lower H3K9me2 and higher H3K27me3 labeling (Fig. 1F). The mRNA levels of epigenetic modifiers *Dnmt3a* and *Dnmt3b* were increased in EpiLCs and subsequently downregulated in EBs (Fig. 1G), which aligns with previous findings (Hayashi et al, 2011). Bisulfite sequencing of PGCLCs (eGFP^+^ cells) revealed reduced methylation in differentially methylated regions for both paternally (*H19*) and maternally (*Snrpn*) imprinted loci, while eGFP^−^ cells (presumably somatic-like) exhibited a more methylated state (Fig. 1H). In addition, PGCLCs could de-differentiated to EGCs in vitro when transferred to 2i+LIF medium (Appendix Fig. S1). Collectively, our data indicate that simultaneously overexpression of 4TFs effectively induces the differentiation of EpiLCs into PGCLCs.

### Transcriptomic properties of 4TF-induced PGCLCs

To examine the fidelity of our 4TF-induced PGCLCs, i.e., Stella-eGFP^+^ cells (Appendix Fig. S2), RNA sequencing (RNA-seq) was performed and the transcriptomes were compared to those of in vivo germ cells (encompassing PGCs at E9.5, E10.5, and E11.5 and male/female germ cells at E12.5 and E13.5) and cytokine (Ck)-induced PGCLCs (those at days 2, 4 and 6 after induction, referred to as Ck_D2/4/6PGCLC) (Yamashiro et al, 2016; Ohta et al, 2017; Sasaki et al, 2015). 

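The RNA-seq data of the 4TF system comprised 15 samples, with 3 replicates each of naive ESCs, EpiLCs at 48 h and Stella-eGFP+ PGCLCs on days 2, 4 and 6 of induction. ESCs are cultured pluripotent cells in the naive state, EpiLCs are the epiblast-like cells made from them, and the eGFP reporter marks cells expressing *Stella* (*Dppa3*). The cells carried inducible transgenes of *Prdm1*, *Prdm14*, *Tfap2c* and *Nanog*, and counts per gene do not separate transgene reads from reads of the endogenous genes. The authors purified RNA with TRIzol, prepared libraries with the NEBNext Ultra II Directional kit, aligned the reads to the mm10 genome with ENSEMBL annotations and deposited the raw counts of 55536 genes. All 55536 gene identifiers had an entry in the GENCODE M21 annotation of this genome, which is the source of the coordinates given here. Between 22555021 and 29790085 reads per sample were counted on genes in ESCs (median 27453967), and between 27839735 and 32594579 in EpiLCs (median 29112257). Totals were 28907803 to 34808685 in D2PGCLCs (median 33433779), 32146690 to 34245229 in D4PGCLCs (median 33311717) and 32530096 to 42725681 in D6PGCLCs (median 34476646). In D6PGCLC replicate 1, 18061 genes had at least 1 count, against 21103 to 24343 genes in the 14 other samples, although its total was 34476646. Replicates of one group differed by more than counting error, with a chi-square of 8.82 to 44.6 per gene across the 15 pairs of replicates. Each sample was therefore counted as 1 replicate. This scatter does not show that replicates came from separate inductions, and the paper does not say so for these samples. The p-values and SDs may thus cover less than the spread between inductions. Differential expression was tested with edgeR's quasi-likelihood test in 1 model of all 15 samples, after TMM normalization, on the 18090 genes that passed edgeR's filter on low counts. DEGs were genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1, the dashed lines of Appendix Fig. S6. Expression levels are TMM-normalized CPM. The datasets of Ck-, 3TF- and Nanog-induced PGCLCs, formative ESCs and in vivo germ cells were not analysed here.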

Principal component analysis (PCA) showed that 4TF PGCLCs at days 2, 4, and 6 (4TF_D2/4/6PGCLC) clustered tightly as a group separate from naive ESCs, EpiLCs and Ck_D2PGCLCs, representing a transient state towards the acquisition of a PGC-like state from EpiLC/epiblast states (Nakaki et al, 2013) (Fig. 2A). 

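The PCA of the 15 samples used log2(CPM + 4) of the 500 genes with the highest standard deviation. The first component carried 54.8% of the variance and the second 37.3%. Over these genes, the Euclidean distance between D2PGCLC and D4PGCLC samples averaged 12.4 ± 1.63 (SD over 9 distances), that between D4PGCLC and D6PGCLC samples 12.9 ± 1.48, and that between D2PGCLC and D6PGCLC samples 19.3 ± 0.929. The mean distance to ESC samples was 46.4 for D2PGCLCs, 46.3 for D4PGCLCs and 44.3 for D6PGCLCs. To EpiLC samples it was 44.4, 46.7 and 46.4, respectively. Replicates of one group lay 3.14 (ESCs) to 8.29 (D4PGCLCs) apart on average. For each of the 9 PGCLC samples, the nearest other sample was a PGCLC sample of the same day. The mean distance between PGCLCs of different days was 0.325 times the mean distance from PGCLCs to ESCs and EpiLCs (SD 0.00862 over the 3 replicate numbers). This ratio moved most, to 0.508, when all 18090 tested genes were used in place of the 500.

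**Figure D1:**
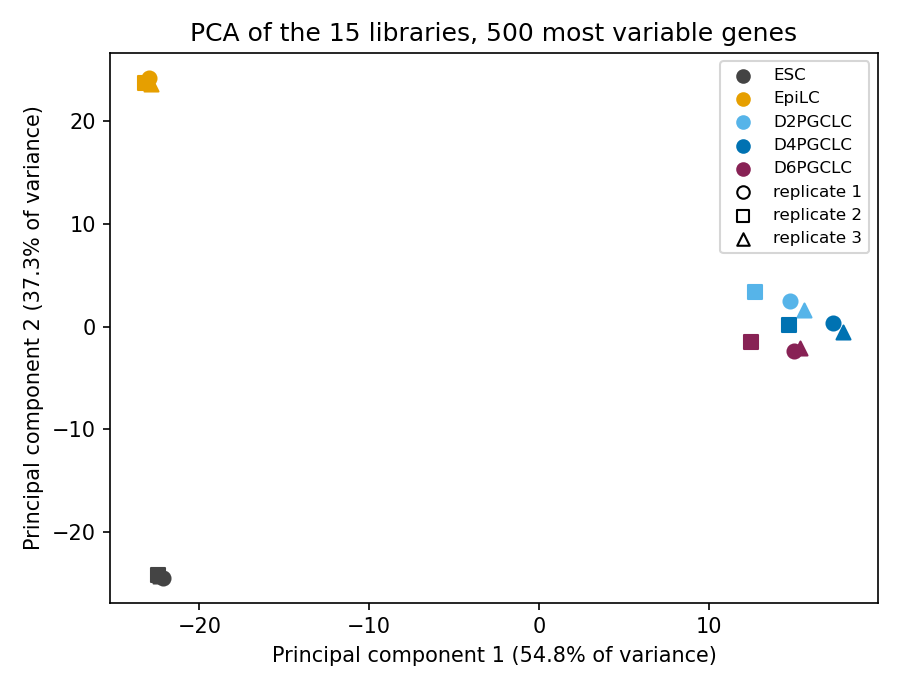
Principal components 1 (x axis) and 2 (y axis) of the 15 samples, in units of log2(CPM + 4), with colours for the 5 groups and symbols for the 3 replicates of each. The 9 PGCLC samples lie at positive values of component 1, and the ESC and EpiLC samples at negative values.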

Notably, 4TF-induced PGCLCs grouped closely with PGCs at E10.5 and E11.5, while Ck_D4/6PGCLCs grouped closely with E9.5 and E10.5 PGCs (Fig. 2A). These data suggest that 4TF-induced PGCLCs are more akin to late PGCs than Ck_D2/4/6PGCLCs. Pearson correlation coefficient analysis revealed that 4TF_D2/4/6PGCLCs were highly correlated with Ck_D4/6PGCLCs but not Ck_D2PGCLCs (Fig. 2B), consistent with the PCA. We next applied two-sided rank–rank hypergeometric overlap (RRHO) analysis to compare the gene expression signatures between samples in a threshold-free manner (Cahill et al, 2018). We observed robust overlap in both up- and downregulated transcripts amongst differentiating cells in both Ck- and 4TF-induced groups relative to either ESCs or EpiLCs (Fig. 2C). 

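Compared to ESCs, 2113 genes were higher and 2290 lower in D2PGCLCs, 2518 higher and 1963 lower in D4PGCLCs, and 2865 higher and 1867 lower in D6PGCLCs. Compared to EpiLCs, 1988 genes were higher and 2608 lower in D2PGCLCs, 2532 higher and 2322 lower in D4PGCLCs, and 2885 higher and 2164 lower in D6PGCLCs. The 3 days shared 1604 upregulated and 1133 downregulated genes relative to ESCs, out of 3451 and 3116 genes called on any day. Relative to EpiLCs, they shared 1468 upregulated genes of 3510 and 1381 downregulated genes of 3462. Between D2PGCLCs and D6PGCLCs, 46 genes were called in opposite directions relative to ESCs and 41 relative to EpiLCs, and between D4PGCLCs and D6PGCLCs 5 and 1 genes were. Across genes, which are not independent replicates, the log2 fold changes of D2PGCLCs and D6PGCLCs relative to ESCs had a Pearson correlation of 0.792, and those of D4PGCLCs and D6PGCLCs 0.901. Relative to EpiLCs these correlations were 0.771 and 0.894. The 3 comparisons with one base share its 3 samples. Among all 18090 tested genes, replicates did not overlap with those of ESCs for 10896 in D2PGCLCs, 10983 in D4PGCLCs and 11222 in D6PGCLCs, where 10% of genes would do so by chance. The counts moved most without the fold-change cutoff, when 4633 genes were higher and 4237 lower in D2PGCLCs than in ESCs. Deviations from the group means had a mean correlation of 0.0884 over the 30 pairs of samples that share a replicate number and -0.0443 over the 60 other pairs of different groups. With the replicate number as a block, 2076 genes were higher and 2296 lower in D2PGCLCs than in ESCs.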

In the Ck-induced group, ~60% of genes exhibited concordant differential expression (53% when compared to ESCs and 67% when compared to EpiLCs) between D2 and D6 PGCLCs. The concordance was higher for the D2 and D6 4TF-induced group (74% and 78%, respectively). 

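The RRHO2 package was not used here. Instead, concordance was the percent of the 18090 tested genes whose log2 fold changes had the same sign in D2PGCLCs and D6PGCLCs. In the 4TF-induced group it was 77.1% relative to ESCs (SD 0.967 over the 3 replicate numbers) and 78.7% relative to EpiLCs (SD 1.02). Both comparisons use the same base samples, which by itself raises the percent above 50. When each day was compared with different base samples, 74.4% and 75.6% of the genes had the same sign, respectively. With each sample left out in turn, the concordance stayed between 75.4% and 77.2% relative to ESCs and between 77.4% and 79.2% relative to EpiLCs. The definition moved it most. Genes in the up-up and down-down overlaps of the ranked lists made up 65.6% and 68.2% of the tested genes, and of the DEGs of D6PGCLCs 60.7% and 59.6% were DEGs of D2PGCLCs in the same direction. Among genes with an adjusted p under 0.05 on either day, the percents with the same sign were 84.8% and 86.1%.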

In both induction systems, D4 and D6 PGCLC shared around 84% concordantly regulated genes (Fig. 2D). These data demonstrated that 4TF-induced PGCLCs at early stages exhibited greater consistency in their transcriptomic changes compared to those in Ck-induced PGCLCs. 

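In the 4TF-induced PGCLCs, the log2 fold changes of D4PGCLCs and D6PGCLCs had the same sign for 85.2% of the tested genes relative to ESCs (SD 2.26 over the 3 replicate numbers) and for 86.7% relative to EpiLCs (SD 1.79). With different base samples for each day, the percents were 81.8% and 82.4%. Leaving out each sample in turn gave 83.3% to 85.7% relative to ESCs and 85.0% to 86.9% relative to EpiLCs. By the other definitions, the percents relative to ESCs and EpiLCs were 76.8% and 78.4% (overlaps of the ranked lists), 73.8% and 74.2% (DEGs of D6PGCLCs that were DEGs of D4PGCLCs in the same direction), and 95.2% and 95.4% (same sign among genes with an adjusted p under 0.05 on either day).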

Given that only microarray (not RNA-seq) datasets were available for 3TF- and Nanog-induced PGCLCs, we performed a Spearman correlation coefficient analysis to compare their similarities with Ck-induced PGCLCs. Microarray datasets of 3TF- and Nanog-induced PGCLCs (referred to as 3TF_D2/4PGCLC and Nanog_D4PGCLC; datasets for 3TF_D6PGCLC and Nanog_D2/6PGCLC are not available) were compared to the corresponding microarray datasets of Ck-PGCLCs generated using the same platforms. The 3TF_D2/4PGCLCs showed high correlation with Ck_D4/6PGCLCs but not Ck_D2PGCLCs; Nanog_D4PGCLC showed a similar correlation to Ck_D4PGCLCs (Fig. 2B).

**Figure 2:**
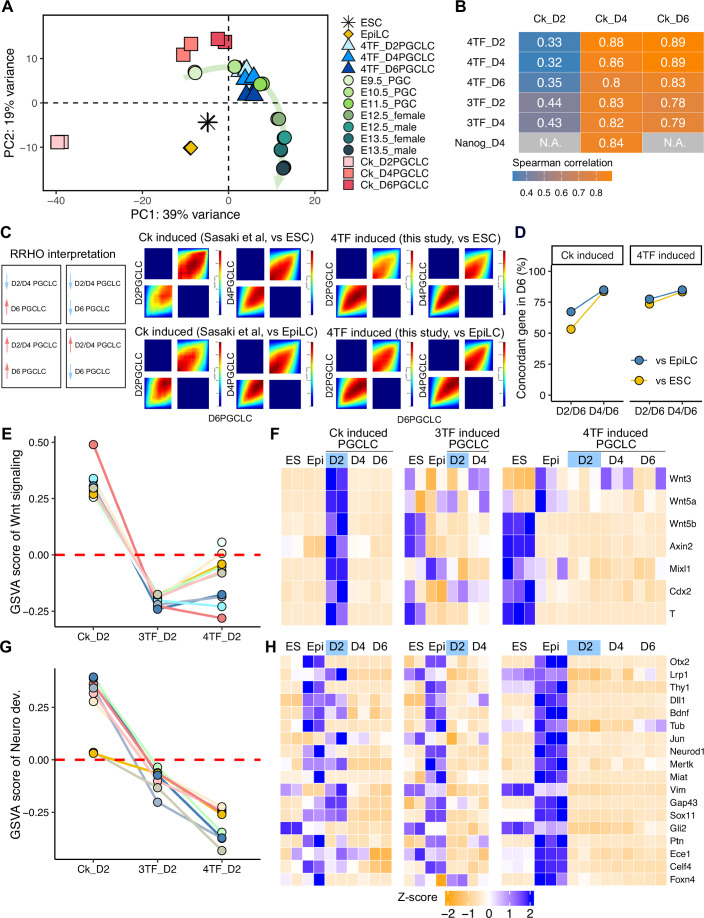
4TF-induced PGCLCs share similar transcriptomes with cytokine- and 3TF-induced PGCLCs. (**A**) PCA of indicated transcriptomes from 4TF- and cytokine (Ck)-induced PGCLCs, in vivo germ cells at indicated times of gestation, EpiLCs, and ESCs. “D” = days of induction. PGCLCs were isolated by flow sorted for diagnostic markers. (**B**) Spearman correlation coefficients between PGCLCs. 4TF_D2/4/6PGCLCs were compared with RNA-seq datasets of Ck_D2/4/6PGCLCs. 3TF_D2/4PGCLCs were compared with microarray datasets of Ck_D2/4/6PGCLCs, generated using the Affymetrix Mouse Genome 430 2.0 Array. Nanog_D4PGCLC was compared with the microarray dataset of Ck_D4PGCLC, generated using the Illumina MouseWG-6 v2.0 expression beadchip. N.A. not available. (**C**) Comparison of differential expression profiles between D6PGCLC (*x* axis) and D2/4PGCLC (*y* axis) with RRHO2 maps. The extent of overlap transcriptome was represented by each heatmap, colored based on −log10(*P* value) from a hypergeometric test. Each map shows the extent of overlapped upregulated genes, versus ESCs or EpiLCs, in the bottom left corner, whereas shared downregulated genes are displayed in the top right corners. (**D**) Percentage of concordant genes encompassing both up- and downregulated genes compared with D6PGCLCs. (**E**) GSVA score of Wnt signaling pathways (10 out of the 11 pathways in total were selected, with one specific to the planar cell polarity being excluded) in D2PGCLC between Ck-, 3TF-, and 4TF-induced conditions (Ck_D2, 3TF_D2, and 4TF_D2). ESC, EpiLC, and PGCLC in each group were used to calculate GSVA score and only the scores of D2PGCLC were displayed. (**F**) Heatmap of selected genes associated with WNT signaling and targets. (**G**) GSVA score of neurodevelopment-related pathways (see Appendix Fig. S3C) in D2PGCLC between Ck-, 3TF-, and 4TF-induced conditions (Ck_D2, 3TF_D2 and 4TF_D2). (**H**) Heatmap of selected genes associated with neurodevelopment. Source data are available online for this figure.

In vivo, PGC specification follows WNT-dependent induction, which activates the master mesodermal TF, T. This triggers the core TF network for PGCs (i.e., *Prdm1*, *Prdm14*, and *Tfap2c*). Whereas the Ck-induction system relies on WNT signaling, the 3TF and Nanog induction systems do not. To investigate WNT signaling activity during 4TF-induced PGCLC induction, we compared the transcriptomes of Ck- and TF-induced PGCLCs. 

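In 4TF_D2PGCLCs, *Wnt3*, *Wnt5a*, *Wnt5b*, *Axin2*, *Mixl1*, *Cdx2* and *T* were measured against both ESCs and EpiLCs. *Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) fell from 139.6 ± 2.13 CPM (SD, n = 3) in ESCs to 16.8 ± 3.94 in EpiLCs and 9.34 ± 2.10 in D2PGCLCs. In D2PGCLCs, its log2 fold change was -3.91 (standard error 0.21, adjusted p = 2.54e-11) relative to ESCs and -0.85 (standard error 0.20, adjusted p = 0.0016) relative to EpiLCs. *T* (ENSMUSG00000062327, chromosome 17 from 8434423 to 8442496) had 346 to 434 counts per sample in ESCs, 1 to 11 in EpiLCs and 0 to 5 in D2PGCLCs. Of the 7 genes, 5 were lower and *Wnt3* was higher in D2PGCLCs than in ESCs, and adjusting over the 7 genes alone gave the same 6 calls. The ESC medium held a GSK3β inhibitor that the EpiLC and PGCLC media listed in the methods lack. Differences from ESCs therefore do not separate induction from the change of medium. In EpiLCs, before induction, 4 of the 7 genes were already lower than in ESCs and 1 was higher. *Wnt3* had a log2 fold change of 1.65 (adjusted p = 0.00817) relative to ESCs and -0.48 (adjusted p = 0.364) relative to EpiLCs. No call was made relative to EpiLCs, where the log2 fold changes ranged from -2.22 (*Wnt5a*) to -0.48 (*Wnt3*), and none when adjusted over the 7 genes alone. The depth limits several of these genes. *Wnt5a* had 0 to 12 counts per sample in ESCs and 2 to 9 in D2PGCLCs, and its log2 fold change of -0.027 (adjusted p = 0.987) became 0.29 with the replicate number as a block. *Mixl1*, with 1 to 10 counts in D2PGCLCs, had a log2 fold change of -2.61 (adjusted p = 0.0301) relative to ESCs, and lost its call in 4 of the 6 fits that each left out one of the samples compared.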

Gene set variation analysis (GSVA) revealed strong enrichment of Wnt signaling pathways in Ck_D2PGCLCs (including downstream target genes *Wnt3*, *Wnt5a*, *Wnt5b*, *Axin2*, *Mixl1*, *Cdx2*, and *T*), as previously reported (Nakaki et al, 2013), but not in 3TF_D2PGCLCs or in our 4TF_D2PGCLCs (Fig. 2E,F). Overall, unlike Ck induction, the 4TF, 3TF, and Nanog induce PGCLCs from EpiLCs independently of the BMP–WNT-T pathway.

Unlike our 4TF system, the 3TF system exhibits low differentiation efficiency that did not increase after day 4 after induction (Nakaki et al, 2013; Magnúsdóttir et al, 2013). To explore the impact of *Nanog* overexpression in driving efficient differentiation into PGCLCs, we performed Gene set enrichment analysis (GSEA). This revealed that pathways predominantly related to neurodevelopment were suppressed in D2PGCLCs compared to EpiLCs (Appendix Fig. S3A,B), and *Otx2* was involved in the majority of these pathways (Appendix Fig. S3C). 

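*Otx2* (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) had 2.65 ± 0.342 CPM in ESCs, 109 ± 17.9 in EpiLCs and 6.12 ± 1.66 in D2PGCLCs (SD, n = 3 each), from 63 to 80, 2323 to 3690 and 166 to 224 counts per sample. Its log2 fold change between D2PGCLCs and EpiLCs was -4.17 (standard error 0.28, adjusted p = 4.86e-10). With each of the 6 samples left out in turn, it stayed between -4.40 and -4.03. D4PGCLCs had a mean of 6.76 CPM and D6PGCLCs of 6.22. The pathway gene sets of the GSEA were not used here.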

*Otx2* plays a crucial role in brain development and exhibits reciprocal antagonism with *Nanog*. Induction of transgenic *Nanog* in EpiLCs shifts the balance between these mutual antagonists, favoring *Nanog* (Vojtek et al, 2022). When *Otx2* levels decrease sufficiently, this enables NANOG to influence the regulatory elements controlling genes associated with PGC-specific TFs (Vojtek et al, 2022). GSVA revealed that neurodevelopment-related pathways and genes were highly repressed in 4TF_D2PGCLCs, while 3TF_D2PGCLCs showed a modest level of suppression. 

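Fig. 2H shows 18 neurodevelopment genes, and all 18 were DEGs with lower expression in 4TF_D2PGCLCs than in EpiLCs, with adjusted p-values of at most 1.22e-05. Adjusting over the 18 genes alone also called 18, although the genes are the paper's selection from these data. The log2 fold changes ranged from -6.07 (*Dll1*) to -2.04 (*Mertk*), with a median of -3.62. *Dll1* had 75.9 ± 12.8 CPM in EpiLCs and 1.15 ± 0.493 in D2PGCLCs (SD, n = 3). *Neurod1* had 8.66 ± 1.24 and 0.213 ± 0.0281, and *Gap43* had 25.6 ± 3.12 and 0.518 ± 0.307. *Vim* fell from 85.8 ± 6.99 to 10.2 ± 2.30 CPM, with a log2 fold change of -3.08 (standard error 0.16, adjusted p = 1.56e-11), and had 183 ± 8.41 CPM in ESCs. Relative to ESCs, 9 of the 18 genes were lower and 3 higher in D2PGCLCs, and 13 were DEGs when adjusted over the 18 alone. In D6PGCLCs, 15 of the 18 were DEGs with lower expression than in EpiLCs. *Tub*, the least changed there, had a log2 fold change of -0.45.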

Notably, these pathways and genes were enriched in Ck_D2PGCLCs (Fig. 2G,H; Appendix Fig. S3D).

To better characterize the transcriptome landscapes during PGCLC induction, we applied k-Means analysis of top 500 differentially expressed genes (DEGs) and defined one cluster (C4) representing genes expressed in 4TF_D2/4/6PGCLCs (Fig. 3A). 

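The 500 genes with the highest standard deviation of log2(CPM + 4) were clustered with k = 4 after each gene was scaled to unit variance. The cluster with the highest expression in PGCLCs relative to ESCs and EpiLCs held 150 genes. Their mean scaled expression was -0.70 in ESCs and -1.28 in EpiLCs, and 0.54, 0.77 and 0.68 in D2PGCLCs, D4PGCLCs and D6PGCLCs. Of the 35 genes in Fig. 3E, 23 were among the 500. The cluster included 12 of these: *Tfap2c*, *Dppa3*, *Itgb3*, *Rhox9*, *Rhox6*, *Gm9*, *Dazl*, *Asz1*, *Stra8*, *Smc1b*, *Piwil2* and *Mov10l1*. The corresponding cluster held 217 genes with k = 3 and 144 with k = 5, of which 136 and 144 were among the 150. With each sample left out in turn, it held 143 to 172 genes, with 125 to 149 of the 150. With 1000 genes clustered in place of 500 it held 305, including 143 of the 150. Membership moved most with log2(CPM + 1), when it held 132 genes, of which 96 were among the 150.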

Gene Ontology (GO) analysis revealed that 11 of the top 20 pathways in this cluster were associated with reproductive processes (Fig. 3B). GSVA confirmed enrichment in germ cell development terms such as gamete generation, oogenesis, piRNA metabolic process, meiosis and reproduction were enriched in 4TF-induced but not Ck- and 3TF- induced PGCLCs compared to ESCs and EpiLCs (Figs. 3C; Appendix Fig. S4). GSEA revealed upregulation of genes related to gamete generation, meiotic cell cycle and reproduction in 4TF-induced PGCLCs. 

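The gene sets of the GSEA were not used here. The ranks of the 18 late PGC, meiosis and piRNA genes of Fig. 3E among the 18090 tested genes show where such genes lie. Ordered by log2 fold change relative to ESCs from the highest, their median rank was 874.5 in D2PGCLCs, 635 in D4PGCLCs and 515.5 in D6PGCLCs, and 1763 in EpiLCs. The lowest-ranked of the 18 stood at 4397 in D2PGCLCs, 2663 in D4PGCLCs and 1574 in D6PGCLCs. Relative to EpiLCs, the median rank was 5000.5 in D2PGCLCs, 2601 in D4PGCLCs and 1860.5 in D6PGCLCs, and the lowest-ranked stood at 15391, 13635 and 5902. These ranks describe genes that the paper drew from the same data, so they carry no test.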

Processes related to piRNA processing and meiotic cell cycle also enriched in 3TF-induced D4PGCLCs. However, upregulation of these gene sets were barely observed in Ck- and Nanog-induced PGCLCs (Fig. 3D; Appendix Fig. S5). We next compared the DEGs among Ck-, 3TF-, and 4TF-induced PGCLCs. 

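In the 4TF samples, *Klf4* (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 173 ± 3.48 CPM in ESCs, 16.2 ± 1.92 in EpiLCs, 5.99 ± 0.387 in D2PGCLCs, 12.6 ± 1.90 in D4PGCLCs and 19.1 ± 4.34 in D6PGCLCs (SD, n = 3 each). Relative to ESCs, its log2 fold change was -3.41 (standard error 0.15, adjusted p = 1.22e-12) in EpiLCs and -4.85 (standard error 0.16, adjusted p = 4.35e-14) in D2PGCLCs. *Fgf5* had 0 to 1 counts per sample in ESCs and 1409 to 1974 in EpiLCs, at least 514-fold higher when ESCs are set to the floor of 3 counts. Relative to ESCs, the log2 fold changes in EpiLCs were 6.51 (standard error 0.26, adjusted p = 3.52e-13) for *Pou3f1*, 3.79 (standard error 0.19, adjusted p = 8.54e-12) for *Dnmt3a* and 3.54 (standard error 0.15, adjusted p = 6.9e-13) for *Dnmt3b*, and *Otx2* was also a DEG. *Dnmt3b* had 1558 ± 62.7 CPM in EpiLCs and 50.6 ± 7.71 in D2PGCLCs, and *Dnmt3a* 1057 ± 58.9 and 79.1 ± 11.5. All 5 formative genes were DEGs with lower expression in D2PGCLCs, D4PGCLCs and D6PGCLCs than in EpiLCs, with adjusted p-values of at most 6.07e-10. Adjusting over the 5 genes alone called the same number on each day.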

Across all three groups, the naive pluripotency gene *Klf4* was highly expressed in ESCs, while genes related to the formative state (*Otx2*, *Pou3f1*, *Fgf5*, *Dnmt3a*, and *Dnmt3b*) were highly expressed in EpiLCs (Fig. 3E). 

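In 4TF_D2PGCLCs, the early PGC genes *Itgb3*, *Dppa3*, *Tfap2c* and *Dnd1* were DEGs with higher expression than in both ESCs and EpiLCs. *Itgb3* (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476) had 8.10 ± 0.770 CPM in ESCs, 3.59 ± 0.239 in EpiLCs and 125 ± 11.0 in D2PGCLCs (SD, n = 3), with log2 fold changes of 3.94 (standard error 0.11, adjusted p = 3.02e-15) and 5.12 (standard error 0.12, adjusted p = 4.3e-16). *Dppa3*, whose promoter drives the reporter used for sorting, had 53.9 ± 2.92, 85.2 ± 13.6 and 452 ± 26.0 CPM. Its log2 fold change was 2.41 (adjusted p = 6.5e-12) relative to EpiLCs. *Dnd1* had log2 fold changes of 2.22 (adjusted p = 2.15e-10) relative to ESCs and 1.58 (adjusted p = 1.47e-08) relative to EpiLCs. For the 4 transgenes, the counts include any transgene reads that match the annotated gene. *Tfap2c* had log2 fold changes of 2.55 (adjusted p = 1.6e-14) and 2.05 (adjusted p = 2.53e-13). *Prdm1* had 10.9 ± 0.465, 71.6 ± 10.9 and 106 ± 6.67 CPM, and its log2 fold change of 0.57 (adjusted p = 0.000186) relative to EpiLCs was below the cutoff of 1. *Prdm14* was higher than in ESCs and did not differ detectably from EpiLCs, with a log2 fold change of -0.047 (adjusted p = 0.735), and that sign changed in 2 of the 6 fits that left out a sample. *Nanog* was higher than in ESCs by a log2 fold change of 0.28 (adjusted p = 0.0339). Of the 7 genes, 6 were DEGs relative to ESCs and 4 relative to EpiLCs, also when adjusted over the 7 alone.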

Early PGC-related genes (e.g., *Prdm1*, *Prdm14*, *Nanog*, *Dnd1*, *Tfap2c*, *Dppa3*, and *Itgb3*) were notably expressed in Ck_D4PGCLC, 3TF_D2PGCLC, and 4TF_D2PGCLC, indicating that both 3TF and 4TF-induction systems cause molecular differentiation more rapidly than cytokine induction. Some PGC genes, including *Rhox9, Rhox6, Rhox5 and Gm9*, were highly expressed in Ck_D6PGCLC, 3TF_D4PGCLC and 4TF_D4PGCLC. 

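*Rhox9* (ENSMUSG00000068048, chromosome X from 37899097 to 37901770), *Rhox6* (ENSMUSG00000006200, chromosome X from 37826910 to 37829857), *Rhox5* and *Gm9* all lie on the X chromosome. *Rhox9* had 0.827 ± 0.402 CPM in ESCs, 2.11 ± 0.462 in EpiLCs, 94.6 ± 12.6 in D2PGCLCs, 129.8 ± 25.4 in D4PGCLCs and 62.1 ± 5.34 in D6PGCLCs (SD, n = 3 each). The log2 fold change in D4PGCLCs was 7.29 (standard error 0.23, adjusted p = 2.72e-14) relative to ESCs and 5.94 (standard error 0.21, adjusted p = 9.96e-14) relative to EpiLCs. For *Rhox6* these were 7.24 (adjusted p = 8.47e-14) and 6.07 (adjusted p = 2.65e-13), and for *Gm9* 5.64 (adjusted p = 3.12e-13) and 3.41 (adjusted p = 1.45e-11). *Rhox5* was already at 139 ± 12.2 CPM in EpiLCs, against 4.87 ± 0.240 in ESCs and 185 ± 18.0 in D4PGCLCs, and its log2 fold change relative to EpiLCs was 0.41 (adjusted p = 0.00122). All 4 genes were DEGs in D2PGCLCs, D4PGCLCs and D6PGCLCs relative to ESCs, and 3 of them relative to EpiLCs, with the same numbers when adjusted over the 4 alone. None differed between D4PGCLCs and D2PGCLCs past the cutoffs, and 2 of the 4 were lower in D6PGCLCs than in D4PGCLCs. The Rhox genes are a family of similar copies, and how reads matching several copies were counted is not known, so the values of single members are uncertain.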

Interestingly, late PGC, meiosis, and piRNA-related genes were consistently expressed in 4TF-induced PGCLCs but not in Ck-induced PGCLCs (Fig. 3E; Appendix Fig. S6). 

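Fig. 3E lists 18 late PGC, meiosis and piRNA genes. Relative to ESCs, 16 of the 18 were upregulated DEGs in D2PGCLCs and all 18 in D4PGCLCs and D6PGCLCs, also under DESeq2 and with the replicate number as a block. The exceptions on day 2 were *Asz1*, with a log2 fold change of 0.94 (adjusted p = 0.093), and *Sycp3*, with 0.54 (adjusted p = 0.0458). In EpiLCs, 16 of the 18 were already DEGs relative to ESCs. Relative to EpiLCs, 5 were upregulated DEGs in D2PGCLCs, 10 in D4PGCLCs and 12 in D6PGCLCs, and DESeq2 gave 3, 10 and 12. In D2PGCLCs, *Sycp3* was a DEG with lower expression than in EpiLCs (log2 fold change -1.24). Among the late PGC genes, *Dazl* (ENSMUSG00000010592, chromosome 17 from 50279395 to 50293636) had 11.1 ± 1.67 CPM in ESCs, 6.37 ± 0.138 in EpiLCs, 39.1 ± 9.54 in D2PGCLCs, 186 ± 42.9 in D4PGCLCs and 428 ± 58.9 in D6PGCLCs (SD, n = 3 each). Its log2 fold change in D6PGCLCs was 5.28 (standard error 0.20, adjusted p = 4.1e-13) relative to ESCs and 6.07 (standard error 0.21, adjusted p = 9.52e-14) relative to EpiLCs. *Ddx4* rose from 5.15 ± 0.281 CPM in ESCs and 19.4 ± 2.68 in EpiLCs to 57.6 ± 6.27 in D6PGCLCs. *Asz1* was at 1.29 ± 0.631 CPM in EpiLCs and 19.9 ± 5.68 in D6PGCLCs. *Gata3* had 0 to 1 counts per sample in ESCs and 287 to 493 in D6PGCLCs, at least 91.5-fold higher against the floor of 3 counts. *Dmrt1* and *Tex11* were higher than in ESCs, but their log2 fold changes in D6PGCLCs relative to EpiLCs were 0.58 (adjusted p = 0.00154) and 0.46 (adjusted p = 0.0523). Adjusted over the 6 late PGC genes alone, 4 were DEGs in D6PGCLCs relative to EpiLCs, as when adjusted over all genes tested. The paper concludes from the expression of genes of piRNA processes that the late PGC regulatory network was triggered in the 4TF-induced PGCLCs.

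**Figure D2:**
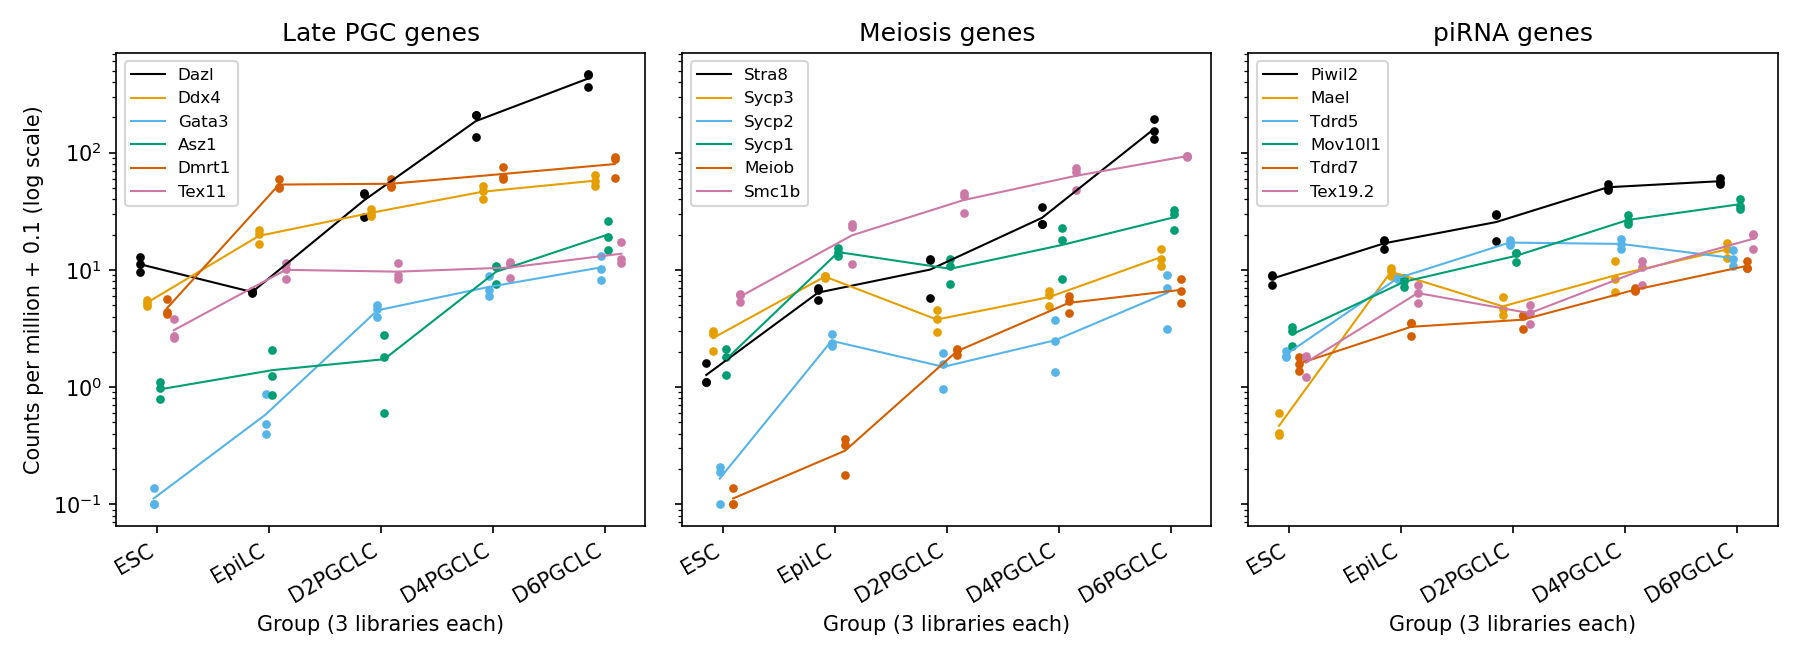
CPM + 0.1 on a log scale (y axis) of the late PGC, meiosis and piRNA genes of Fig. 3E in the 5 groups (x axis), with 1 point per sample and lines through the means. *Dazl* lies above the other late PGC genes in D6PGCLCs, and *Stra8* above the other meiosis genes.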

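Across the 9 samples of 4TF_D2/4/6PGCLCs, *Sfrp2* (ENSMUSG00000027996, chromosome 3 from 83766321 to 83774316) had raw counts of 27 to 138, *Sox11* (ENSMUSG00000063632, chromosome 12 from 27334264 to 27342574) 47 to 268 and *Jakmip2* (ENSMUSG00000024502, chromosome 18 from 43531407 to 43687773) 0 to 15. The highest of these counts, 268, was that of *Sox11* in a D6PGCLC sample. In EpiLCs, the raw counts were 136 to 163 for *Sfrp2*, 1459 to 1640 for *Sox11* and 384 to 464 for *Jakmip2*. In ESCs, they were 21 to 27, 331 to 480 and 0 to 1. Raw counts depend on the depth of the sample. Divided by TMM-normalized library size relative to the mean library, the highest of the values in PGCLCs was 188. All 3 genes were DEGs with lower expression in D2PGCLCs and D4PGCLCs than in EpiLCs. The log2 fold changes of *Sfrp2* were -2.08 in D2PGCLCs and -2.04 in D4PGCLCs. *Sfrp2* had 5.40 ± 0.433 CPM in EpiLCs and 3.09 ± 0.0442 in D6PGCLCs (SD, n = 3), a log2 fold change of -0.81 (standard error 0.27, adjusted p = 0.0158), below the cutoff of 1. For *Sox11* it was -3.52 (standard error 0.19, adjusted p = 2.06e-11).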

As expected, primed-state genes (*Sfrp2*, *Sox11*, and *Jakmip2*) were barely detectable in 4TF_D2/4/6PGCLC, with raw counts ranging only from 0 to 200. 

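Genes for a network were taken with the thresholds of the methods, a log2 fold change above 2 relative to ESCs, p under 0.05 and a count above 250. The methods do not say which p or which count, and an adjusted p and the mean normalized count in the PGCLCs of that day were used here. The criteria held for 313 genes in D2PGCLCs, 361 in D4PGCLCs and 384 in D6PGCLCs, together 521 genes. On each of the 3 days they held for 208 genes, and without the threshold on counts 1946 genes passed on at least 1 day. Of the 53 nodes drawn in Appendix Fig. S7, 48 passed on at least 1 day, with edgeR and with DESeq2. The other 5 were *Stag3*, *Rec8*, *Smc3*, *Mre11a* and *Nbn*. *Stag3* had a log2 fold change of 1.01 (adjusted p = 5.19e-07) in D6PGCLCs and *Rec8* 0.96 (adjusted p = 3.91e-05). *Smc3* did not differ detectably from ESCs on any day (log2 fold change -0.047, adjusted p = 0.686 in D6PGCLCs). *Mre11a* (-0.41, adjusted p = 0.00029) and *Nbn* (-0.69, adjusted p = 2.93e-05) were lower in D6PGCLCs than in ESCs. The STRING database of protein interactions was not used here.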

Network analysis identified a regulatory axis that facilitates the transition from early to late PGCLCs (Appendix Fig. S7; see “Discussion”).

**Figure 3:**
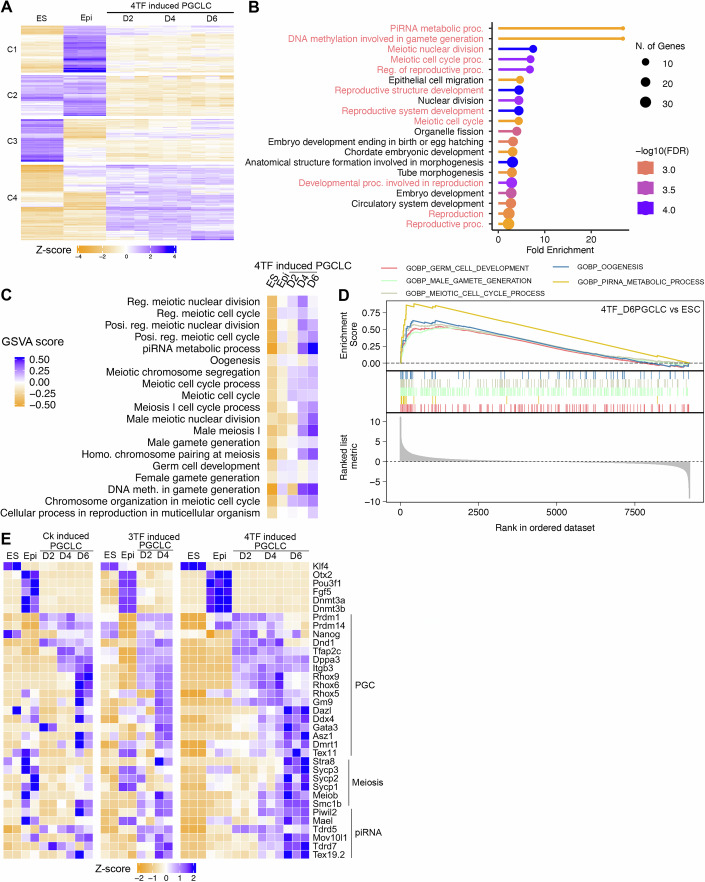
Gene expression profiling of 4TF-induced PGCLCs. (**A**) Heatmap of k-Means clustering of variably expressed genes in ESCs, EpiLCs, and 4TF-induced D2/4/6PGCLCs (*n* = 500, *k* = 4). Genes were grouped into four clusters (“C1-4”) on the basis of expression similarity. (**B**) Biological process GO term analysis of Cluster 4 (C4). Terms of germ cell development (highlighted by red) was highly enriched for terms in C4. (**C**) Heatmap showing the average GSVA enrichment score of selected germ cell development pathways. (**D**) Representative GSEA enrichment plots depicting significant enrichment of germ cell signatures in D6PGCLCs compared with ESCs. (**E**) Heatmap of representative gene expression of pluripotency and germ cells among ESCs, EpiLCs, and PGCLCs.

### Further differentiation of 4TF-induced PGCLCs in vitro

We next examined the potential of PGCLCs to differentiate into advanced stages in vitro. D6PGCLCs (*Stella-eGFP*^*+*^ cells) were aggregated with dissociated neonatal testicular cells from germ cell-deficient Kit^W/Wv^ mice in U-bottom 96-well plates. Then, the cell aggregates were transferred to a trans-well plate and cultured in medium containing GNDF and bFGF that are essential for promoting spermatogonial growth (Kubota et al, 2004) (Fig. 4A). After a 2-week induction period, we conducted immunofluorescence (IF) staining to assess whether the aggregates express late PGC or spermatogonia proteins. We detected cell clusters that expressed NANOS3, DAZL, and DDX4 within the aggregates (Fig. 4B). Over 70% of DDX4-positive cells also expressed GCNA (Germ cell nuclear antigen) (Fig. 4C), a robust marker of germ cells from E11 onwards (Enders and May, 1994; Carmell et al, 2016). Interestingly, an average of 8.4% of DDX4-positive cells also contained the spermatogonial marker PLZF (formally ZBTB16; Zinc finger and BTB domain-containing protein 16) (Buaas et al, 2004) after 2 weeks of co-culture, whereas this was not observed after 1 week of culture. As expected, DDX4-positive cells did not express the Sertoli cell marker SOX9 (Fig. 4C). To test whether the germ cells could develop to more advanced stages, the aggregates were cultured using a gas-liquid interphase method for an additional week in the medium containing KSR (knockout serum replacement) at 34 °C (Fig. 4A) (Sato et al, 2011). Interestingly, cells expressing both GCNA and STRA8 were identified in the aggregates (Fig. 4D). These observations suggest that 4TF-induced PGCLCs have some capacity for further development in vitro, but optimization of conditions and functional assays will be required to determine their full potential.

**Figure 4:**
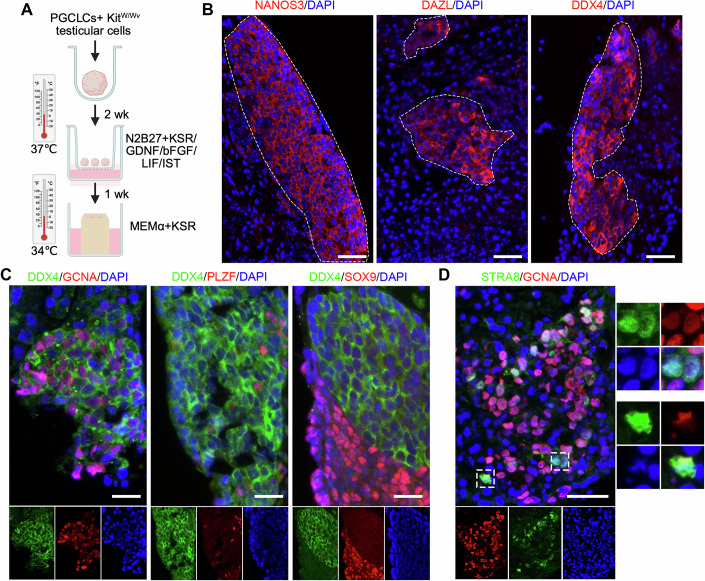
Development of cells past PGCLC stage. (**A**) Further development of 4TF_D6PGCLCs by aggregation with testicular somatic cells isolated from *Kit*^*w/wv*^ mice. The cultured aggregates were subjected to IF. (**B**) Clusters of germ cells labeling by NANOS3, DAZL and DDX4 were identified from aggregates cultured after 2 weeks. Dashed lines denote regions with germ cell clusters. (**C**) Dual IF staining of DDX4 with GCNA, PLZF, and SOX9 in the aggregates after 2-week culture. (**D**) Dual IF staining of GCNA and STRA8 in the aggregates cultured for an additional week. The boxed region is magnification of representative dual positive cells. Scale bars in (**B**–**D**) represent 50 µm. Source data are available online for this figure.

### Scale-up differentiation and long-term culture of PGCLCs

To validate the Stella-eGFP transgene as an accurate marker of PGCLCs, we analyzed differentiating cultures with two additional PGC surface markers, ITGB3 (also known as CD61) and SSEA1 (Hayashi et al, 2011). Doubly positive cells were shown to differentiate into functional gametes (Hayashi and Saitou, 2013). As expected, day 6 EBs were significantly enriched for ITGB3^+^/SSEA1^+^ and ITGB3^+^/Stella-eGFP^+^ cells compared to ESCs and EpiLCs (Fig. 5A). Next, we sought to determine the scalability of 4TF-induction system. We seeded 2 × 10^3^ cells/ well to U-bottom 96-well plates, 8 × 10^4^ cells/well to untreated 12-well plates (suitable for suspension culture) and 1 × 10^6^ cells to a single 100 mm bacteriological Petri dish, then assessed differentiation in day 6 EBs. The percentages of both ITGB3^+^/SSEA1^+^ and ITGB3^+^/Stella-eGFP^+^ populations were highest in 12-well plates and lowest in 96-well plates (Fig. 5A,B). Suspecting that EB size influences differentiation efficiency, we measured the diameters of day 6 EBs. In the U-bottom 96-well plates, EB sizes were homogeneous and by far the largest (~2.5× on average) amongst the culture formats (Fig. 5C). The results indicate an inverse relationship between efficiency of PGCLC induction and EB size, which is consistent with observation in the human PGCLC induction system (Jo et al, 2022). The scalability of the Nanog-only induction system was also observed by seeding varying numbers of EpiLCs into different plates/dish. However, the percentages of both ITGB3^+^/SSEA1^+^ and ITGB3^+^/Stella-eGFP^+^ populations were 30% and 60% lower, respectively, than those in the 4TF-induction system (Appendix Fig. S8A; 12-well plate cultures). EpiLCs represent a transient, germline-competent formative state, with day 2 EpiLCs demonstrating the highest efficiency in response to cytokine induction compared to day 1 or 3 EpiLCs (Hayashi et al, 2011). We found that 4TFs can also induce PGC fate in day 1 EpiLCs, albeit with lower efficiency than in day 2 EpiLCs (Fig. 5D,E). *Nanog* overexpression alone was insufficient to differentiate day 1 EpiLCs into PGCLCs (Appendix Fig. S8B,C).

**Figure 5:**
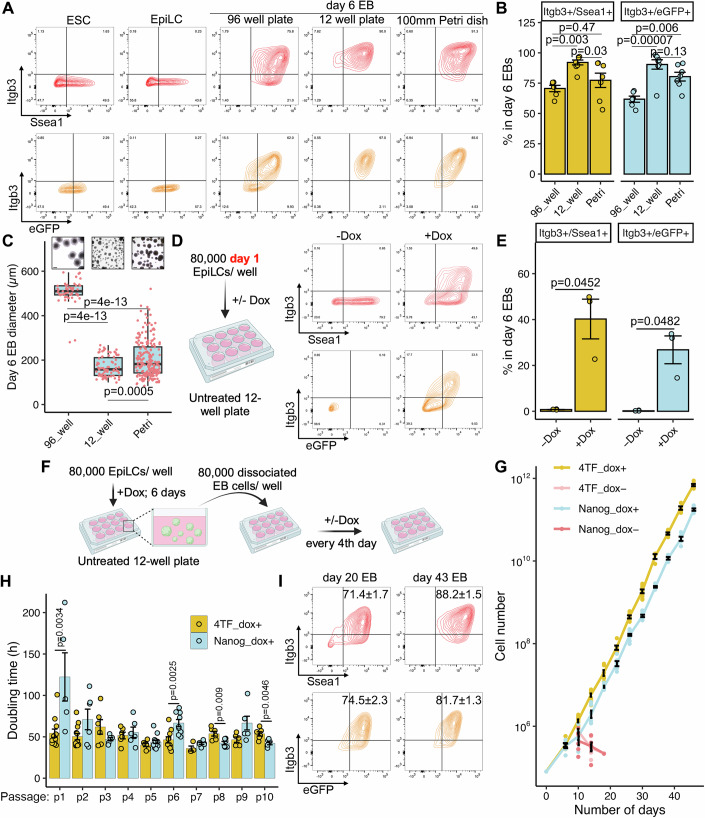
Scale-up and long-term differentiation of 4TF-induced PGCLCs. (**A**) Representative FACS pattern of Itgb3^+^/Ssea1^+^ and Itgb3^+^/eGFP^+^ cells in ESCs, EpiLCs, and day 6 EBs from U-bottom 96-well plates, 12-well non-treated plates and 100 mm bacteriological Petri dishes. eGFP, Stella-eGFP. (**B**) Quantification of PGCLC populations in day 6 EBs at different plates/dish. *N* = 12, 16, and 14 for the 96-well, 12-well and 100 mM Petri dish groups, respectively. (**C**) Boxplots showing the distribution of the diameter of day 6 EBs in different plates/dish. *n* = 3 biological replicates. Black central line represents the median, and boxes and whiskers represent the 25th and 75th and 2.5th and 97.5th percentiles, respectively. (**D**) Induction of 4TF-induced PGCLCs from day 1 EpiLCs. (**E**) Quantification of 4TF-induced PGCLC populations in day 6 EBs in the presence or absence of Dox. Day 1 EpiLCs were used for EB formation in non-treated 12-well plates. *n* = 3 biological replicates. (**F**) Schema depicting the process of EB passage. The dissociated EB cells were passaged every 4 days into each well of non-treated 12-well plates. (**G**) Growth curves of long-term cultured EBs induced by 4TFs, Nanog, or not. *n*  ≥ 4 biological replicates. (**H**) Doubling time of passaged EBs in 4TF- and Nanog-induced PGCLC differentiation systems. *n*  ≥ 5 biological replicates. (**I**) FACS pattern of Itgb3^+^/Ssea1^+^ and Itgb3^+^/eGFP^+^ cells induced by 4TFs in day 20 and 43 EBs cultured in 12-well non-treated plates. Data in (**B**, **E**, **G**, **H**) are represented as the mean ± SEM. Data in (**B**, **C**) were analyzed using one-way ANOVA with Tukey’s post hoc test. Data in (**E**) were analyzed using a two-tailed paired *t* test. Data in (**H**) were analyzed using a two-tailed unpaired *t* test. Scale bar in (**C**) represents 200 µm. Source data are available online for this figure.

Next, we investigated the potential for maintaining PGCLCs over long periods. Day 6 EBs from both 4TF- and Nanog-induction systems were dispersed, and 8 × 10^4^ cells/well were seeded into a 12-well plate. The cells were passaged every 4 days in suspension (Fig. 5F). We successfully maintained the EBs for 10 continuous passages with Dox-induced transgene expression. However, cell numbers declined without Dox in both systems, indicating that TFs, particularly Nanog, are essential for sustaining EB cell proliferation (Fig. 5G). While the doubling times between 4TF- and Nanog-induced cells were comparable (Fig. 5H), only the 4TF system consistently maintained the PGC identity (>70% of cells), whereas nearly all cells in the Nanog-only system lost PGC marker expression (Figs. 5I; Appendix Fig. S8D,E). Lastly, we investigated the impact of culture plate type on PGCLC induction by seeding 8 × 10^4^ cells/well onto treated 12-well plates designed for adherent culture. After differentiation, we observed the presence of attached cells, along with both floating and attached EBs (Appendix Fig. S9A). While PGCLCs were robustly induced, the differentiation efficiency was lower compared to those cultured in untreated plates (Appendix Fig. S9B,C), indicating that suspension culture is more effective in promoting PGCLC induction compared to adherent culture.

### High-throughput CRISPRi perturbation screen identifies epigenetic regulators impacting PGCLC formation

A major motivation for developing an inexpensive, simple, and scalable germ cell culture system was to conduct genome-scale functional genomic screens for genes involved in various aspects of germ cell biology and development. Epigenetic reprogramming is an especially important aspect of normal PGC development. To identify epigenetic regulators impacting PGC development, we designed a CRISPRi screening strategy to target all the genes with known or putative functions in epigenetic regulation (Fig. 6A). We opted to use a CRISPRi rather than a standard knockout-oriented CRISPR-Cas9 strategy, reasoning that complete ablation of some epigenetic genes would be generically disruptive to cell proliferation, and not representative of genetic or environmental perturbations. We built a custom lentiviral library encoding 7360 sgRNAs targeting 701 “epigenetic” genes, plus 350 non-targeting sgRNAs as controls (Datasets EV1 and EV2), and introduced these into a 4TF-inducible ESC line containing an integrated dCas9-KRAB (Krüppel-associated box) transgene (Appendix Fig. S10A–D). The library-infected ESCs contained 89% of all the sgRNAs in the library, with at least 5 sgRNAs present for 694 genes (Appendix Fig. S10E and Dataset EV3). PGCLC induction was initiated in 100 mm bacteriological Petri dishes (Fig. 6A), and both *Stella-eGFP*^*+*^ and *Stella-eGFP*^*-*^ cells were isolated from dispersed day 6 EBs (Appendix Fig. S10F). In each resulting population and ESCs, sgRNAs were PCR amplified and then sequenced. Quality control measures indicated a high degree of uniformity and coverage of the sgRNA library in each cell population (Appendix Fig. S11). The MAGeCKFlute algorithm was utilized to calculate a beta score for every potential gene by comparing each population to the ESCs (Wang et al, 2019). Genes with a negative beta score suggest negative selection of the epigenetic factor within the cell population, whereas a positive beta score signifies positive selection. Using one standard deviation from the mean as a threshold, we identified 53 and 61 under- and over-represented genes, respectively, from the 701 queried genes (Fig. EV2A,B; Dataset EV4).

**Figure 6:**
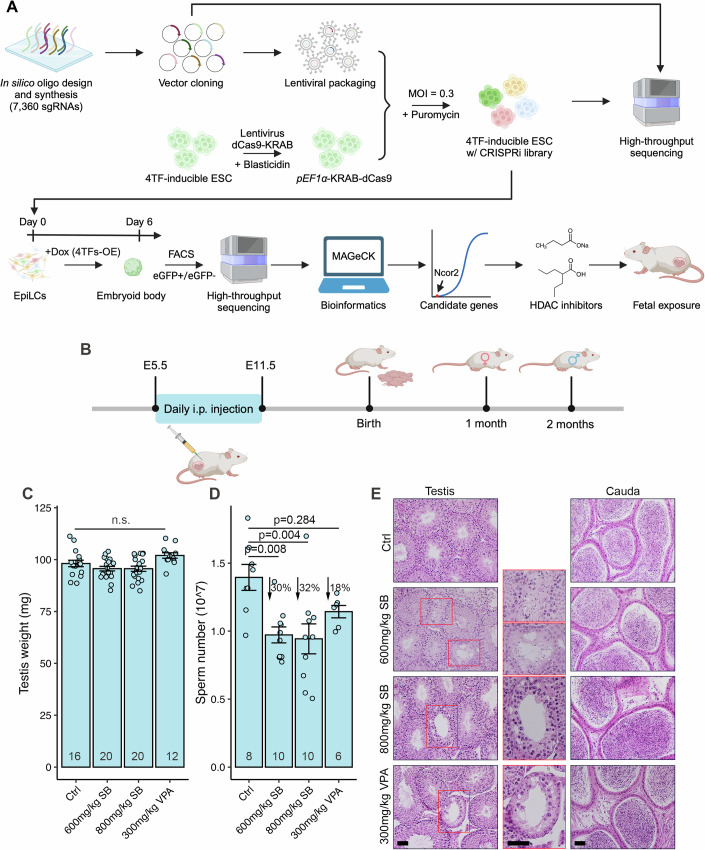
Application of 4TF-inducible system for high-throughput screening epigenetic regulators. (**A**) Schema of CRISPRi library generation and validation is shown on the top. The uniformity of sgRNA library representation was tested by sequencing of batch-cloned plasmids and lentivirus-infected ESCs (colored cell clusters). On the bottom is a schema of the PGCLC differentiation protocol and CRISPRi screening process. Day 6 EBs were sorted into Stella-eGFP^+^ and Stella-eGFP^−^ cells to generate count representatives for downstream analysis. Candidate gene *Ncor2* and HDAC inhibitors SB and VPA were selected for validation. OE, overexpression. (**B**) Experimental schema showing SB and VPA treatment on pregnant mice and analysis their pups. i.p., intraperitoneal. *N* = 5 for each group. (**C**) Testis weight of 2-month-old pups. n.s., no significant difference. (**D**) Sperm counts. (**E**) Histological analyses of 2-month-old testes and cauda epididymis. The boxed region are magnifications of atrophic seminiferous tubules. Data in (**C**, **D**) are represented as the mean ± SEM and were analyzed using one-way ANOVA with Tukey’s post hoc test. Scale bars in (**E**) represent 50 µm. Source data are available online for this figure.

**Figure EV2:**
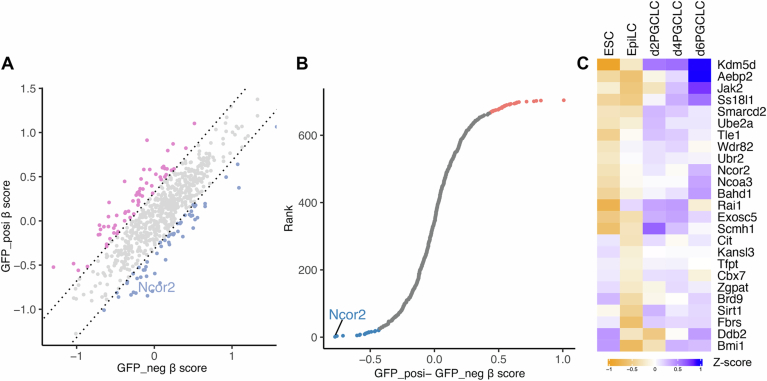
CRISPRi screen epigenetic genes affecting PGCLC differentiation. (**A**) Scatterplot of Stella-eGFP^+^ and Stella-eGFP^-^ β scores of each gene. The β scores were normalized using non-targeting sgRNA sequences. The two dashed lines indicates ± 1 S.D. of the differences between the Stella-eGFP^+^ and Stella-eGFP^−^ cells β scores. (**B**) Rank plot of the differential β scores, calculated by subtracting Stella-eGFP^−^ β scores from Stella-eGFP^+^ β scores. The color scheme of the dots is the same as in (**A**). (**C**) Gene expression heatmap of 25 candidate genes with β scores and exhibited increased expression during PGCLC differentiation compared to ESC and EpiLC stages.

Transduction of sgRNAs targeting *Ncor2*, which encodes a nuclear receptor co-repressor that facilitates histone deacetylation (Nagy et al, 1997; Huang et al, 2000), had the most negative impact on 4TF-induced PGCLC in our screen (Fig. EV2; Dataset EV4). Treatment with *Ncor2*-targeting siRNA caused significant reductions in *ITGB3*^*+*^*/Stella-eGFP*^*+*^ cells (Fig. EV3A–D), consistent with a previous observation from a Ck-induction system (Mochizuki et al, 2018). NCOR2 contains three repression domains (RD1, RD2, and RD3) capable of interacting with various classes of HDACs (Guenther et al, 2000) (Fig. EV3E). Because one motivation of this project was to identify environmental agents (including drugs and dietary supplements) that might cause deleterious epigenetic germline perturbations, we tested the effects of two HDAC inhibitors on PGCLC development: sodium butyrate (SB) and valproic acid (VPA). Both are short-chain fatty acids that inhibit HDACs by binding to the zinc-containing domains of these enzymes (Fig. EV3E) (Kim and Bae, 2011). Treatment with VPA or SB resulted in a reduction in PGCLC induction and increased H3K27ac levels (Fig. EV3F–I).

**Figure EV3:**
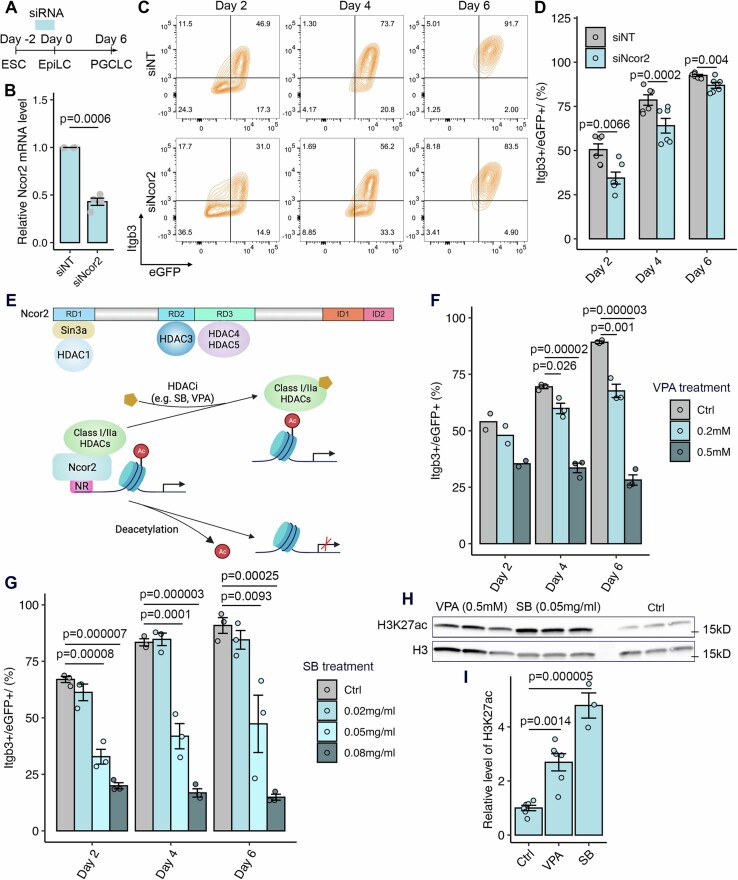
NCOR2 deficiency and HDAC inhibitors suppress PGCLC differentiation in vitro*.* (**A**) Experimental schema showing siRNA treatment. (**B**) Effectiveness of *Ncor2* siRNA on day 2 after PGCLC induction. *n* = 3 biological replicates. mRNA levels quantified by qRT-PCR. siNT, non-targeting siRNA. (**C**) Relative population density in EBs treated with siNT or siNcor2. siNcor2, siRNA targeting *Ncor2*. (**D**) Percentages of Itgb3^+^/eGFP^+^ cells in knockdown (siNcor2) vs control (siNT) groups at the indicated stages after transfection of small RNAs. *n* = 6 biological replicates. eGFP, Stella-eGFP. (**E**) Structure of NCOR2 and interaction with HDACs (upper panel). Impact of HDAC inhibitors on NCOR2-HDAC complexes (lower panel). (**F**) Percentage of Itgb3^+^/eGFP^+^ populations within EBs treated with water (Ctrl) or VPA as assessed by flow cytometry. *n* = 3 biological replicates except there are 2 biological replicates for day 2. (**G**) Same as (**F**), except for SB treatment. *n* = 3 biological replicates. (**H**) Western blot analysis of H3K27ac and H3 protein levels in day 2 Stella-eGFP^+^ cells treated with HDACi. (**I**) Quantification of relative H3K27ac protein levels normalized to H3. *n* ≥ 3 biological replicates. Data in (**B**, **D**, **F**, **G**, **I**) are represented as the mean ± SEM. Data in (**B**, **D**) were analyzed using a two-tailed paired *t* test, and data in (**F**, **G**, **I**) were analyzed using one-way ANOVA with Tukey’s *post hoc* test.

### HDAC inhibition increases the expression of genes involved in somatic lineages

To investigate the mechanism underlying the reduced PGCLC induction efficiency following HDACi treatment, we conducted RNA-seq to analyze the transcriptomes of *Stella-GFP*^*+*^ and *Stella-GFP*^*-*^ cells on day 6 of differentiation from control and HDACi-treated groups (Fig. EV4A). PCA revealed that day 6 VPA-treated Stella-eGFP^-^ cells (VPA_eGFP^-^) and SB_eGFP^-^ cells clustered separately from the eGFP^+^ cohorts (VPA_eGFP^+^, SB_eGFP^+^ and Ctrl_eGFP^+^). However, among eGFP^+^ cells, those treated with VPA clustered apart from the SB and control groups (Fig. EV4B). k-Means analysis of top 2,000 DEGs and defined three clusters (C1, C2 and C3) (Fig. EV4C). The genes in clusters C1 and C2, which were particularly elevated in eGFP^-^ cells, were enriched with terms related to immune responses, cell migration and neural development, whereas cluster C3 containing predominantly eGFP^+^ cells were enriched for genes involved in processes related to reproduction such as gamete generation and meiosis (Fig. EV4C). GSVA revealed that eGFP^-^ cells from both HDACi-treated groups (VPA_eGFP^-^ and SB_eGFP^−^) displayed lower enrichment of Gene Ontology Biological Processes (GOBP) terms related to reproduction and germline development (Fig. EV4D). By contrast, eGFP^+^ cells from control and treatment groups exhibited significant enrichment in all reproductive pathways, though the enrichment was greater in the untreated control group (Fig. EV4D). Despite HDACi treatment, genes related to early PGC development were normally expressed in eGFP^+^ cells. However, they were downregulated in eGFP^-^ cells. For genes tied to meiosis and piRNA metabolic processing, their expression decreased under HDACi treatment, even in the eGFP^+^ cells (Fig. EV4E). These phenomena raise the possibility that failure to properly deacetylate (downregulate) non-germ cell regulatory elements may promote alternative lineage fates, a hypothesis tested by experiments described below.

**Figure EV4:**
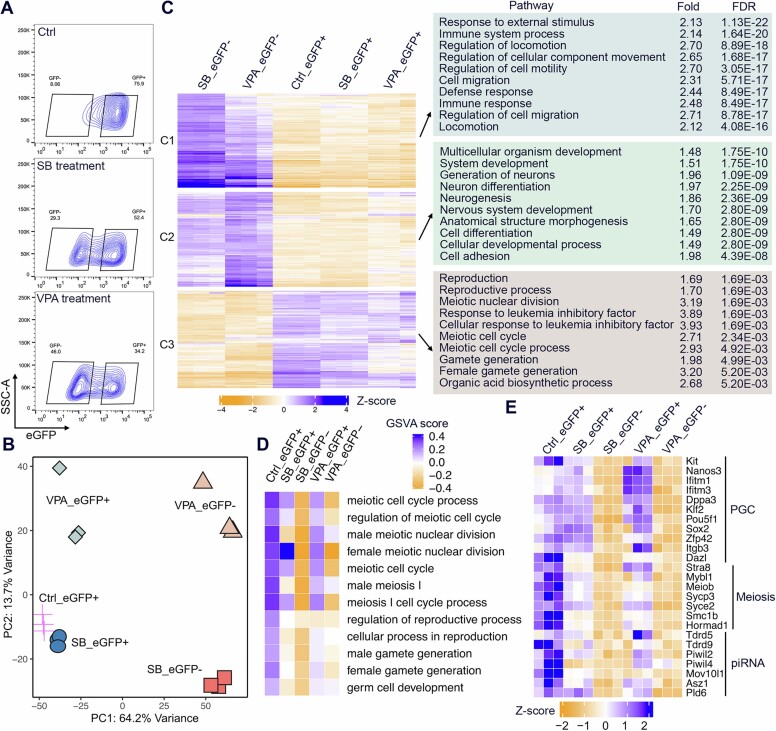
Downregulation of germline networks by HDAC inhibitors. (**A**) Flow sorting gates for Stella-eGFP^+^ and Stella-eGFP^-^ cells from day 6 EBs used for RNA-seq. (**B**) PCA of transcriptomes of sorted cells of indicated groups. SB, sodium butyrate; VPA, valproic acid; Ctrl, control untreated. (**C**) Heatmap of k-Means clustering of variably expressed genes in SB, VPA and Ctrl cells (*n* = 2,000; *k* = 3). Genes were grouped into 3 clusters (“C1-3”) based on expression similarity. Top enriched GO terms for the genes in each cluster shown with fold enrichment (Fold) and false discovery rate (FDR). (**D**) Heatmap showing the average GSVA enrichment score of selected germline development pathways. (**E**) Heatmaps of normalized RNA-seq reads for selected germline genes.

To further explore the identity and fate of cells exposed to HDACi, we focused on upregulated DEGs in VPA_eGFP^+^ and SB_eGFP^+^ cells compared to Ctrl_eGFP^+^ cells (Fig. EV5A,B). Gene set enrichment analysis (FDR < 0.05) of 211 overlapping genes revealed clusters of upregulated GOBP driver terms in VPA_eGFP^+^ and SB_eGFP^+^ cells such as placental development, muscle cell differentiation, and innate immunity responses (Fig. EV5C), the latter of which has been observed in macrophages and dendritic cells (Roger et al, 2011). The emergence of pathways related to placental and reproductive structure development, and muscle and cytoskeleton development suggests possible incomplete suppression of factors involved in extraembryonic and embryonic mesoderm lineage differentiation.

**Figure EV5:**
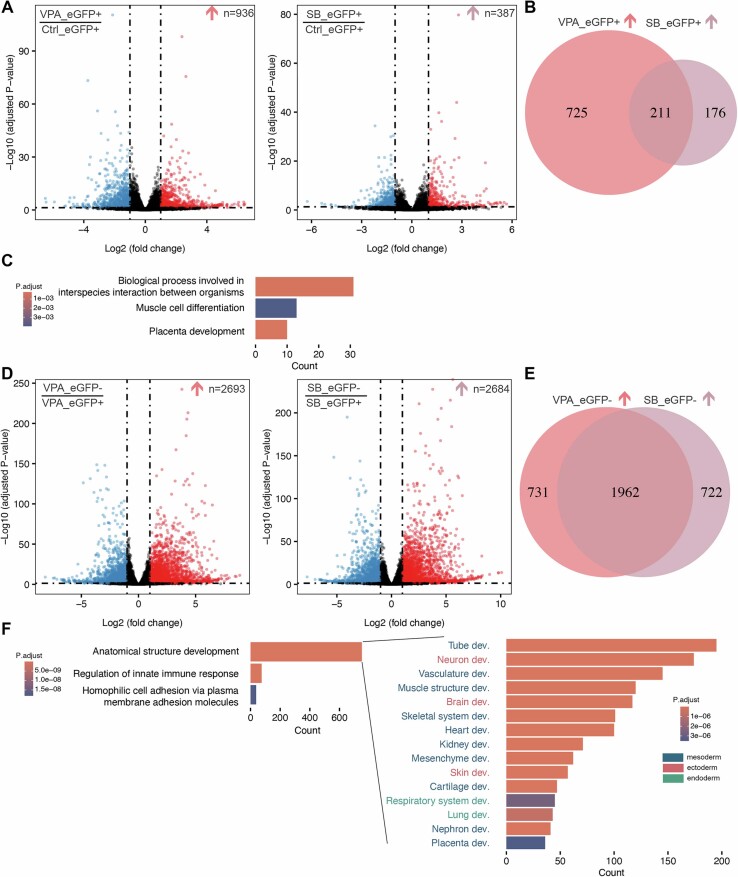
Evidence of somatic lineage differentiation induced by HDACi treatment of differentiating PGCLC cultures. (**A**) Volcano plots of log_2_ (fold change) versus -log_10_ (adjusted *P* value) for VPA_eGFP^+^ (left) or SB_eGFP^+^ (right) versus Ctrl_ eGFP^+^ cells. (**B**) Venn diagrams of the upregulated DEGs from (**A**). (**C**) Top enriched GO terms for the commonly upregulated genes in eGFP^+^ cells in HDACi treatment groups. (**D**) Volcano plots of Stella-eGFP^-^ versus Stella-eGFP^+^ cells treated with VPA (left) or SB (right). (**E**) Venn diagram of the commonly upregulated DEGs from (**D**). (**F**) Left: Top enriched GO terms for the HDACi upregulated genes from (**E**). Right: Count distribution of the “child” GO terms under “Anatomical structure development”.

Lacking precise knowledge of the mechanism governing mesoderm lineage activation with HDACi treatment, we hypothesized that eGFP^+^ cells in treatment groups would have a transcriptome intermediate between germline and somatic fates. To test this, we applied GSEA of upregulated DEGs in HDACi-treated eGFP^−^ cells compared to their eGFP^+^ counterparts (Fig. EV5D,E). The overlap genes enriched in GOBP driver terms such as anatomical structure development, regulation of innate immune response, and homophilic cell adhesion. The first category was enriched for GO terms associated with the development of the placenta and all three germ layers, including embryonic, cardiac, paraxial (muscle, skeleton, and cartilage), intermediate (kidney, nephron, and urogenital), and lateral (mesenchyme, blood vessel, and vasculature) mesoderm. Pathways associated with endoderm (lung, respiratory system) and ectoderm (skin and brain) development were also enriched (Fig. EV5F). The results suggest that gene activation driven by histone hyperacetylation promotes overall somatic-lineage differentiation from epiblast cells.

### HDAC inhibitors impact PGC development

To assess the impact of histone deacetylation on in vivo PGC development, HDACi was administered to pregnant mice, and their offspring were examined for potential reproductive defects. From E5.5 to E11.5, pregnant females received daily injections of either 600 mg/kg or 800 mg/kg of SB per body weight or 300 mg/kg of VPA per body weight (Fig. 6B). All treated dams were viable and produced a comparable number of pups to the water-injected control group. Quantification of follicle numbers in 1-month-old ovaries revealed no significant differences compared to the controls (Appendix Fig. S12). In 2-month-old males, testis weights were unaffected by HDACi treatment during pregnancy (Fig. 6C). However, these animals exhibited a 30% reduction in sperm numbers in the SB groups and an 18% decrease in the VPA group (Fig. 6D). Histological analysis identified atrophic seminiferous tubules (1–3 per section of a whole testis), despite normal morphologies in the cauda epididymides (Fig. 6E). TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) staining revealed no apoptotic cells within atrophic tubules (Appendix Fig. S13). These findings suggest that fetal exposure to SB and VPA leads to decreased sperm counts and increased atrophic seminiferous tubules in adulthood, possibly a consequence of perturbations to PGCs or SSCs.

### Direct differentiation of PGCLCs from formative 4TF-inducible ESCs

To determine if 4TFs can efficiently induce PGCLCs from formative ESCs, a pluripotent stem cell that directly responds to PGC specification, the 4TF-inducible ESCs were transformed to a formative state through exposure to bFGF, Activin A and GSK3β inhibitor (CHIR99021) (Fig. 7A) as described previously (Yu et al, 2021). Naive ESCs typically grow as tightly packed colonies with a dome shape. Upon EpiLC induction, the cells quickly underwent a morphological conversion that includes flattening, diminished cell-cell interactions, and the formation of cellular protrusions. However, formative ESCs displayed distinctive morphologies (Fig. 7B). Immunolabeling of ZO1 (zonula occludens-1, also known as tight junction protein 1) revealed that formative ESCs and EpiLCs were more similar to one another than naive ESCs (Fig. 7B). The regulation of *Oct4* expression in naive and primed pluripotent cells is differentially controlled by distal (DE) and proximal enhancers, respectively (Choi et al, 2016). The DE also exhibits activity in the formative state, albeit at a lower level compared to that in the naive state (Yu et al, 2021). To monitor the exit from the naive state during naive-to-formative conversion, we compared the GFP signal intensity of Oct4-DE-GFP (“OG2”) iPSCs during this transition. Consistent with previous observations (Yu et al, 2021), the majority of formative iPSCs and EpiLCs were GFP^+^, but the average signal intensity was lower than that in naive iPSCs (Fig. 7B). Collectively, these results confirm the establishment of formative ESCs/iPSCs from naive cells.

**Figure 7:**
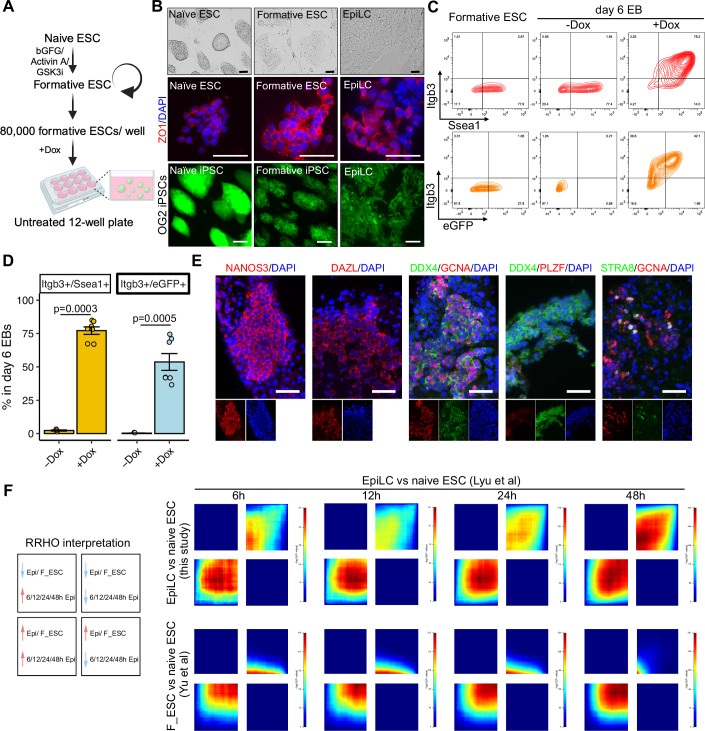
Direct differentiation of PGCLCs from formative 4TF-inducible ESCs. (**A**) Schema for inducing PGCLCs from formative ESCs. (**B**) Characterization of formative ESC derived from naive ESCs. Top panel: representative morphologies of naive ESCs, formative ESCs and EpiLCs. Middle panel: IF staining of tight junction protein ZO1 on naïve ESCs, formative ESCs and EpiLCs. Bottom panel: GFP expression in naïve and formative OG2 (Oct4-DE-GFP) iPSCs, and EpiLCs differentiated from naïve OG2 iPSCs. (**C**) Representative FACS pattern of Itgb3^+^/Ssea1^+^ and Itgb3^+^/Stella-eGFP^+^ cells in formative ESCs and day 6 EBs with or without Dox treatment in 12-well non-treated plates. (**D**) Quantification of PGCLC subpopulations after 4TF induction. *n* ≥ 3 biological replicates. (**E**) IF staining of germ cell markers in cultured D6PGCLCs (*Stella-eGFP*^*+*^) differentiated from formative ESCs aggregated with testicular cells from *Kit*^*w/wv*^ mice. (**F**) RRHO analysis of transcriptomes from 4TF formative ESCs and EpiLCs compared to those from a published study (Lyu et al, 2024). Sampled time points during differentiation are indicated (6 h, 12 h, 24 h, and 48 h). Data in (**D**) are represented as the mean ± SEM and analyzed using a two-tailed paired *t* test. Scale bars in top and bottom panels of (**B**) represent 100 µm, and in middle panel of (**B**) and (**E**) represent 50 µm. Source data are available online for this figure.

We next tested if formative 4TF-inducible ESCs respond directly to PGC specification. After removing the feeder layer, PGCLC induction was conducted by seeding 8 × 10^4^ ESCs/well to untreated 12-well plates (Fig. 7A). FACS analysis of day 6 EBs revealed distinct ITGB3^+^/SSEA1^+^ and ITGB3^+^/Stella-eGFP^+^ populations with induction by Dox; such cells were not observed in undifferentiated formative ESCs and without induction by Dox (Fig. 7C,D). However, the efficiency was lower compared to that observed when EpiLC were induced to PGCLCs (Fig. 5A,B). Treatment with an FGF receptor (FGFR) inhibitor PD173074 was reported to significantly increase Ck-induced PGCLC formation from formative ESC via unknown mechanisms (Yu et al, 2021). However, this enhancement was not observed in 4TF-induced PGCLCs (Appendix Fig. S14). Interestingly, overexpression of Nanog alone is insufficient to direct formative ESC toward a PGC fate (Appendix Fig. S15). We next aggregated the D6PGCLC (*Stella-eGFP*^*+*^ cells) with somatic cells from Kit^W/Wv^ testes to assess further differentiation potential. Similar to EpiLC-derived PGCLCs (Fig. 4A), the formative ESC-derived PGCLCs demonstrated the capacity for further development (Fig. 7E). Collectively, these findings demonstrated that overexpressing 4TFs can directly and effectively induce differentiation of formative ESCs into PGCLCs.

To elucidate the differences in efficiency in generating PGCLCs from formative 4TF ESCs vs. day 2 EpiLCs, and to explore why Nanog alone is insufficient to drive differentiation of formative ESCs to PGCLCs, we compared the transcriptomes of our derived EpiLCs to those in a published dataset of formative ESCs cultured and differentiated under identical conditions (Lyu et al, 2024). 

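In the EpiLCs of the 4TF line, 2603 genes were higher and 2145 lower than in naive ESCs. Among all 18090 tested genes, replicates of the 2 groups did not overlap for 11487, where 10% would do so by chance. With each of the 6 samples left out in turn, 2458 to 2549 genes were higher and 2028 to 2068 lower. With the replicate number as a block, 2580 were higher and 2146 lower.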

RRHO analysis indicated substantial similarities in gene expression changes during differentiation and a significant correlation between 48 h EpiLC and naive ESC transcriptomes, indicating a shared cell state (Fig. 7F). Interestingly, while formative ESCs overlapped with EpiLCs at various stages in co-upregulated genes, they did not show overlap in co-downregulated genes (Fig. 7F). This suggests that formative ESCs represent distinct sub-stages, leading to differences in PGCLC induction efficiencies.

## Discussion

PGC development entails important regulatory and epigenetic events that lay the groundwork for subsequent sex-specific gametogenesis programs. Although in vitro PGCLC induction systems have facilitated molecular studies of the specification and developmental events of the germ cell lineage (Aramaki et al, 2013; Nakaki et al, 2013; Murakami et al, 2016; Zhang et al, 2018a; Tischler et al, 2019; Hackett et al, 2018; Naitou et al, 2022; Yin et al, 2020), current methodologies have shortcomings in terms of efficiency, scalability and long-term culture. Our 4TF-induction system addresses these limitations, having several advantages compared to Ck-, 3TF-, and Nanog-only inducible systems (Appendix Fig. S16). We demonstrated that simultaneous overexpression of *Nanog*, *Prdm1*, *Prdm14*, and *Tfap2c* in mouse EpiLCs or formative ESCs can render PGCLCs in a highly efficient and cost-effective manner compared to traditional methods (~ 500× less expensive; Appendix Fig. S16). The induced PGCLCs exhibit late PGC hallmarks, and they can develop into spermatogonium-like cells in vitro. Overexpression of *Nanog* had the important effect of enhancing the PGC regulatory network, suppressing the formation of non-germline lineages, and maintaining PGC fate, significantly improving PGCLC production.

Specification of mouse PGCs requires coordinated actions of *Prdm1*, *Prdm14*, and *Tfap2c*. Here, we found that forced overexpression of *Nanog* combined with one of these core TFs can drive PGCLC specification more efficiently that *Nanog* alone, and 4TFs yielded the highest efficiency, indicating additive or synergistic effects. Given that NANOG can bind and activate enhancers of *Prdm1* and *Prdm14* in EpiLCs in vitro (Murakami et al, 2016), as we confirmed here, we conclude that *Nanog* overexpression strengthens the PGC core regulatory network in the 4TF system. NANOG also plays a role in suppressing somatic lineage induction development. For example, OTX2, a crucial TF for anterior neuroectoderm specification, shows reciprocal antagonism with NANOG and thus restricts mouse germline entry (Zhang et al, 2018a). 4TF-induced PGCLCs exhibited *Otx2* downregulation, *Nanog* upregulation, and significant downregulation of neurodevelopment pathways in D2PGCLCs *vs* EpiLCs. However, these pathways were activated in Ck-induced PGCLCs or not fully repressed in 3TF-induced PGCLCs. 

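*Nanog* (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) had 691 ± 6.13 CPM in ESCs, 542 ± 69.5 in EpiLCs, 841 ± 49.8 in D2PGCLCs, 767 ± 80.4 in D4PGCLCs and 735 ± 106 in D6PGCLCs (SD, n = 3 each). The log2 fold change between D2PGCLCs and EpiLCs was 0.63 (standard error 0.11, adjusted p = 6.32e-05), larger than the spread between replicates and below the cutoff of 1. With each of the 6 samples left out in turn, it stayed between 0.53 and 0.69. The counts do not separate the *Nanog* transgene from the endogenous gene.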

Using *Nanog-eGFP* transgene iPSCs, Hayashi et al, demonstrated that *Nanog* was upregulated as early as day 2 in Ck-induced PGCLCs (Hayashi et al, 2011). The distinct kinetics of NANOG expression in the 4TF and Ck-induction systems correlated with the repression and activation of neurodevelopment pathways, respectively. Lastly, NANOG is essential for maintaining PGC fate. Depletion of *Nanog* in PGCLCs showed decreased proliferation and increased apoptosis (Zhang et al, 2018b). Those findings indicate multifunctional roles of NANOG in driving differentiation into PGCLCs.

The transcriptional profiles of Ck- and 4TF-induced PGCLCs resembled PGCs at different stages. This disparity partially arises from the essential role of WNT signaling and the mesodermal program in the Ck-induction system, whereas the 4TF-induction system circumvents these requirements. Combining insights from previous studies (Nakaki et al, 2013; Murakami et al, 2016), all PGCLC systems using TF overexpression (Nanog, 3TF, and 4TF) drive differentiation independently of the BMP4-WNT-T pathway. The gene regulatory axis of early-to-late PGC development established in 4TF-induced PGCLCs propels their differentiation beyond what Ck achieved within the same timeframe. Consequently, in the 4TF but not Ck-induced PGCLCs, the late PGC regulatory network was triggered as indicated by expression of genes involved in piRNA processes (such as *Piwil2/Mili*, *Tdrd5*, *Mov10l1*, *Tdrd7*, and *Tex19.2*). 

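*Piwil2* (ENSMUSG00000033644, chromosome 14 from 70372477 to 70429383) had 8.32 ± 0.914 CPM in ESCs, 16.8 ± 1.59 in EpiLCs, 25.5 ± 6.91 in D2PGCLCs, 50.6 ± 3.39 in D4PGCLCs and 57.0 ± 3.45 in D6PGCLCs (SD, n = 3 each). Its log2 fold change in D6PGCLCs was 2.77 (standard error 0.16, adjusted p = 8.99e-11) relative to ESCs and 1.77 (standard error 0.15, adjusted p = 1.6e-08) relative to EpiLCs. *Mov10l1* (ENSMUSG00000015365, chromosome 15 from 88982909 to 89055152) rose from 7.83 ± 0.668 CPM in EpiLCs to 36.2 ± 3.81 in D6PGCLCs, a log2 fold change of 2.21 (standard error 0.14, adjusted p = 2.39e-10). For *Tdrd7* and *Tex19.2*, the log2 fold changes in D6PGCLCs relative to EpiLCs were 1.75 (adjusted p = 1.66e-07) and 1.55 (adjusted p = 4.2e-06). *Tdrd5* had 8.38 ± 0.212 CPM in EpiLCs, 17.0 ± 0.988 in D2PGCLCs and 12.5 ± 2.03 in D6PGCLCs, and its log2 fold change in D6PGCLCs of 0.57 (adjusted p = 0.00158) relative to EpiLCs was below the cutoff of 1. All 5 genes were DEGs relative to ESCs on each of the 3 days.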

Although these findings indicate more advanced development in 4TF-induced PGCLCs, single-cell RNA sequencing will be required to provide detailed insights into their differentiation trajectories. Interestingly, 4TF-induced PGCLCs retain the capacity for conversion into pluripotent EGCs. These findings highlight the remarkable plasticity of the germline epigenome, though the differences in epigenetic reprogramming potential compared to endogenous late PGCs remain to be elucidated.

It was surprising that several meiosis genes were expressed in the 4TF-induced PGCLCs, including *Stra8*, *Sycp1/2/3*, *Meiob*, and *Smc1b*. 

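*Stra8* (ENSMUSG00000029848, chromosome 6 from 34920163 to 34939344) had 1.17 ± 0.283 CPM in ESCs, 6.30 ± 0.808 in EpiLCs, 9.96 ± 3.77 in D2PGCLCs, 27.7 ± 5.55 in D4PGCLCs and 159 ± 32.6 in D6PGCLCs (SD, n = 3 each). The log2 fold change in D6PGCLCs was 7.08 (standard error 0.30, adjusted p = 1.15e-12) relative to ESCs and 4.66 (standard error 0.25, adjusted p = 2.03e-11) relative to EpiLCs. *Smc1b* rose from 19.6 ± 7.38 CPM in EpiLCs to 93.5 ± 1.14 in D6PGCLCs, a log2 fold change of 2.25 (standard error 0.22, adjusted p = 6.2e-08). *Meiob* and *Sycp2* had at most 3 counts in any ESC sample. Against that floor, *Meiob* was at least 58.4-fold higher and *Sycp2* at least 55.1-fold higher in D6PGCLCs. Relative to EpiLCs, their log2 fold changes were 5.10 (adjusted p = 1.34e-09) and 1.39 (adjusted p = 0.00769). *Sycp1* had 14.1 ± 1.06 CPM in EpiLCs and 28.0 ± 5.45 in D6PGCLCs, a log2 fold change of 0.99 (adjusted p = 0.00355), which was above 1 in 3 of the settings tried. *Sycp3* had 8.67 ± 0.167 CPM in EpiLCs, 3.67 ± 0.815 in D2PGCLCs and 12.7 ± 2.25 in D6PGCLCs, with a log2 fold change of 0.55 (adjusted p = 0.0203) between D6PGCLCs and EpiLCs. Relative to ESCs, all 6 meiosis genes were DEGs in EpiLCs, D4PGCLCs and D6PGCLCs, and 5 in D2PGCLCs. All 6 were DEGs between D6PGCLCs and D2PGCLCs.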

One possible explanation is that although the engineered ESCs were male, some fraction of cells may have initiated a meiotic transcription program as would normally occur in females, absent sex determination signals that emanate from somatic cells in vivo. 

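*Mael* (ENSMUSG00000040629, chromosome 1 from 166201201 to 166238747) had 0.367 ± 0.118 CPM in ESCs, 9.55 ± 0.733 in EpiLCs, 4.78 ± 0.904 in D2PGCLCs, 8.86 ± 2.78 in D4PGCLCs and 14.8 ± 2.18 in D6PGCLCs (SD, n = 3 each). Relative to ESCs, its log2 fold change was 4.66 (standard error 0.29, adjusted p = 1.79e-10) in EpiLCs and 4.56 (standard error 0.29, adjusted p = 2.74e-10) in D4PGCLCs. It was also a DEG with higher expression in D2PGCLCs and D6PGCLCs. Relative to EpiLCs, expression in D2PGCLCs was lower (adjusted p = 0.000713) by just under the cutoff of 1, and by more than 1 under DESeq2 and with the replicate number as a block. In D6PGCLCs, the log2 fold change relative to EpiLCs was 0.63 (standard error 0.21, adjusted p = 0.0136), also below the cutoff.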

We also observed expression of *Mael*, involved in pachytene piRNA processes (namely LINE-element suppression) a gene expressed strongly in mouse spermatocytes and which is essential for normal spermatogenesis in mice (Soper et al, 2008). However, MAEL protein is present at substantial levels in fetal oocytes and primordial follicles in both humans and mice (Kim et al, 2014; Malki et al, 2014), where it is also involved in suppressing LINE-1 activity that contributes to fetal oocyte attrition. Regarding the mechanisms by which these meiosis genes are transcribed before clear evidence of meiocytes in the D6PGCLC cultures, network analysis gives a clue. During germ cell development, *Tfap2c* is activated by *Prdm1* and *Prdm14* (Saitou and Hayashi, 2021), directly targeting *Dmrt1* in PGCLCs (Schemmer et al, 2013; Magnúsdóttir et al, 2013). Human DMRT1 upregulates late PGC markers (such as DAZL and PIWIL2), while DAZL enhances DMRT1’s impact by repressing pluripotency and promoting expression of late PGC (Irie et al, 2023) and meiosis genes. The beginning of the meiosis transcriptional program in these cultures may precede developmental or cellular hallmarks of meiosis.

At present, gonadal and testicular somatic cells are needed for further differentiation of male PGCLCs (Eguizabal et al, 2011; Ishikura et al, 2021, 2016). Seminiferous tubule-like structures can be constructed by aggregating Ck-induced PGCLCs with gonadal somatic cells under a gas-liquid interphase culture condition (Ishikura et al, 2021, 2016). Given that 4TF-induced PGCLCs exhibit more advanced development compared to Ck-induced PGCLCs, we opted for the readily accessible neonatal testicular somatic cells to facilitate PGCLC induction, along with key cytokines (i.e., GDNF and bFGF) crucial for spermatogonial proliferation. While no seminiferous tubule-like structures were observed, clusters of germ cells were formed and surrounded by somatic cells. Similar to previous observations (Ishikura et al, 2021, 2016), a subset of germ cells underwent further differentiation into cells with spermatogonium-like characteristics. However, most of the germ cell population had progressed beyond the PGC stage (70% were DDX4+ GCNA+) but did not transition to the DDX4^+^/PLZF^+^ spermatogonial-like state. Further studies to characterize dynamic changes of these germ cells in aggregates at the single-cell level would be helpful, as would exploration of different co-culture systems. Some germ cells displayed the early meiosis marker STRA8 after culture at 34 °C, but further work is necessary to explore whether these are truly meiotic cells that can complete meiosis and progress to later stages of spermatogenesis in vivo or in vitro.

Unraveling the genetic and epigenetic factors governing gametogenesis is crucial for understanding the causes of developmental or reproductive abnormalities. Though genomic analyses have characterized gene expression patterns and epigenetic modifications during germ cell development (Bleckwehl et al, 2021; Li et al, 2021; Alexander et al, 2023), the field has been hampered by the lack of high-throughput platforms for genomewide functional studies. Massively parallel CRISPR-based screens require large number of cells to accommodate libraries containing tens of thousands of sgRNAs. Previously, a screen of 199 epigenetic modifiers was performed using individual RNAi knockdowns under standard conditions, i.e., exposure of individual EBs to cytokines in 96-well plates (Mochizuki et al, 2018). By contrast, the 4TF-inducible system enabled *en masse* gene knockdowns using Petri dishes and sequencing-based screening of 701 “epigenetic” genes for key roles in PGC development. Our study not only identified epigenetic events influencing the generation and development of PGCs, but also to draw links between epigenetic modifications and environmental factors (such as medications and dietary supplements) that might influence gametogenesis and possibly fertility.

The 4TF-induction system bypasses the need for BMP4 and WNT3, enabling direct programming of EpiLCs into PGCLCs. Consequently, our CRISPRi screen likely did not query epigenetic regulators involved during the period of BMP signaling and the activation of germline-specific TFs. As mentioned earlier, an RNAi-based epigenetic screen was described that utilized a Blimp1 reporter for PGCLC identification. *Blimp1* expression is equivalent to ~E6.25, and they likely preferentially identified epigenetic genes that regulate the transition of epiblast cells to the PGC fate, as well as the repression of somatic networks. In contrast, our platform preferentially queried epigenetic factors that regulate PGC differentiation downstream of germline TF expression. Disruption of these factors holds the potential to impede or override the germline transcription network.

The dietary supplement SB is beneficial for intestinal homeostasis and energy metabolism by enhancing intestinal barrier function and mucosal immunity with its anti-inflammatory properties (Liu et al, 2018). However, the potential effects of maternal SB supplementation upon fetal development are poorly explored. VPA is a widely prescribed drug used to treat epilepsy, bipolar disorder, and migraines. There is an elevated risk of birth defects (such as cleft lip, heart, and neural tube defects) in children born to women taking VPA during pregnancy (Jentink et al, 2010), but possible impacts on germ cell development remain unknown. Our results raise the possibility that fetal exposure to HDAC inhibitors can affect germ cell development, manifesting as atrophic seminiferous tubules and hypospermatogenesis in adulthood. However, further studies are needed to elucidate the mechanisms (specific roles of HDAC isoforms and other NCOR2 co-repressors), developmental stages, and cell types (e.g., PGCs, SSCs) that are impacted by HDAC inhibitors to yield the observed phenotypes. Although the HDACi-treated PGCLC induction cultures indeed showed increased H3K27ac levels (Fig. EV3H,I), it remains to be seen if the in vivo exposure caused the spermatogenesis phenotypes strictly via this epigenetic mechanism.

Interestingly, the ovarian reserve was unaffected even though treatment occurred before sex determination. It is possible that compromised cells were preferentially lost in the process of fetal oocyte attrition, which normally eliminates up to 80% of oocytes (Kurilo, 1981; Baker, 1963). Alternatively, the molecular impacts of treatments may only manifest in prospermatogonia or SSCs. Although the recommended clinical doses of SB and VPA are lower than those utilized in our study, we cannot say if human fetuses are more or less sensitive to these drugs than mouse embryos with respect to germline development. Our findings contribute to an expanding body of evidence indicating that epigenetic factors and dietary choices can impact male fertility (Babakhanzadeh et al, 2020; Mann et al, 2020).

In mice, competence for germline specification distinguishes the formative state of pluripotency from the naive and primed states (Smith, 2017). Studies using Ck-, 3TF- and Nanog-induction systems have demonstrated that a formative state is essential for robust induction of a PGC-like state (Nakaki et al, 2013; Hayashi et al, 2011; Murakami et al, 2016). Induction of 3TF in naive ESC resulted in a unique phenotype characterized by intense activation of the Stella reporter without forming a PGC-like state. The transcriptomes of these Stella^+^ cells were close to those of ESCs, but not PGCLCs/PGCs (Nakaki et al, 2013). Since *Nanog* abundantly expressed in naive ESC, the above result also indicates that induction of 4TFs in naive ESCs fails to form PGCLCs. Given that both formative ESCs and EpiLCs respond directly to PGC specification, it was unclear whether exposure of formative ESCs to 4TF overexpression was compatible with efficient differentiation into PGCLCs. Recent advancements have identified four distinct sub-stages of formative pluripotent stem cells, exhibiting functional characteristics and WNT/β-catenin signaling modulation (Luo et al, 2023; Yu et al, 2021; Kinoshita et al, 2021; Wang et al, 2021). In our study, we cultivated formative ESCs using one of these protocols (Yu et al, 2021), and revealed that 4TFs can drive both formative ESCs and EpiLCs into PGCLCs. PGCLCs (Stella-eGFP^+^ cells) differentiated from formative ESCs exhibit similar further developmental potential with those from EpiLCs. Importantly, enables simplification of the PGCLC induction process, as formative ESCs can be stably maintained and would not require preliminary induction into the transient EpiLC-like state from naive ESCs.

Our CRISPRi screen identified 53 epigenetic candidates that compromised PGCLC formation, and those that most impaired PGCLC differentiation are normally upregulated in PGCLCs compared to naive ESCs and EpiLCs, including *Rai1*, *Smarcd2*, *Kdm5d*, *Jak2*, *Ss18l1*, and *Ncor2*. 

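The expression of the screened genes was compared between the mean of D2PGCLCs, D4PGCLCs and D6PGCLCs and each of ESCs and EpiLCs. Of the 53 genes under-represented in the screen, 52 passed the filter on low counts, and 15 of these (28.8%) were higher in PGCLCs than in both ESCs and EpiLCs, each with an adjusted p under 0.05. Among the other tested genes of the sgRNA library, 115 of 621 (18.5%) were. The odds ratio was 1.78, and the shares did not differ past 0.05 in a two-sided Fisher's exact test (p = 0.0973). Genes over-represented in the screen had an odds ratio of 0.785 in the same comparison (p = 0.599, Fisher's exact test). The paper's sentence is about the genes that most impaired differentiation, whereas the test took the under-represented genes as a whole. Among the first 20 of these by rank, 7 were higher in both comparisons, a share that was not tested. All 15 genes are among the 25 candidates of Fig. EV2C, and no other candidate of that figure was higher in both comparisons. *Ddb2*, one of the 25, was lower than in ESCs (log2 fold change -0.40, adjusted p = 0.029). *Kdm5d* (ENSMUSG00000056673, chromosome Y from 897788 to 956786) had a log2 fold change of 2.68 (standard error 0.21, adjusted p = 2.39e-09) relative to ESCs and 1.12 (standard error 0.18, adjusted p = 2.56e-05) relative to EpiLCs. *Jak2* had 0.54 (adjusted p = 0.00104) and 0.98 (adjusted p = 2.13e-06), and *Ss18l1* 0.83 (adjusted p = 0.00026) and 1.02 (adjusted p = 3.13e-05). For *Smarcd2* the log2 fold changes were 0.57 (adjusted p = 3.65e-07) and 0.68 (adjusted p = 3.18e-08). *Rai1* was higher than in ESCs (1.05, adjusted p = 1.86e-07) and did not differ detectably from EpiLCs (0.19, adjusted p = 0.119). *Kdm5d* was the only 1 of the 25 candidates with a log2 fold change above 1 in both comparisons.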

Knockdown of *Ncor2* was shown to inhibit the formation of BLIMP1^+^ PGCLCs, suggesting an important role in mediating histone deacetylation in germ cell lineage specification (Mochizuki et al, 2018). As a component of the nuclear receptor corepressor complex, *Ncor2* primarily contributes to gene repression through histone deacetylation. We confirmed *Ncor2*’s impact on PGCLC development using siRNA to transiently suppress *Ncor2*, which led to the depletion of ITGB3^+^/Stella-eGFP^+^ PGCLCs. These results suggest that *Ncor2* plays a crucial role in the suppression of transcriptional programs opposing the germline lineage fate. This gene suppression may be associated with the recruitment of Class I and Class IIa HDACs by the NCOR2 co-repressor complex. Previous work by Mochizuki et al demonstrated that BLIMP1-HDAC3-mediated somatic gene repression is vital for PGC fate determination. Additionally, they showed that *Ncor2* knockdown caused BLIMP1^*+*^ PGCLCs to have elevated expression of somatic lineage genes such as *Hoxb1*, *Hand1*, *Sox17*, and *Gata4* (Mochizuki et al, 2018). We did not identify individual Class I or Class IIa HDACs in our screen, leading us to speculate that *Ncor2* inhibits somatic lineage development by interacting with Class I and Class IIa HDACs, and that there is redundancy amongst various HDACs.

The transcriptomes of Stella-eGFP^+^ and Stella-eGFP^-^ cells following HDACi treatment fell into distinct clusters, supporting Stella as a reliable marker for mouse PGC development. Indeed, downregulated genes in Stella-eGFP^-^ cells (vs. Stella-eGFP^+^) contained those related to reproduction, suggesting a suppression of cell fate. GSVA on reproductive pathways also indicated loss of germline fate even in the HDACi-treated Stella-eGFP^+^ PGCLCs, as indicated by relative depletion of PGC-associated transcripts such as *Nanos3* and *Dazl*. Interestingly, unperturbed Stella-eGFP^+^ PGCLCs expressed several meiosis-related genes, and these meiotic genes were downregulated in the HDACi-treated cells. Even though there was no indication that the differentiated cells were differentiating into meiocytes, the PGCLCs may be partially inducing a meiotic transcriptional program that HDACi treatment disrupts. Additionally, HDACi-treated Stella-eGFP^+^ PGCLCs exhibited upregulation of pathways associated with mesoderm development, and there was significant upregulation of GO terms related to somatic lineage development in Stella-eGFP^-^ cells. In mice, the induction *Prdm1* and *Prdm14* is crucial for driving PGC fate by suppressing mesoderm lineage genes (Saitou et al, 2002).

The coordinated regulation of BMP and WNT/β-Catenin signaling is pivotal for the specification of mouse PGCs from the proximal epiblast (Saitou and Hayashi, 2021). However, signaling through WNT/β-Catenin alone is insufficient for germline commitment. While the activation of WNT/β-Catenin does enhance the expression of T, it simultaneously triggers numerous mesoderm transcriptional regulators such as *Sp5*, *Hoxa1*, *Hoxb1*, *Nkx1-2*, *Msx2*, and *Rreb1* (Aramaki et al, 2013). The exposure to BMP4 of cells in the proximal epiblast suppresses these mesoderm factors, creating an optimal environment for T to activate *Prdm1* and *Prdm14*, initiating the emergence of PGCs. In HDACi-treated Stella-eGFP^-^ cells, we noted upregulation of these mesoderm regulators, but downregulation of *Ifitm3*, which is activated in PGCs by WNT3A and BMP4 signaling (Hayashi et al, 2007). This suggests suppression of germline fate in the presence of elevated signaling from other lineage differentiation factors. These findings support the idea that exposure to HDACi can negatively impact germline development.

Besides *Ncor2*, our screen identified several other candidate epigenetic regulators of PGC development. These include BLIMP1, which suppresses somatic gene expression (Ohinata et al, 2005), and TLE1, which interacts with the BLIMP1 repression domain to function as a co-repressor complex in B cells (Yu et al, 2000). Loss of *Tle1* is linked with elevated acetylation levels and gene activation (Ali et al, 2010), suggesting a role analogous to *Ncor2* in suppressing somatic gene expression in the germline. Other hits included Janus kinase 2 (JAK2), the absence of which causes a loss of gonadal PGCs in chicken (Zhang et al, 2017), and BMI1, an element of the Polycomb repressive complex 1 (PRC1) that is vital for the preservation of spermatogonial stem cells (Komai et al, 2014). However, its significance in prenatal germ cells has not been elucidated. Focused studies of these and other genes identified in the screen will be needed to validate and understand their roles.

This scalable and efficient 4TF-induction system offers a valuable tool to conduct unbiased genetic screens impacting PGCLC formation. Besides CRISPRi as described here, this platform enables other CRISPR-based perturbation screens, including knockouts, upregulation via CRISPR activation (CRISPRa), combinatorial disruptions, and single-cell transcriptomics as a phenotypic readout (Chavez et al, 2015; Dixit et al, 2016). Furthermore, a useful aspect of the 4TF system is that the derived PGCLCs persisted for prolonged periods in culture, enabling various studies involving, for example, large amounts of material for biochemical analyses, genetic manipulations initiated after cells reach this advanced stage, responses to drug or biologic exposures, or as a starting point for exploring further differentiation. Finally, considering that genetic causes underlie ~50% of human infertility (Ding and Schimenti, 2021), parallelized screening of genetic variants, particularly rare or minor alleles that are classified as variants of uncertain significance (VUS), is another potential application. Functionally interpreting the VUS within genes that are essential for gametogenesis, along with achieving a comprehensive understanding of epigenetic networks, are important for genetic counseling, clinical applications, and potentially gene correction therapies for individuals to produce viable gametes in vitro *or* in vivo (Ding and Schimenti, 2021; Ding et al, 2023; Ding and Schimenti, 2023).

## Methods

**Table:** Reagent and tools table

Reagent/resource	Reference or source	Identifier or Cat#
**Experimental models**		
C57BL/6J-Kit^Wv^/J	The Jackson Laboratory	#000049
WB/ReJ Kit^W^/J	The Jackson Laboratory	#000692
B6(Cg)-Tyr^c-2J^/J	The Jackson Laboratory	#000058
C57BL/6 J	The Jackson Laboratory	#000664
HEK293T	ATCC	CRL-3216
Stella-eGFP ESC	Prof. M. Azim Surani	N/A
**Oligonucleotides and sequence-based reagents**		
Primers	Experiment	Sequence (5’ to 3’)
rtTA geno F	Genotyping	ATGTCTAGACTGGACAAGAGC
rtTA geno R	Genotyping	CAGAAAGTCTTGCCATGAC
Tfap2c geno F	Genotyping	GTGAAAGTCGAGCTCGGTACCC
Tfap2c geno R	Genotyping	CCAGATGCGAGTAATGGTCGG
Common F	Genotyping	CTCCTGGGCAACGTGCTG
Prdm1 geno R	Genotyping	CCAGTCTCTGCCAGTCCTTG
Prdm14 geno R	Genotyping	GTGGTGGCGAGGTTCCTAA
Nanog geno R	Genotyping	CATCTTCTGCTTCCTGGCAAGGA
H11 outside R	Genotyping	ctacactcctcccacccagttg
H11 inside F	Genotyping	CCTCCCCCTGAACCTGAAACAT
Prdm1 pF	Build the vectors	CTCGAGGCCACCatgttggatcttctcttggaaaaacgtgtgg
Prdm1 pR	Build the vectors	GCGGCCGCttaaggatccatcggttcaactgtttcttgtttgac
Prdm14 pF	Build the vectors	CTCGAGGCCACCatggccttaccgc
Prdm14 pR	Build the vectors	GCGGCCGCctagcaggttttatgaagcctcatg
Snrpn F	Bisulfite sequencing	TATGTAATATGATATAGTTTAGAAATTAG
Snrpn R	Bisulfite sequencing	AATAAACCCAAATCTAAAATATTTTAATC
Snrpn nest F	Bisulfite sequencing	AATTTGTGTGATGTTTGTAATTATTTGG
Snrpn nest R	Bisulfite sequencing	ATAAAATACACTTTCACTACTAAAATCC
H19 F	Bisulfite sequencing	GAGTATTTAGGAGGTATAAGAATT
H19 R	Bisulfite sequencing	ATCAAAAACTAACATAAACCCCT
H19 nest F	Bisulfite sequencing	GTAAGGAGATTATGTTTATTTTTGG
H19 nest R	Bisulfite sequencing	CCTCATTAATCCCATAACTAT
Dnmt3a qF	qPCR	GACTCGCGTGCAATAACCTTAG
Dnmt3a qR	qPCR	GGTCACTTTCCCTCACTCTGG
Dnmt3b qF	qPCR	CTCGCAAGGTGTGGGCTTTTGTAAC
Dnmt3b qR	qPCR	CTGGGCATCTGTCATCTTTGCACC
Ncor2 qF	qPCR	GATGACCCCATGAAGGTCTACA
Ncor2 qR	qPCR	GGCCAAAGTTCTTAGGGTGCT
Gapdh qF	qPCR	CTTTGTCAAGCTCATTTCCTGG
Gapdh qR	qPCR	TCTTGCTCAGTGTCCTTGC
Miseq_Adaptor F	MiSeq	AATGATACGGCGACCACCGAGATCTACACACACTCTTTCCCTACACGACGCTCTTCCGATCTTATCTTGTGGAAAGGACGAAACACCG
Miseq_Adaptor R	MiSeq	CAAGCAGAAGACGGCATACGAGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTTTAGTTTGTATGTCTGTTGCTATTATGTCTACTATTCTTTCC
seqRead Miseq	MiSeq	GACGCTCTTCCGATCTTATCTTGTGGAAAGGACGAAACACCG
CRISPRi F	CRISPRi cloning	AGGCACTTGCTCGTACGACG
CRISPRi R	CRISPRi cloning	TTAAGGTGCCGGGCCCACAT
dCAS9 F	dCas9-KRAB expressing	CAAGGTGCTGGGCAACACCGA
dCAS9 R	dCas9-KRAB expressing	TCGTCCACCTTGGCCATCTCG
Nanog RT F	Reverse transcription PCR	ACCTGAGCTATAAGCAGGTTAAGAC
Prdm1 RT F	Reverse transcription PCR	gtgacctccatggtggagaag
Prdm14 RT F	Reverse transcription PCR	ggagagaagcccttcaagtgc
bGH pA R	Reverse transcription PCR	GGGGGAGGGGCAAACAACA
Tfap2c RT F	Reverse transcription PCR	GGGGACGGAATGAGATGGC
WPRE R	Reverse transcription PCR	AAGGCATTAAAGCAGCGTATCC
rtTAM2 F	Reverse transcription PCR	ATGTCTAGACTGGACAAGAGC
rtTAM2 R	Reverse transcription PCR	CAGAAAGTCTTGCCATGAC
**Antibodies**		
DDX4 (Rb)	Abcam	ab13840
DDX4 (Ms)	Abcam	ab27591
PLZF (Ms)	Active motif	39987
GCNA (Rat)	Abcam	ab82527
DAZL (Rb)	ThermoFisher	PA5-116570
NANOS3 (Rb)	Abcam	ab70001
STRA8 (Rb)	Abcam	ab49602
SOX9 (Rb)	Millipore	AB5535
ZO1 (Rb)	ThermoFisher	40-2200
E-Cadherin (Ms)	TaKaRa	M108
SSEA1 (Ms)	Millipore	MAB4301
SOX2 (Ms)	ThermoFisher	MA1-014
H3K9me3 (Rb)	Upstate	07-442
H3K27me3 (Rb)	EPIGENTEK	A-4039-025
Goat anti-Mouse-488	Invitrogen	A11001
Goat anti-Rabbit-594	Invitrogen	A11012
Goat anti-Rat-594	Invitrogen	A11007
Beta-actin (Ms)	Sigma	1978
CAS9 (Ms)	Abcam	ab191468
H3K27ac (Rb)	Abcam	ab4729
H3 (Rb)	Abcam	ab1791
Goat anti-Mouse IgG, HRP	ThermoFisher	31430
Anti-rabbit IgG, HRP	Cell signaling	7074S
PE (Phycoerythrin) mouse/rat anti-CD61	Invitrogen	12-0611-82
Alexa Fluor® 647 mouse/human anti-SSEA1	Biolegend	125608
**Recombinant DNA**		
pPBhCMV1-Prdm1-pA	This study	N/A
pPBhCMV1-Prdm14-pA	This study	N/A
pPBhCMV1-Nanog-pA	Prof. M. Azim Surani	N/A
PCR4-Shh::lacZ-H11	Addgene	#139098
pPyCAG-Pbase	Prof. M. Azim Surani	N/A
pPB-CAG-rtTA-IN	Addgene	#60612
pSpCas9(BB)-2A-PuroR	Addgene	#62988
psPAX2	Addgene	#12260
pMD2.G	Addgene	#12259
pLV-tetO-Tfap2c	Addgene	#70269
pLX_311-KRAB-dCas9	Addgene	#96918
pGEM-T Easy vector	Promega	A1360
pXPR_050	Addgene	#96925
**Chemicals and other reagents**		
TransIT^®^-LT1 Transfection Reagent	Mirus Bio^TM^	MIR2304
Geneticin™	Life Technologies	10131035
Zeocin^®^	InvivoGen	ant-zn-05
LIF	Peprotech	300-05
PD0325901	Reprocell	04-0006-02
CHIR99021	Reprocell	04-0004-02
poly-L-ornithine	Sigma-Aldrich	P3655
laminin	Corning	354232
bovine plasma fibronectin	Sigma-Aldrich	F1141
Activin A	Peprotech	120-14E
bFGF	Gibco	13256-029
KSR	ThermoFisher	10828010
Dox	Sigma	D9891
Propidium iodide	Invitrogen	P3566
Goat serum	Sigma	NS02L
GDNF	PeproTech	450-44
Insulin-Transferrin-Selenium	ThermoFisher Scientific	41400045
MEMα	ThermoFisher Scientific	12571063
DeadEnd™ Fluorometric TUNEL System	Promega	G3250
Vector Red Alkaline Phosphatase Substrate Kit	Vector Laboratories	SK-5100
β-Galactosidase Staining Kit	Cell Signaling Technology	#9860
Vectashield antifade mounting medium	Vector	H-1000
EZ DNA methylation-lightning kits	ZYMO Research	D5030
E.Z.N.A.^®^ Total RNA Kit I	Omega BIO-TEK	R6834
TRIzol^®^ reagent	ThermoFisher Scientific	15596018
qScript^TM^ cDNA SuperMix kit	Quantabio	95048
RT² SYBR^®^ Green qPCR Mastermixes	Qiagen	33050
T7 ligase	NEB	M0318S
Bsmb1	NEB	R0580
Stbl4 competent cells	Invitrogen	11635018
Blasticidin	Gibco	A1113903
Puromycin	Gibco	A1113803
Genomic DNA Purification Kit	Thermo Scientific	K0722
Q5 High-Fidelity DNA Polymerase	NEB	M0491L
Gel Extraction Kit	Qiagen	28704
control siNT	Dharmacon	D-001810-10-05
siNcor2	Dharmacon	L-045364-00-0005
jetPRIME transfection reagent	Polyplus	101000046
Sodium butyrate	Sigma	B5887
valproic acid	Sigma	P4543
protease inhibitors	Sigma	04693159001
RIPA buffer	ThermoFisher Scientific	89900
Phosphatase inhibitors	Sigma	4906845001
BCA Protein Assay Kit	Pierce	23250
Gradient polyacrylamide gel	Bio-Rad	4561083EDU
PVDF membrane	Millipore	IPVH00010
HRR substrate	Millipore	WBLUC0500
NEBNext Ultra II Directional RNA Library Prep Kit	NEB	E7765
**Software**		
Epifactors	https://epifactors.autosome.org/	
GPP sgRNA Design tool	https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design	
ScreenProcessing Tools	https://github.com/mhorlbeck/ScreenProcessing	
MAGeCK, MAGeCK-VISPR, and MAGeCKFlute Tools	https://github.com/WubingZhang/MAGeCKFlute	
DESeq2	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
SARTools	https://github.com/PF2-pasteur-fr/SARTools	
RRHO2	https://github.com/RRHO2/RRHO2	
GSVA	https://alexslemonade.github.io/refinebio-examples/	
GSEA	https://www.gsea-msigdb.org/gsea/index.jsp	
iDEP 1.1	https://bioinformatics.sdstate.edu/idep11/	
g:Profiler	https://biit.cs.ut.ee/gprofiler/gost	
ShinyGo 0.80	http://bioinformatics.sdstate.edu/go80/	
ggplot2	https://ggplot2.tidyverse.org	
STRING 12.0	https://string-db.org	
FlowJo	https://www.flowjo.com	
BioRender	www.biorender.com	
Cytoscape	https://cytoscape.org	
EnrichmentMap	https://apps.cytoscape.org/apps/enrichmentmap	

### Mice and cell lines

All animal usage was approved by Cornell University’s Institutional Animal Care and Use Committee, under protocol 2004-0038 to J.C.S. Four- to 8-day-old Kit^W/Wv^ male mice generated by crossing C57BL/6J-Kit^Wv^/J and WB/ReJ Kit^W^/J were used in this study. C57BL/6J-Kit^Wv^/J (#000049), WB/ReJ Kit^W^/J (#000692), B6(Cg)-Tyr^c-2J^/J (#000058) and C57BL/6J (#000664) mice were purchased from The Jackson Laboratory. The Stella-eGFP transgenic ESC line (Stella-eGFP ESCs) with Stella flanking sequences coupled to eGFP as the reporter was kindly provided by Prof. M. Azim Surani (Payer et al, 2006).

### Vectors

To construct pPBhCMV1-Prdm1-pA and pPBhCMV1-Prdm14-pA, mouse *Prdm1* and *Prdm14* coding sequences were cloned into pPBhCMV1-Nanog-pA (a gift from M. Azim Surani) by PCR flanked with *Xho*I and *Not*I restriction sites. To construct targeting vectors containing enhancer-reporter transgenes, PCR-amplified sequences of mouse *Prdm1* and *Prdm14* enhancers (Murakami et al, 2016) bearing terminal *Not*I restriction sites were cloned into PCR4-*Shh::lacZ*-H11 (Addgene, #139098). Plasmid clones were validated by Sanger sequencing. pPyCAG-Pbase and pPB-CAG-rtTA-IN (Addgene, #60612) were kindly provided by M. Azim Surani. pSpCas9(BB)-2A-PuroR (px459) V2.0 (Addgene, #62988), psPAX2 (Addgene, #12260), pMD2.G (Addgene, #12259), pLV-tetO-Tfap2c (Addgene, #70269), pLX_311-KRAB-dCas9 (Addgene, #96918) and pXPR_050 (Addgene, #96925) were obtained from Addgene. Primer sequences are listed in the “Reagents and tools table”.

### Microinjection for chimera production

The ESCs were microinjected to B6(Cg)-Tyr^c-2J^/J blastocysts by standard methods in Cornell’s Transgenic Core Facility (Luo et al, 2014).

### Derivation of genetically modified ESC clones

A *piggyBac* transposon expression system was used to stably integrate single copies of various vectors that were doxycycline (Tet) inducible. To establish the Tet-on expression system, pPBhCMV1-Prdm1-pA, pPBhCMV1-Prdm14-pA, and pPBhCMV1-Nanog-pA vectors were transfected using TransIT®-LT1 Transfection Reagent (Mirus Bio^TM^, MIR2304) into ESCs together with pPBCAG-rtTA and pPyCAG-PBase vectors. After 1 week of Geneticin™ (80 μg/ml; Life Technologies, 10131035) selection (all vectors except pPyCAG-PBase contain neomycin resistance genes), clones containing desired inserts were identified. Cells infected with pLV-tetO-Tfap2c lentivirus (described below) were selected by Zeocin^®^ (InvivoGen, ant-zn-05) to identify transformants.

To construct ESC lines containing enhancer-reporters, the targeting vector PCR4-*Shh::lacZ*-H11 and H11 gRNA-expression plasmid px459 were transfected into cells bearing Tet-inducible *Nanog* alone. After puromycin selection for 48 h, single colonies were expanded, and correctly targeted clones were identified using primers listed in the “Reagents and tools table”.

### ESC, iPSC culture, and PGCLC induction

Mouse ESCs were maintained on γ-irradiated feeder MEFs (mouse embryonic fibroblast cells) in DMEM containing 15% FBS, penicillin–streptomycin, NEAA, β-mercaptoethanol, 1000 U/ml LIF (Peprotech, 300-05). Naive ESCs were cultured in 2i+ LIF medium containing 1×N2B27, 1 μM PD0325901 (Reprocell, 04-0006-02), 3 μM CHIR99021 (Reprocell, 04-0004-02), and 1000 U/ml LIF on wells coated with 0.01% poly-L-ornithine (Sigma-Aldrich, P3655) and 10 ng/ml laminin (Corning, 354232).

For the formative state conversion, naive ESCs and iPSCs were dissociated into single cells and plated on MEFs plate in 2i +LIF medium. Follow the protocol described previously (Yu et al, 2021), the next day, medium was changed to formative medium (N2B27 medium containing 10 ng/ml bFGF, 10 ng/ml Activin A and 3 μM CHIR99021) for further culture. It usually takes about 2–4 passages for full conversion. Formative ESCs and iPSCs were maintained in formative medium.

For PGCLC induction, EpiLCs were induced from naive ESCs as described (Hayashi and Saitou, 2013), with details as follows:

- Before EpiLC differentiation, coat a 12-well plate with plasma fibronectin (Sigma-Aldrich, F1141) as follows: dilute 10 μL of fibronectin with 600 μL of PBS to obtain a 16.6 μL/mL fibronectin solution, pipette the solution into one well of a 12-well plate, incubate for at least 1 h in a tissue culture incubator, and then aspirate the fibronectin solution just before plating the cells.
- To passage cells, aspirate medium, wash the cells once with PBS, and add 1 mL of Trypsin/EDTA. Incubate the plate for 3 min at 37 °C.
- Inactivate Trypsin by adding 1 mL of MEF medium, then and pipette up and down with a P1000 pipettor to dissociate the colonies into single cells.
- Pellet the cell suspension in a 15 mL Falcon tube at 220× *g* for 3 min and remove the supernatant.
- Resuspend the cells with EpiLC medium (N2B27 medium containing 20 ng/mL Activin A (Peprotech, 120-14E), 12 ng/mL bFGF (Gibco, 13256-029), and 1% knockout serum replacement (KSR, ThermoFisher, 10828010).
- Transfer 1 × 10^5^ cells to the fibronectin-coated 12-well plate.
- Replace EpiLC medium the next day.
- A total of 48 h after plating, dissociate the EpiLCs and count the cells.
- For standard PGCLC differentiation, mix thoroughly 2 × 10^5^ cells with 10 mL Gk15 medium (GMEM with 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM β-mercaptoethanol, penicillin–streptomycin, and 2 mM L-glutamine) and 2 μg/mL Dox in a reservoir. Using a multichannel pipet, transfer 100 μL of the cell suspension in each well of the U-bottom 96-well plate (ThermoFisher Scientific, 268200). Gently pipet up and down in the reservoir between each transfer. To scale up PGCLC differentiation, transfer 8 × 10^4^ cells in 1 mL Gk15 medium with Dox in each well of an untreated 12-well plate (ThermoFisher Scientific, 150200). Alternatively, transfer 1 × 10^6^ cells in 8 mL Gk15 medium with Dox into a sterile, non-tissue culture-treated bacteriological 100-mm Petri dish.
- To induce PGCLCs from formative ESCs, after removing the feeder cells, 2 × 10^3^ cells per well were seeded in the U-bottom 96-well plate. Alternatively, 8 × 10^4^ cells per well were seeded in an untreated 12-well plate, or 1 × 10^6^ cells were seeded into a 100-mm Petri dish in GK15 medium. To sustain the PGCLCs, day 6 EBs in a 12-well plate were dissociated into single cells, and 8 × 10^4^ cells per well were seeded in an untreated 12-well plate. The cells were passaged every 4 days. Transgenes were induced by the addition of 2 μg/ml Dox at day 0 of PGCLC induction.

### Flow cytometry

To flow sort PGCLCs, single-cell suspensions were stained with 1 μg/ml propidium iodide (PI, Invitrogen, P3566) and filtered through a 70-μm cell strainer. eGFP^+^ cells were sorted using a BD FACSMelody 4-Way Sorter. To analyze the PGCLCs, suspended cells were washed with PBS and fixed in 70% ethanol. For staining, cells were washed in MACS buffer (1×PBS, 0.5%BSA, and 2 mM EDTA) and blocked with 5% goat serum (Sigma, NS02L) in MACS buffer at 4 °C for 1 h. Cells were then stained with PE (Phycoerythrin) mouse/rat anti-CD61 and Alexa Fluor® 647 mouse/human anti-SSEA1 antibodies (reagents and tools table) at 4 °C for 1 h. Cells were then washed in MACS buffer twice and filtered through a 35-μm cell strainer (Falcon, 352235). The stained cells were analyzed using a BD FACSymphony A3 cytometer. FACS data were analyzed using FlowJo^TM^ v10.4 or the flowCore package in R.

### Cell aggregate cultures for further differentiation

Sorted D6PGCLCs were mixed with dissociated neonatal testicular cells from Kit^W/Wv^ mice with 10:1 ratio and co-cultured for 2 days in a U-bottom 96-well using GK15 medium. The aggregates were subsequently transferred to a trans-well plate in N2B27 medium containing 20 ng/ml bFGF, 40 ng/ml GDNF (PeproTech, 450-44), 1000 U/ml LIF, 1× Insulin-Transferrin-Selenium (ThermoFisher Scientific, 41400045) and 15% KSR for an additional 2 weeks. The aggregates were cultured at 37 °C in a 5% CO_2_-95% air atmosphere. Two weeks later, the aggregates were cultured on agarose gel stand in MEMα (Minimum Essential Medium α; ThermoFisher Scientific, 12571063) containing 15% KSR for an additional week, as described previously (Sato et al, 2011). The aggregates in this stage were cultured at 34 °C in a 5% CO_2_–95% air atmosphere.

### Cell staining

ALP staining was performed using the Vector Red Alkaline Phosphatase Substrate Kit (Vector Laboratories, Burlingame, CA, USA) according to the manufacturer’s directions. *LacZ* staining was performed using the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology, #9860) according to the manufacturer’s directions. For TUNEL staining, sections were deparaffinized and performed TUNEL staining using the DeadEnd™ Fluorometric TUNEL System (Promega; G3250) following the manufacturer’s instructions.

For cell IF staining, the cells growing on cover slides were washed with PBS, fixed in 4% paraformaldehyde (PFA) for 10 min at RT, washed twice with PBS. For section IF staining, cell aggregates were fixed in 4% PFA and embedded in paraffin. The 6 μm sections were deparaffinized and performed antigen retrieval using sodium citrate buffer. The slides were incubated for 10 min at 37 °C in blocking buffer (PBS containing 10% normal goat serum). Then, they were incubated overnight in a humidified chamber at 4 °C with the antibodies listed in the “Reagents and tools table”. After washing twice with PBS, the slides were incubated at 37 °C for 30 min with a 1:500 dilution of secondary antibodies (reagents and tools table), then incubated at 37 °C for 5 min with 500 ng/mL of DAPI and mounted using Vectashield antifade mounting medium (Vector, H-1000).

### Bisulfite sequencing

Methylation patterns in the differentially methylated domains (DMDs) of the paternally imprinted gene *H19* and maternally imprinted gene *Snrpn* were determined using bisulfite genomic sequencing as previously described (Zhou et al, 2016). Genomic DNA was isolated and bisulfite treatment was conducted with an EZ DNA methylation-lightning kits (ZYMO Research, D5030) according to the manufacturer’s protocol. Bisulfate-converted DNA was subjected to PCR amplification of the *H19* and *Snrpn* DMDs. The primer sequences and PCR conditions for amplification are previously described and listed in the “Reagents and tools table” (Zhou et al, 2016). PCR products were sub-cloned into the pGEM-T Easy vector (Promega, A1360) and sequenced. Sequences were determined and analyzed using BiQ Analyzer software (Bock et al, 2005).

### Reverse transcription and qRT-PCR

Total RNA extraction from cells was performed by E.Z.N.A.^®^ Total RNA Kit I (Omega BIO-TEK) according to the manufacturer’s instructions or extracted with TRIzol^®^ reagent (ThermoFisher Scientific, 15596018). Reverse transcription was performed using a qScript^TM^ cDNA SuperMix kit (Quantabio, 95048). qRT-PCR was performed with a C1000 Touch™ Thermal Cycler (Bio-Rad) amplification system using RT² SYBR^®^ Green qPCR Mastermixes (Qiagen) and primer sets specific for each gene (“Reagents and tools table”). The relative levels of transcripts were calculated using the 2^-ΔΔC^_T_ method, and gene expression levels were normalized to *Gapdh*.

### CRISPRi library design and gRNA cloning

Seven hundred and one epigenetic factors were selected from Epifactors, and 10 unique sgRNAs were designed for each gene using the GPP sgRNA Design tool. The CRISPRi library sgRNA oligos with *Bsm*b1 overhangs were synthesized by GenScript (Piscataway, NJ) and cloned into the lentiviral vector *pXPR_050* by Golden Gate cloning following published protocols (Read et al, 2017). Briefly, oligo pools were PCR-amplified using primers listed in the “Reagents and tools table”. *pXPR_050* plasmids were digested using the Bsmb1 restriction enzyme (NEB, R0580). The synthesized double-strand oligo pools and digested *pXPR_050* plasmids were ligated using T7 ligase (NEB, M0318S). The *pXPR_050* plasmids were then transformed into Stbl4 competent cells (Invitrogen, 11635018). The transformed bacteria were then plated on LB plates with ampicillin resistance and grown for 24 h at 30 °C. To ensure high coverage of the CRISPRi library, bacterial colonies over 100× of the CRISPRi oligo library (~ 800,000) were collected and grown in SOC medium (Sigma, S1797). Plasmid DNA was isolated using a midi-prep kit (Invitrogen, K210005). The integrity of the CRISPRi library was validated by Illumina Miseq through Cornell Genomics Facility (detailed library preparation steps are presented below in “Library validation and CRISPRi dropout screening”).

For CRISPR-assisted insertion of PCR4-*Shh::lacZ*-H11 vector into the H11 locus, we used a gRNA that was previously designed for this purpose (Kvon *I*^2020^). Synthesized oligonucleotides were annealed and cloned into px459 vector. The sequences of primers are listed in the “Reagents and tools table”.

### Lentiviral packaging and transduction

Lentiviral particles were produced by transfecting HEK293T cells with the following plasmids and amounts: 2.5 μg pMD2.G, 7.5 μg psPAX2, and 10 μg vectors (for *pLX_311* lentiviral expression of *dCas9-KRAB*, the entire constructed *pXPR_050* CRISPRi sgRNA expression library, and pLV-tetO-Tfap2c) using TransIT-LT1 (Mirus, MIR2305). HEK293T culture media was collected at both 48 and 72 h post transfection and concentrated using Amicon Ultra-15 columns (Millipore, UFC903024). ESCs were first transduced with lentiviral packaged *pLX_311* and selected with Blasticidin (Gibco, A1113903) to generate stable *dCas9-KRAB* expressing cell lines, which were validated by PCR (reagents and tools table) and Western blotting as described below. Approximately 1.6 × 10^7^ ESCs with stable *dCas9-KRAB* expression were then transduced with the *pXPR_050* CRISPRi sgRNA expression library at a multiplicity of infection of 0.3 to ensure at least 500× coverage of the library. The cells were selected in puromycin (Gibco, A1113803) (1.2 mg/ml) for 2 days. All cells were infected with lentivirus for 48 h.

### Library validation and CRISPRi dropout screening

Genomic DNAs from cells carrying CRISPRi sgRNA library were extracted using a Genomic DNA Purification Kit (Thermo Scientific, K0722). To recover sgRNA sequences, both CRISPRi plasmid pools and genomic DNAs were PCR-amplified with Miseq_Adaptor primers (reagents and tools table) using Q5 High-Fidelity DNA Polymerase (NEB, M0491L). PCR samples were purified from 2% agarose gels using a Gel Extraction Kit (Qiagen, 28704), then sequenced on an Illumina Miseq (Cornell Genomics Facility) using the seqRead_Miseq primer (“Reagents and tools table”). To validate the integrity of the CRISPRi library, the raw counts were mapped to the original CRISPRi library using ScreenProcessing Tools (Liu et al, 2021). To identify CRISPRi dropout candidates, sgRNA representations from ESCs, *Stella-eGFP*^*+*^, and *Stella-eGFP*^*-*^ cells were analyzed using MAGeCK, MAGeCK-VISPR, and MAGeCKFlute Tools (Wang et al, 2019).

### Knockdown and drug treatment during PGCLC induction

Twenty-four hours before PGCLC induction, EpiLCs were transfected with control siNT (ON-TARGETplus Non-targeting Control siRNA, Dharmacon, D-001810-10-05) and siNcor2 (ON-TARGETplus siRNA SMARTPool, Dharmacon, L-045364-00-0005) short dsRNA molecules using jetPRIME transfection reagent (Polyplus, 101000046) at a final concentration of 50 nM. EpiLCs were then differentiated into PGCLCs over 6 days. Knockdown efficiencies were measured at day 2. Sodium butyrate (Sigma; B5887) and valproic acid (Sigma, P4543) were dissolved in water at stock concentrations of 100 mg/ml and 1 M, respectively. To treat cells, dilutions were added to the PGCLC culture media at the start of PGCLC induction. Cells were collected 2, 4, or 6 days later. To prepare the cells for RNA-seq, the EBs were treated with 0.05 mg/ml SB or 0.5 mM VPA.

### Western blotting

Cells were lysed and homogenized using RIPA buffer (ThermoFisher Scientific, 89900) with protease inhibitors (Sigma, 04693159001) and phosphatase inhibitors (Sigma, 4906845001). The samples were centrifuged at 13,000 rpm ( ~ 15,000 G), and supernatants were used for western blot analysis. The protein concentrations were measured using a BCA Protein Assay Kit (Pierce, 23250). Samples were run through a gradient polyacrylamide gel (Bio-Rad, 4561083EDU) and transferred to PVDF membranes (Millipore, IPVH00010). Membranes were blocked by 5% nonfat milk for 1 h. The antibodies used for western blotting were listed in the “Reagents and tools table”. The HRR substrate (Millipore, WBLUC0500) and ChemiDoc Imaging System (Bio-Rad) were used for protein visualization.

### Mouse treatment and reproductive phenotyping

For administration of drugs during pregnancy, E0.5 is the morning in which a vaginal plug was detected. Pregnant females (*N *= 5 for each group) received daily injections of water, SB (600 mg/kg and 800 mg/kg), or VPA (300 mg/kg) from E5.5 to E11.5. Histology analysis, sperm and follicle counts were performed as described previously (Ding et al, 2020, 2023). To prepare the paraffin blocks, tissues were fixed overnight in Bouin’s solution or 4% PFA at room temperature and were embedded by the Histology Lab at Cornell University. Paraffin sections at 6μm thick were deparaffinized and stained with hematoxylin and eosin. One cauda epididymis per male was used for sperm counting. To quantify follicle number, the ovary block was serially sectioned and stained by H&E. Every fifth section was scored for follicles at various stages.

### RNA-seq and data analysis

Total RNAs were purified from cells using TRIzol^®^ reagent (Invitrogen, 15596018). Purified RNAs were used for Illumina RNA-seq library preparation with NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7765), and a minimum of 20 million raw reads were obtained. The raw counts were then aligned to mouse mm10 genome with ENSEMBL gene annotations. Differential analysis of RNA-seq data was done using the R package DESeq2. RRHO2 analysis was also performed using an R package (Cahill et al, 2018). k-Means clustering analysis was performed using iDEP 1.12 (Ge et al, 2018). GSEA was performed to explore enriched pathways and interpret RNA-seq data using predefined gene sets from the Molecular Signatures Database (v.7.1) in R packages (Subramanian et al, 2005). GSVA was carried out using the GSVA package in R (Hänzelmann et al, 2013). Gene sets enriched in the GSEA were organized into a graphical network produced using EnrichmentMap (Merico et al, 2010) plugins in Cytoscape (v.3.10.1) (Shannon et al, 2003), as described previously (Reimand et al, 2019). The online STRING database (version 12.0) was used for the generation of protein interaction (Szklarczyk et al, 2023). The upregulated DEGs (log2FC > 2, *P* < 0.05 and count > 250) from PGCLCs on days 2, 4, and 6 compared to ESC were integrated for the network analysis.

### Accession numbers of publicly available datasets from other depositors

The RNA-seq data of ESCs/EpiLCs/Ck_D2/4/6PGCLCs (GSE67259) and in vivo germ cells (GSE74094 and GSE87644) were downloaded from the GEO database. The ESCs/EpiLCs/3TF_D2/4PGCLCs microarray dataset is accession # GSE43775. The GEO number for RNA-seq data of formative ESCs is GSE135989. The GEO number for the microarray dataset of ESCs/Nanog_D4PGCLC/Ck_D4PGCLC is GSE71933. The GEO number for RNA-seq datasets of 6, 12, 24, and 48 h EpiLCs is GSE256381.

### Image processing and data statistics

Fluorescent images were captured by an Olympus XM10 camera. Bright-field images were captured by the Olympus SC30 camera. Cropping, color, and contrast adjustments were made with Adobe Photoshop CC 2024, using identical background adjustments for all images. Fluorescence intensity was measured by ImageJ. All data were expressed as mean ± SEM. Statistical tests were carried out using a paired Student’s *t* test or one-way analysis of variance (ANOVA) followed by the Tukey’s post hoc test with R. Graph generation was performed using R. The schematic diagrams were created using BioRender.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The RNA-seq datasets produced in this study in Gene Expression Omnibus: GSE256104, GSE259289, GSE259290. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00633-z.

# Supplementary material for: A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers
**Source:** EMBO Rep. 2025 Nov 13;26(23):6044–78. doi: 10.1038/s44319-025-00633-z
**Supplement:** Supplementary file 1 — Appendix

## Appendix for “A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers”

### Table of Contents

|                                                                                                                                                        |    |
|--------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1. Reprogramming properties of 4TF-induced PGCLCs .....                                                                               | 2  |
| Appendix Figure S2. FACS gating strategy for the isolation of PGCLCs (Stella-GFP+) from EBs.....                                                       | 3  |
| Appendix Figure S3. Neurodevelopment pathways suppressed in 4TF-induced PGCLCs.....                                                                    | 4  |
| Appendix Figure S4. Heatmaps showing the average GSVA enrichment score of selected germ cell development pathways in Ck- and 3TF- induced PGCLCs ..... | 5  |
| Appendix Figure S5. Top 10 enriched biological process GO terms in Ck-, 3TF-, Nanog- and 4TF-induced PGCLCs identified by GSEA.....                    | 6  |
| Appendix Figure S6. Volcano plot comparing transcriptomes of Ck-, 3TF-, Nanog- and 4TF-induced PGCLCs to ESC .....                                     | 7  |
| Appendix Figure S7. STRING analysis of upregulated DEGs in PGCLCs compared to ESCs.....                                                                | 8  |
| Appendix Figure S8. Differentiation of Nanog-induced PGCLCs .....                                                                                      | 9  |
| Appendix Figure S9. Differentiation of 4TF-induced PGCLCs in adherent cell culture plates.....                                                         | 10 |
| Appendix Figure S10. Library construction.....                                                                                                         | 11 |
| Appendix Figure S11. CRISPRi library characterization .....                                                                                            | 12 |
| Appendix Figure S12. Phenotypic analysis of female pups.....                                                                                           | 13 |
| Appendix Figure S13. Absence of apoptotic cells in atrophic seminiferous tubules .....                                                                 | 14 |
| Appendix Figure S14. Impact of FGFRi on differentiation of 4TF-induced PGCLCs from formative ESCs .....                                                | 15 |
| Appendix Figure S15. Overexpression of Nanog in suspended formative ESCs .....                                                                         | 16 |
| Appendix Figure S16. Comparison features of 4TF-inducible system with current available PGCLC differentiation systems .....                            | 17 |

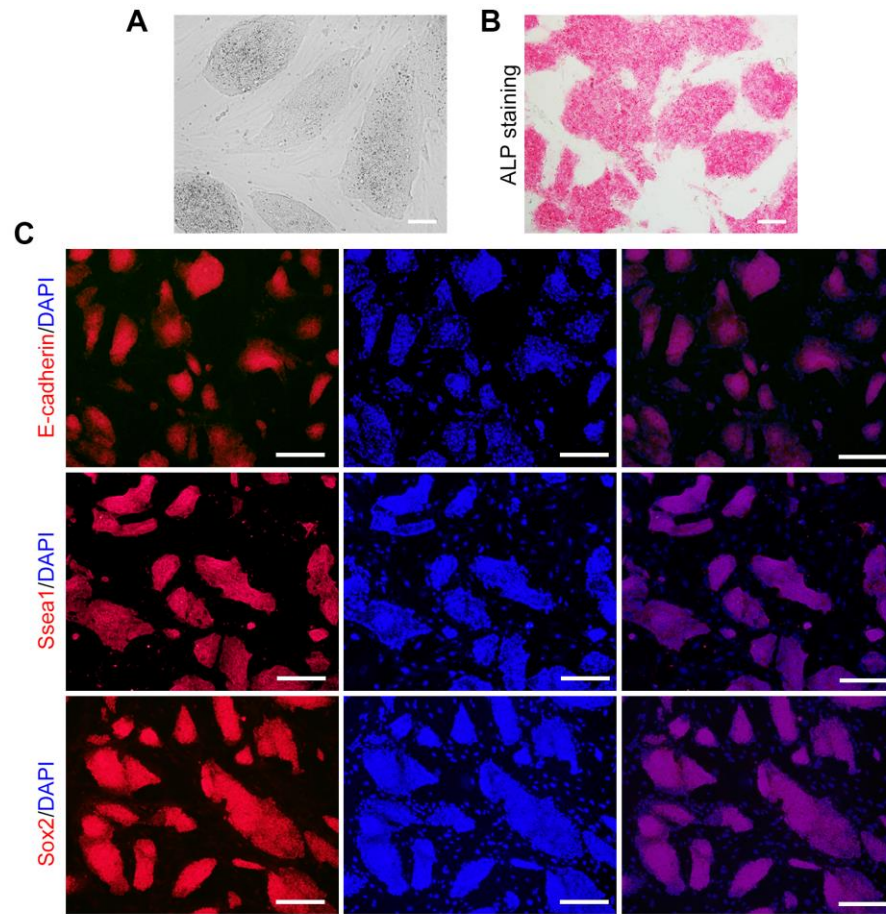

**Appendix Figure S1. Reprogramming properties of 4TF-induced PGCLCs.** A. Morphology of EGCs derived from 4TF-induced PGCLCs (Stella-eGFP<sup>+</sup> cells) at day 6. B. ALP (alkaline phosphatase) staining of EGCs. C. IF of E-cadherin, SSEA1 and SOX2 in EGCs. Scale bars in A and B = 50µm and in C = 100µm.

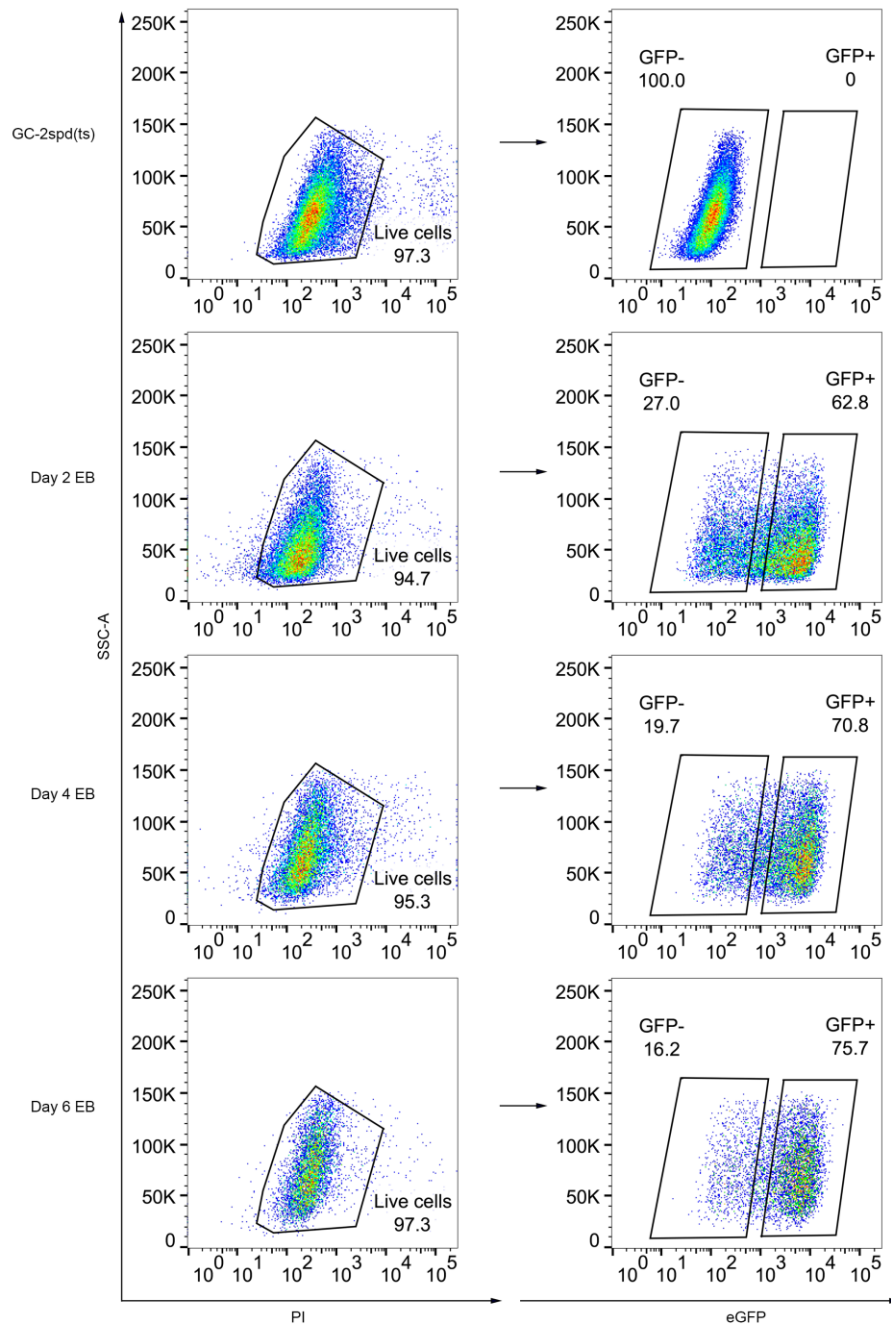

**Appendix Figure S2. FACS gating strategy for the isolation of PGCLCs (Stella-GFP+) from EBs.** GC-2spd(ts) cells served as GFP<sup>-</sup> reference. Gating for live cells was performed using propidium iodide (PI).

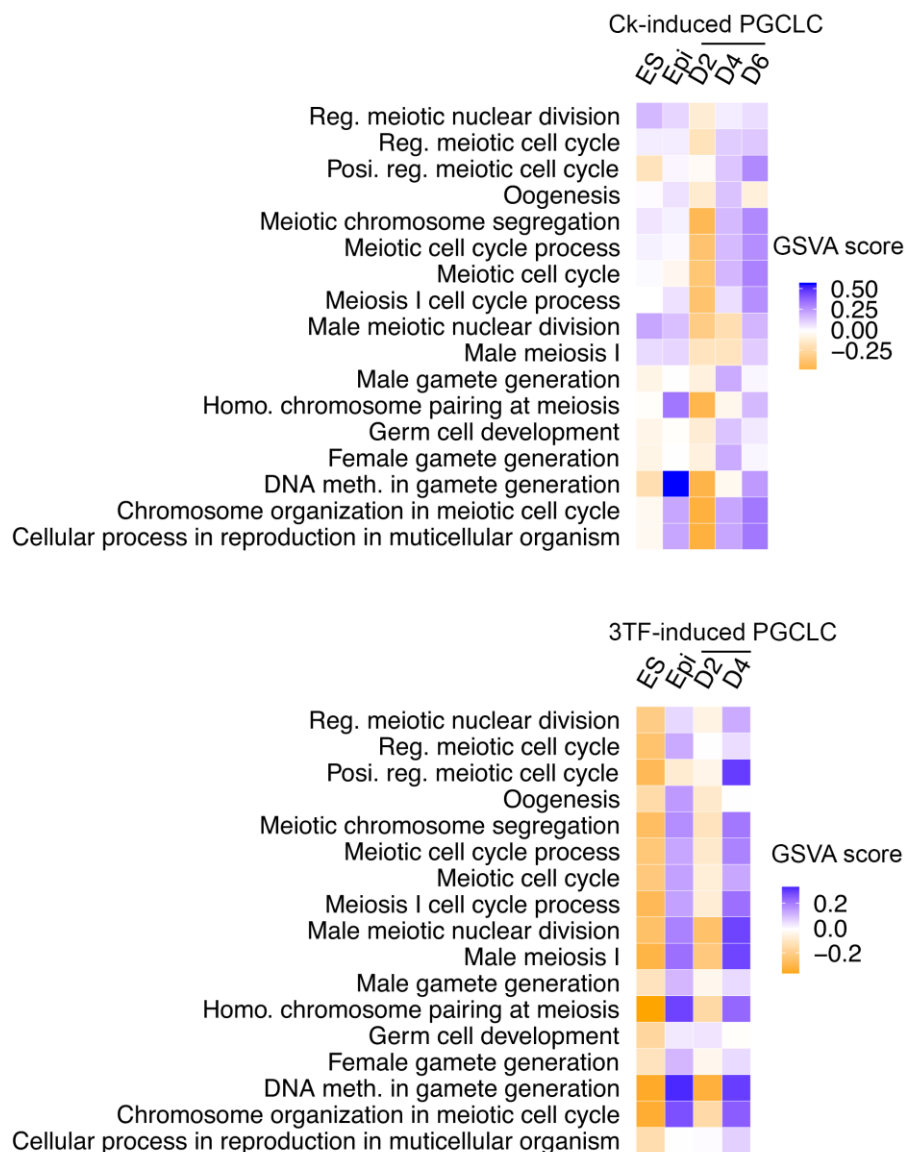

**Appendix Figure S4. Heatmaps showing the average GSVAscore enrichment score of selected germ cell development pathways in Ck- and 3TF- induced PGCLCs.**

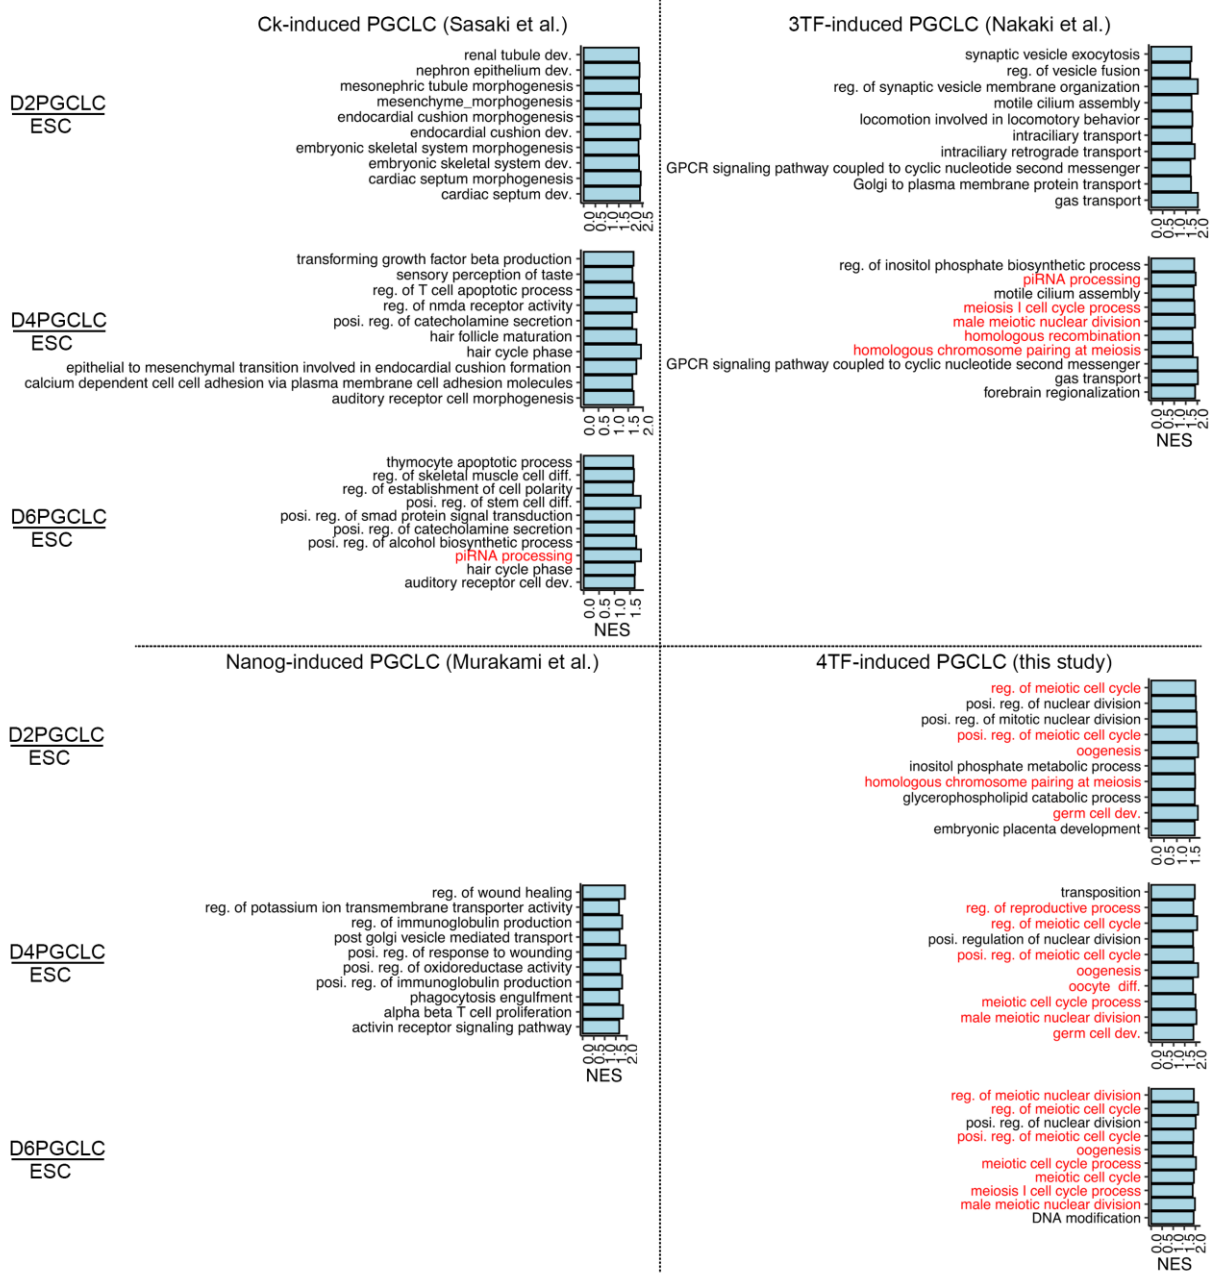

**Appendix Figure S5. Top 10 enriched biological process GO terms in Ck-, 3TF-, Nanog- and 4TF-induced PGCLCs identified by GSEA.** Terms of germ cell development (highlighted by red) was highly enriched in 4TF-induced PGCLCs. All the p-value of these GO terms were < 0.05. NES, normalized enrichment score.

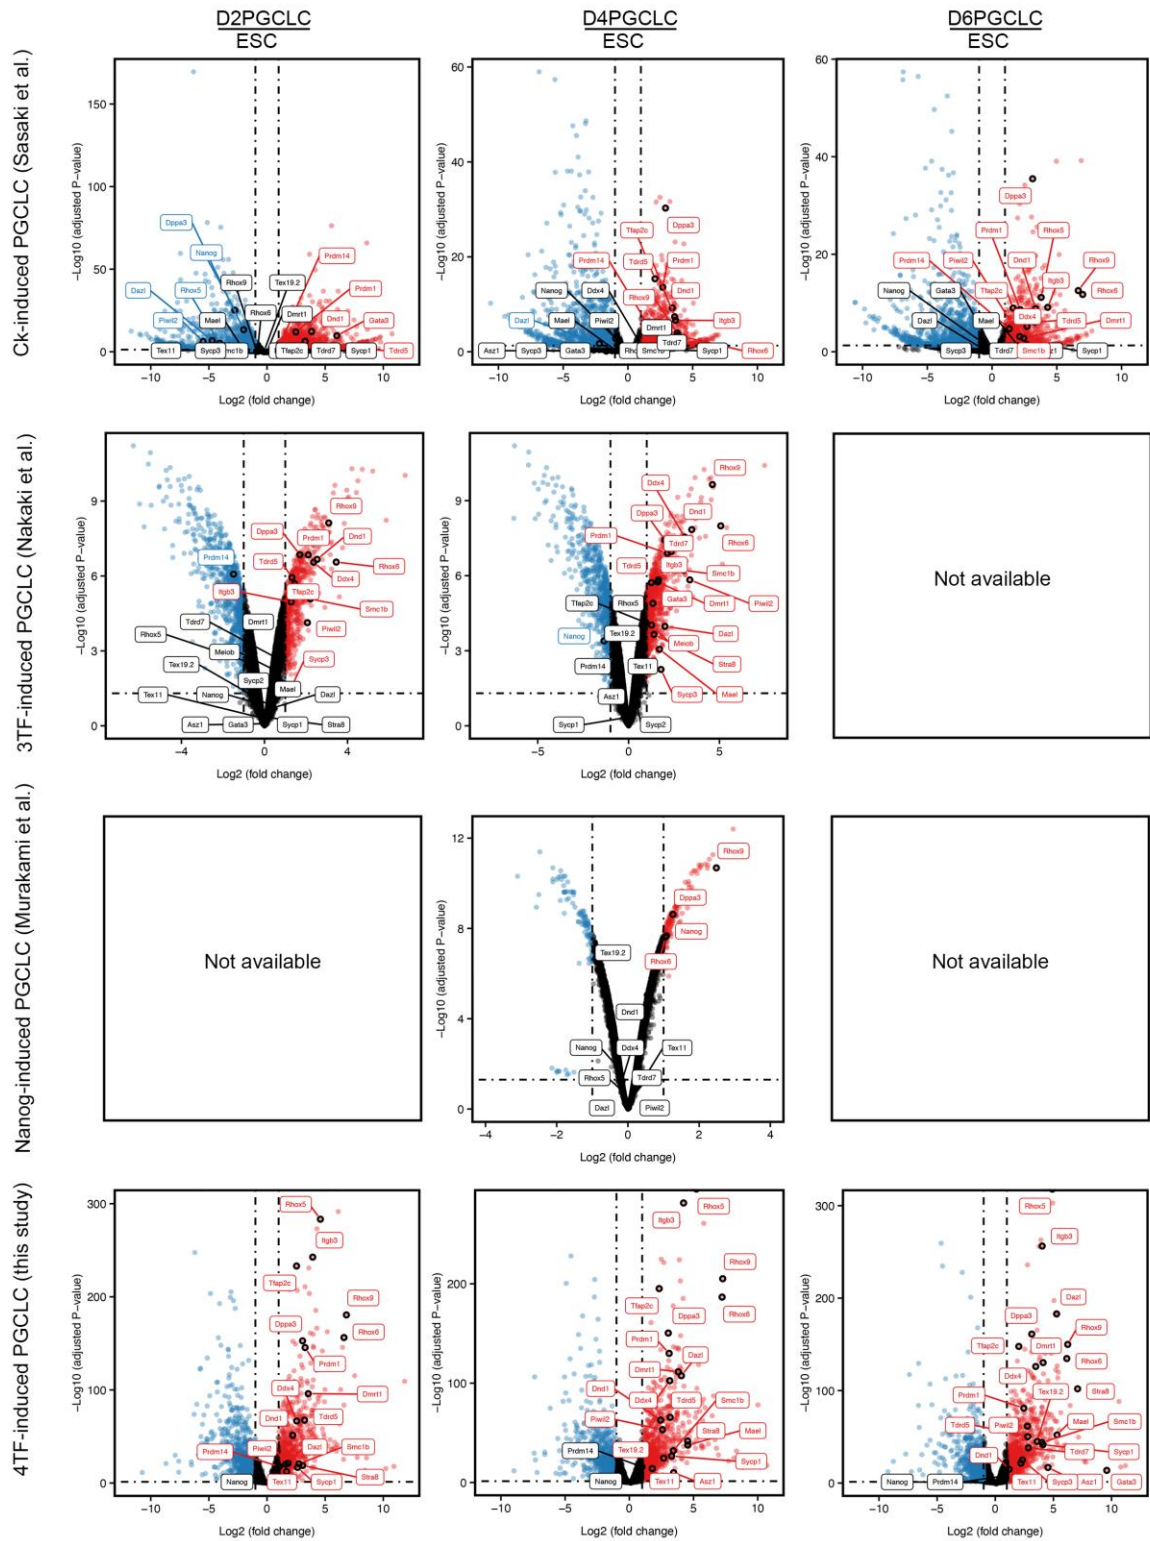

**Appendix Figure S6. Volcano plot comparing transcriptomes of Ck-, 3TF-, Nanog- and 4TF-induced PGCLCs to ESCs.** Dashed lines represent significance thresholds. Selected genes involved in germ cell development are highlighted.

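*Rbm46*, *Cyp1b1*, *H19*, *Igf1* and *Gata3* were the 5 genes taken by their fitted log2 fold change in 4TF_D6PGCLCs relative to ESCs, among DEGs with a mean of at least 100 counts and no overlap of replicates. These genes had few counts in ESCs, so neither their order nor the choice of these 5 over others is established. *Rbm46* (ENSMUSG00000033882, chromosome 3 from 82837228 to 82876483) had no counts in ESCs and 376 to 550 per sample in D6PGCLCs, at least 108-fold higher against the floor of 3 counts. *Igf1* also had none in ESCs and was at least 36.7-fold higher. *H19*, an imprinted non-coding RNA gene, had 2 to 6 counts per sample in ESCs and 5687 to 11958 in D6PGCLCs, a log2 fold change of 10.60 (standard error 0.37, adjusted p = 1.14e-13). Its CPM was 119 ± 15.6 in EpiLCs and 199.9 ± 55.4 in D6PGCLCs (SD, n = 3). Genes taken by their falls included *Fgf10*, which had 555 to 606 counts in ESCs and 0 to 3 in D6PGCLCs, at least 286-fold lower, and *Sp5*, with a log2 fold change of -7.71 (standard error 0.41, adjusted p = 2.73e-11).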

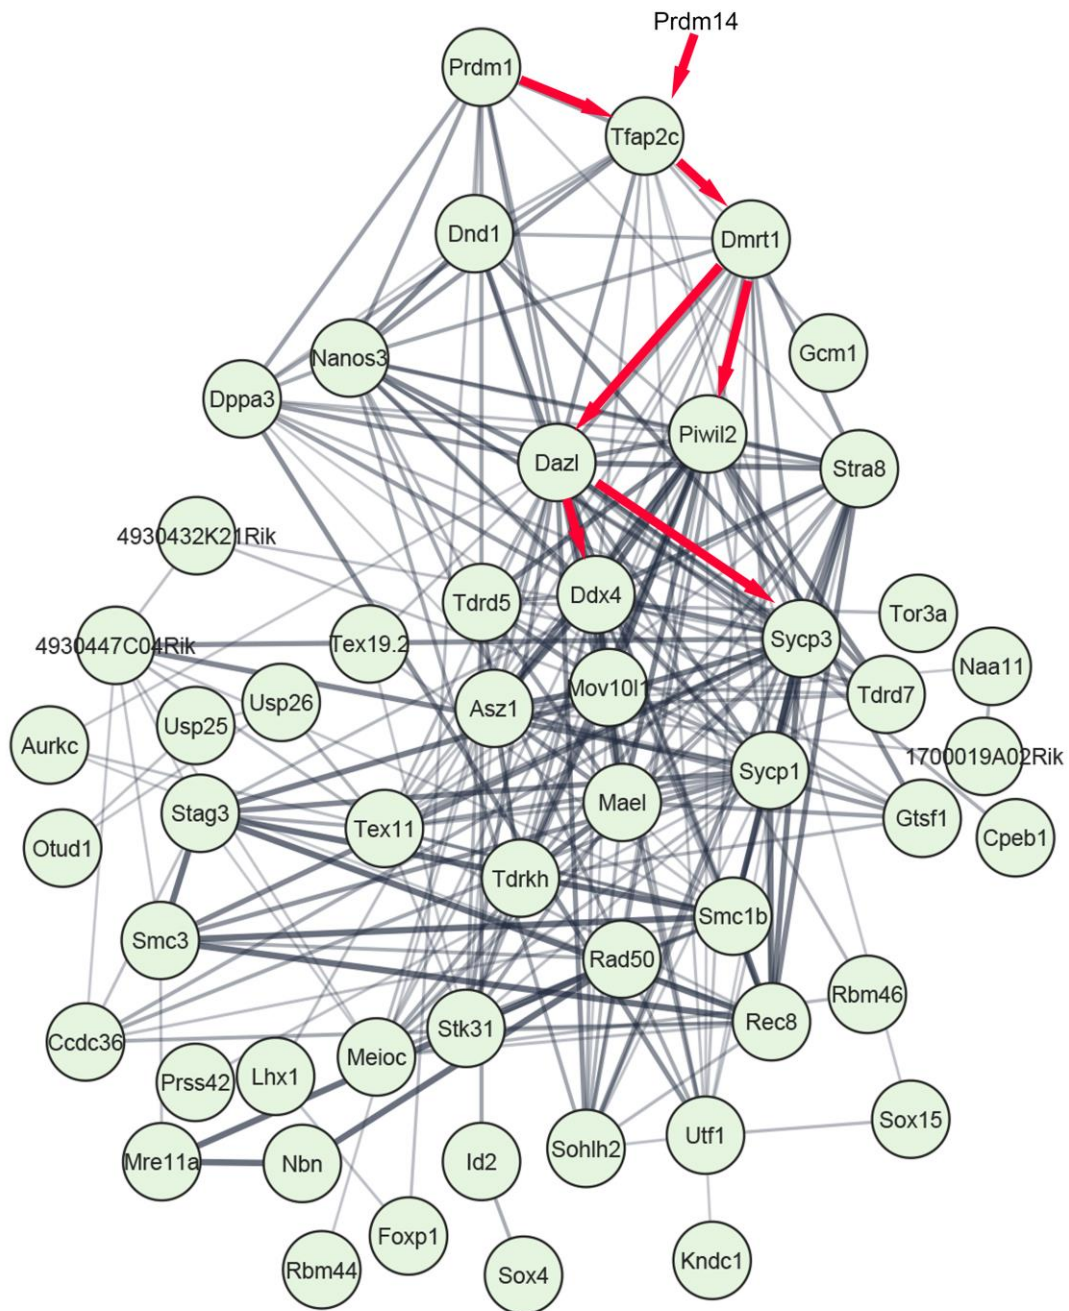

**Appendix Figure S7. STRING analysis of upregulated DEGs in PGCLCs compared to ESCs.** PRDM14 was omitted from the network construction because the  $\log_2(\text{FC})$  of PGCLCs vs ESCs was  $<2$ . Red arrows indicate the transition from early to late PGCLs.

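*Prdm14* (ENSMUSG00000042414, chromosome 1 from 13113457 to 13127163) had 44.9 ± 2.55 CPM in ESCs, 96.4 ± 15.4 in EpiLCs, 93.4 ± 2.16 in D2PGCLCs, 90.2 ± 7.37 in D4PGCLCs and 71.6 ± 6.99 in D6PGCLCs (SD, n = 3 each). Relative to ESCs, its log2 fold change was 1.06 (standard error 0.11, adjusted p = 1.36e-07) in D2PGCLCs, 1.01 (standard error 0.11, adjusted p = 2.61e-07) in D4PGCLCs and 0.68 (standard error 0.11, adjusted p = 3.02e-05) in D6PGCLCs. The value in D4PGCLCs was just below 1 under DESeq2. The counts include any reads of the *Prdm14* transgene that match the annotated gene.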

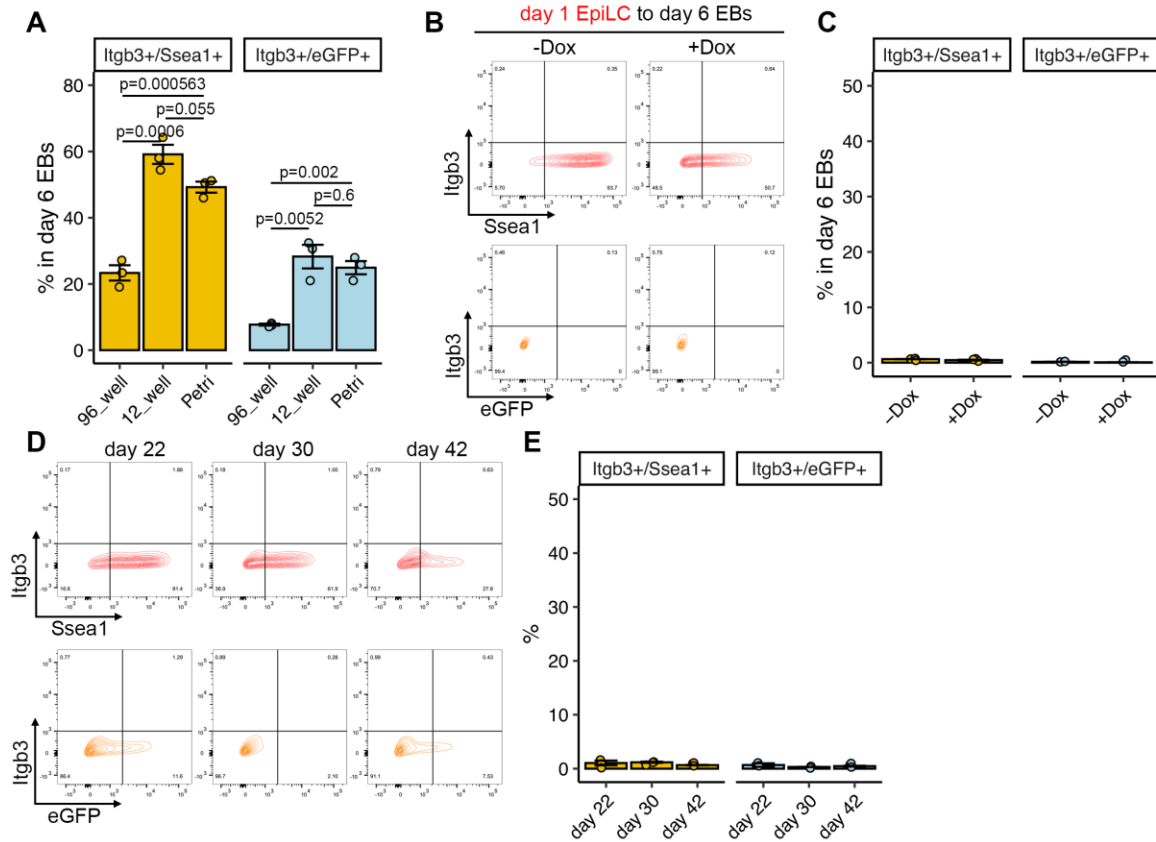

**Appendix Figure S8. Differentiation of Nanog-induced PGCLCs.** A. Quantification of PGCLC populations induced by Nanog in day 6 EBs at different plates/ dish. B. Representative FACS pattern of Itgb3<sup>+</sup>/Ssea1<sup>+</sup> and Itgb3<sup>+</sup>/eGFP<sup>+</sup> cells after inducing Nanog alone or not in day 1 EpiLCs for 6 days' suspension culture. C. Quantification of PGCLC populations in day 6 EBs with or without Dox treatment. D. Representative FACS pattern of Itgb3<sup>+</sup>/Ssea1<sup>+</sup> and Itgb3<sup>+</sup>/eGFP<sup>+</sup> cells after long-term culture in Nanog-inducible system. C. Quantification of PGCLC populations at different time points of long-term cultured EBs. Data in A, C and E are represented as the mean  $\pm$  SEM. Data in A were analyzed using one-way ANOVA with Tukey's post hoc test.

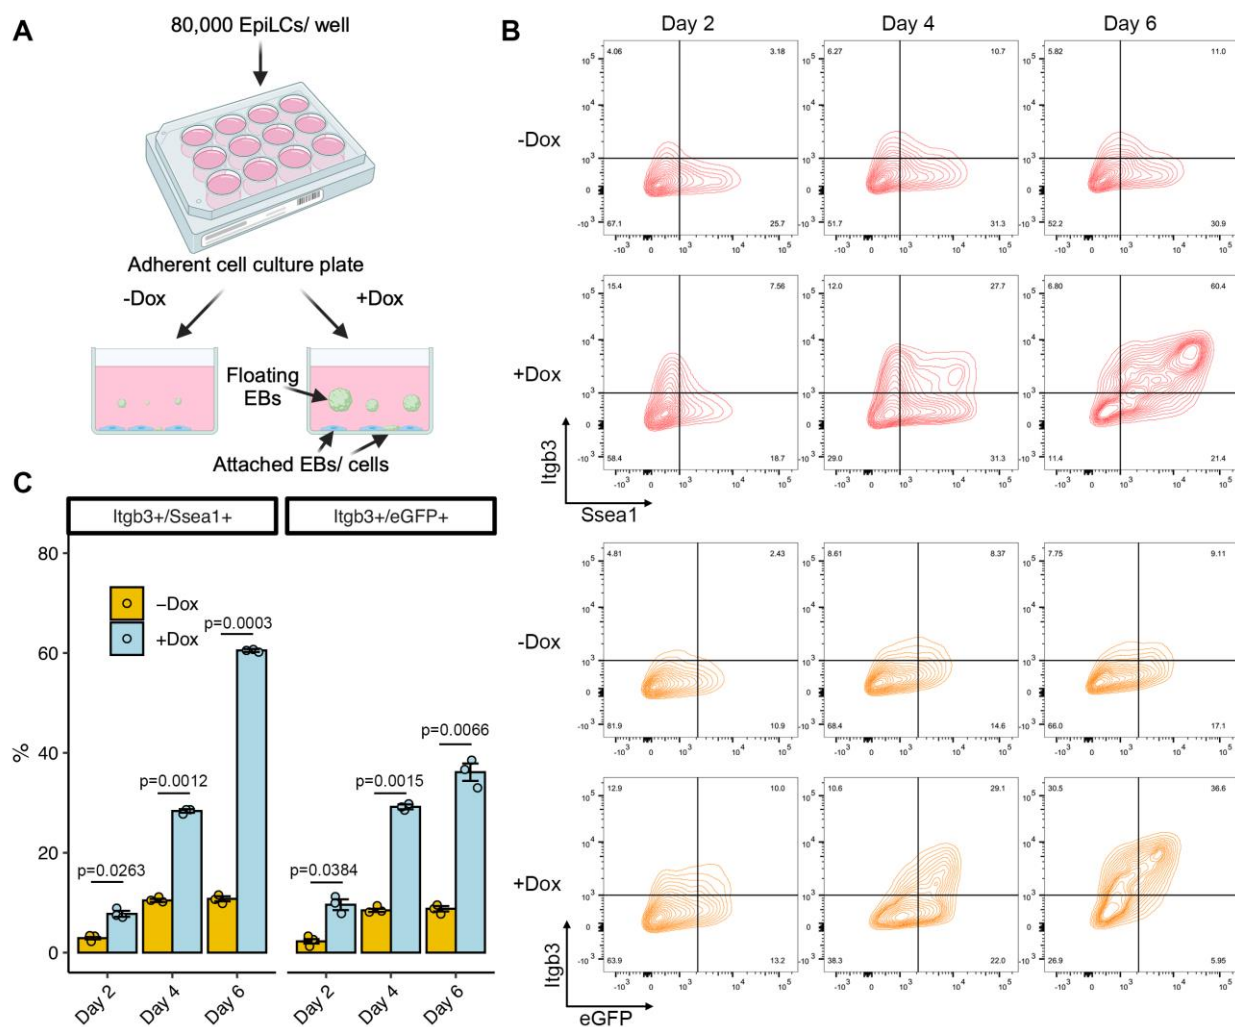

**Appendix Figure S9. Differentiation of 4TF-induced PGCLCs in adherent cell culture plates.** A. Schema of PGCLC differentiation; both floating EBs and attached cells were observed. B. Representative FACS pattern of Itgb3<sup>+</sup>/Ssea1<sup>+</sup> and Itgb3<sup>+</sup>/eGFP<sup>+</sup> cells after EpiLCs were treated by Dox or not during the 6-day period. The floating and attached cells were grouped for analysis. C. Quantification of PGCLC populations. Data in C are represented as the mean  $\pm$  SEM and analyzed using a two-tailed paired t test.

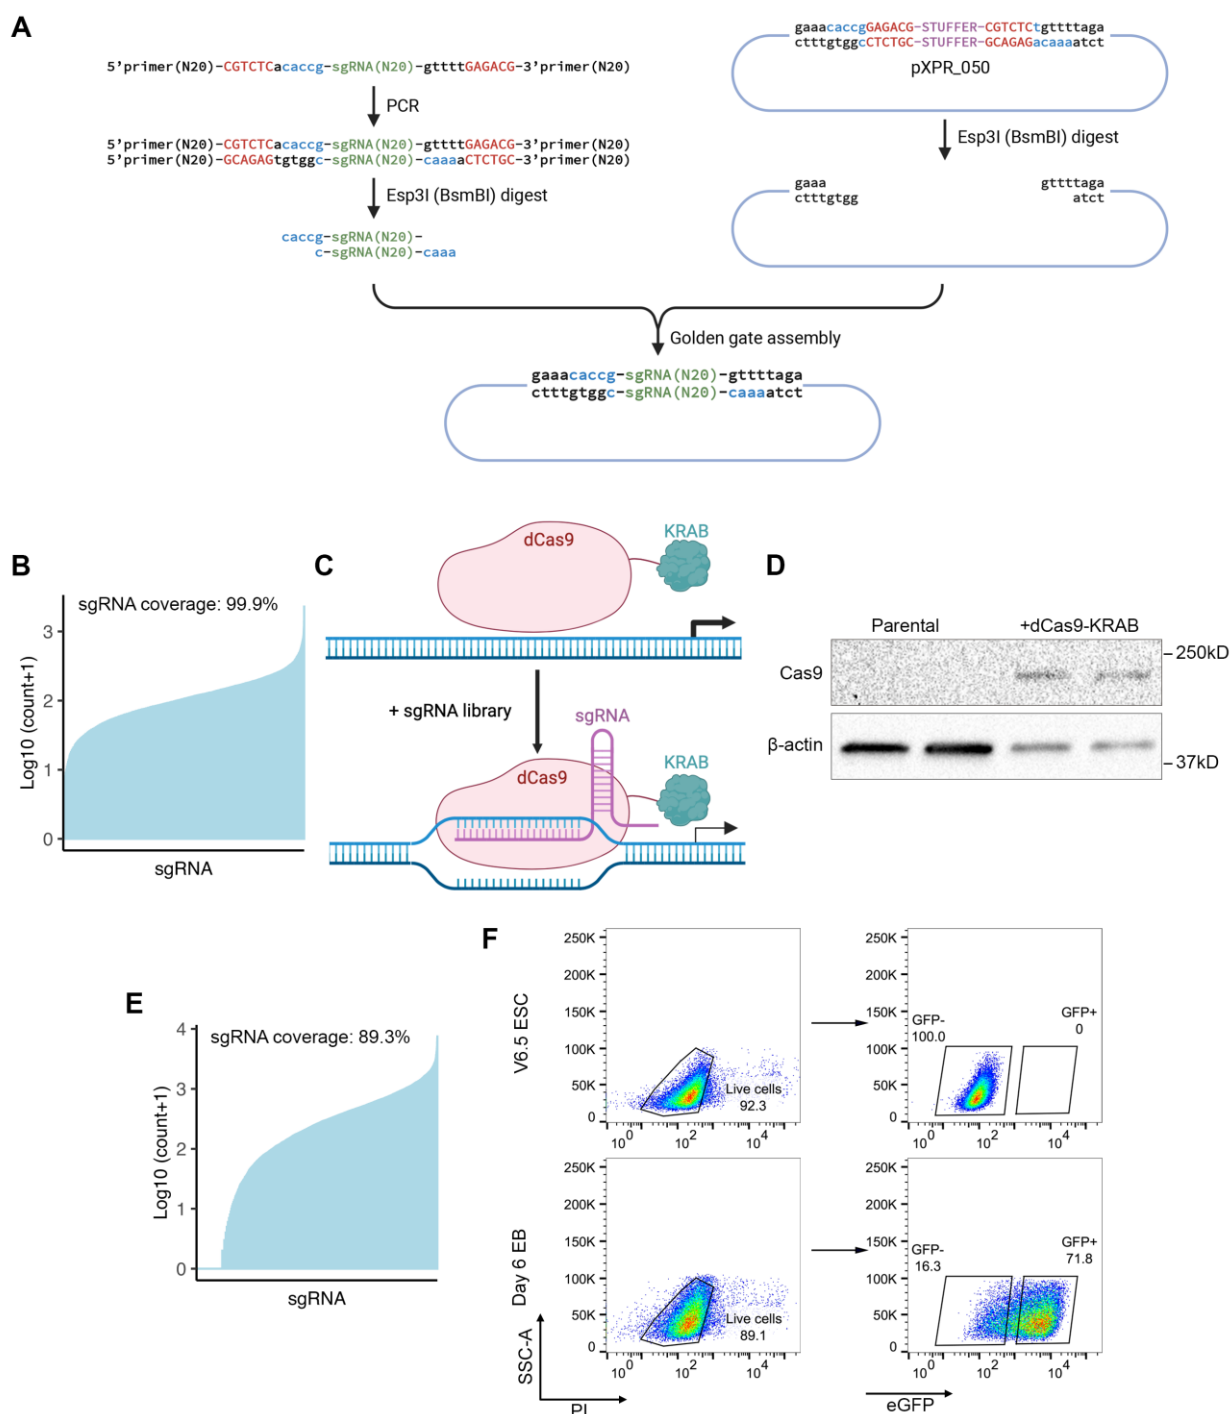

**Appendix Figure S10. CRISPRi Library construction.** A. Plasmid cloning of CRISPRi library. B. sgRNA coverage of the synthesized CRISPRi plasmid pool. C. Schematic illustration of CRISPRi using dCas9 and a KRAB repression domain programmed by sgRNA. D. dCas9 and beta actin protein levels of parental ESCs and ESCs stably transduced with dCas9-KRAB. E. Coverage of sgRNA vector integrations after viral infection into ESCs. F. FACS of Stella-eGFP<sup>+</sup> and Stella-eGFP<sup>-</sup> cells from day 6 dispersed EBs. PI, propidium iodide. V6.5 ESC, non-transgenic ESC line.

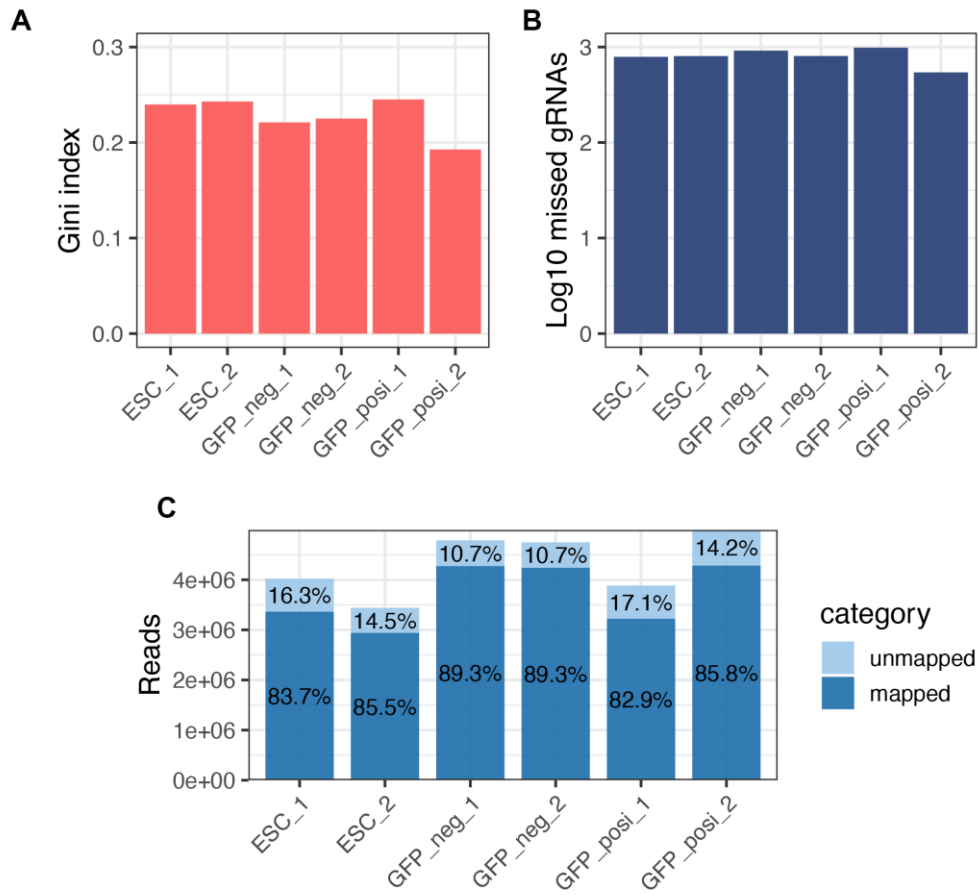

**Appendix Figure S11. CRISPRi library characterization.** (A) The Gini index measures the evenness of sgRNA read count. (B) Normalized number of missed sgRNA read count. (C) Number of reads and percentage of unmapped/mapped reads. All samples are from the CRISPRi screen dataset generated from ESCs, Stella-eGFP<sup>-</sup> (GFP\_neg) and Stella-eGFP<sup>+</sup> (GFP\_posi) cells. Data were generated using Screen Processing Tools pipeline.

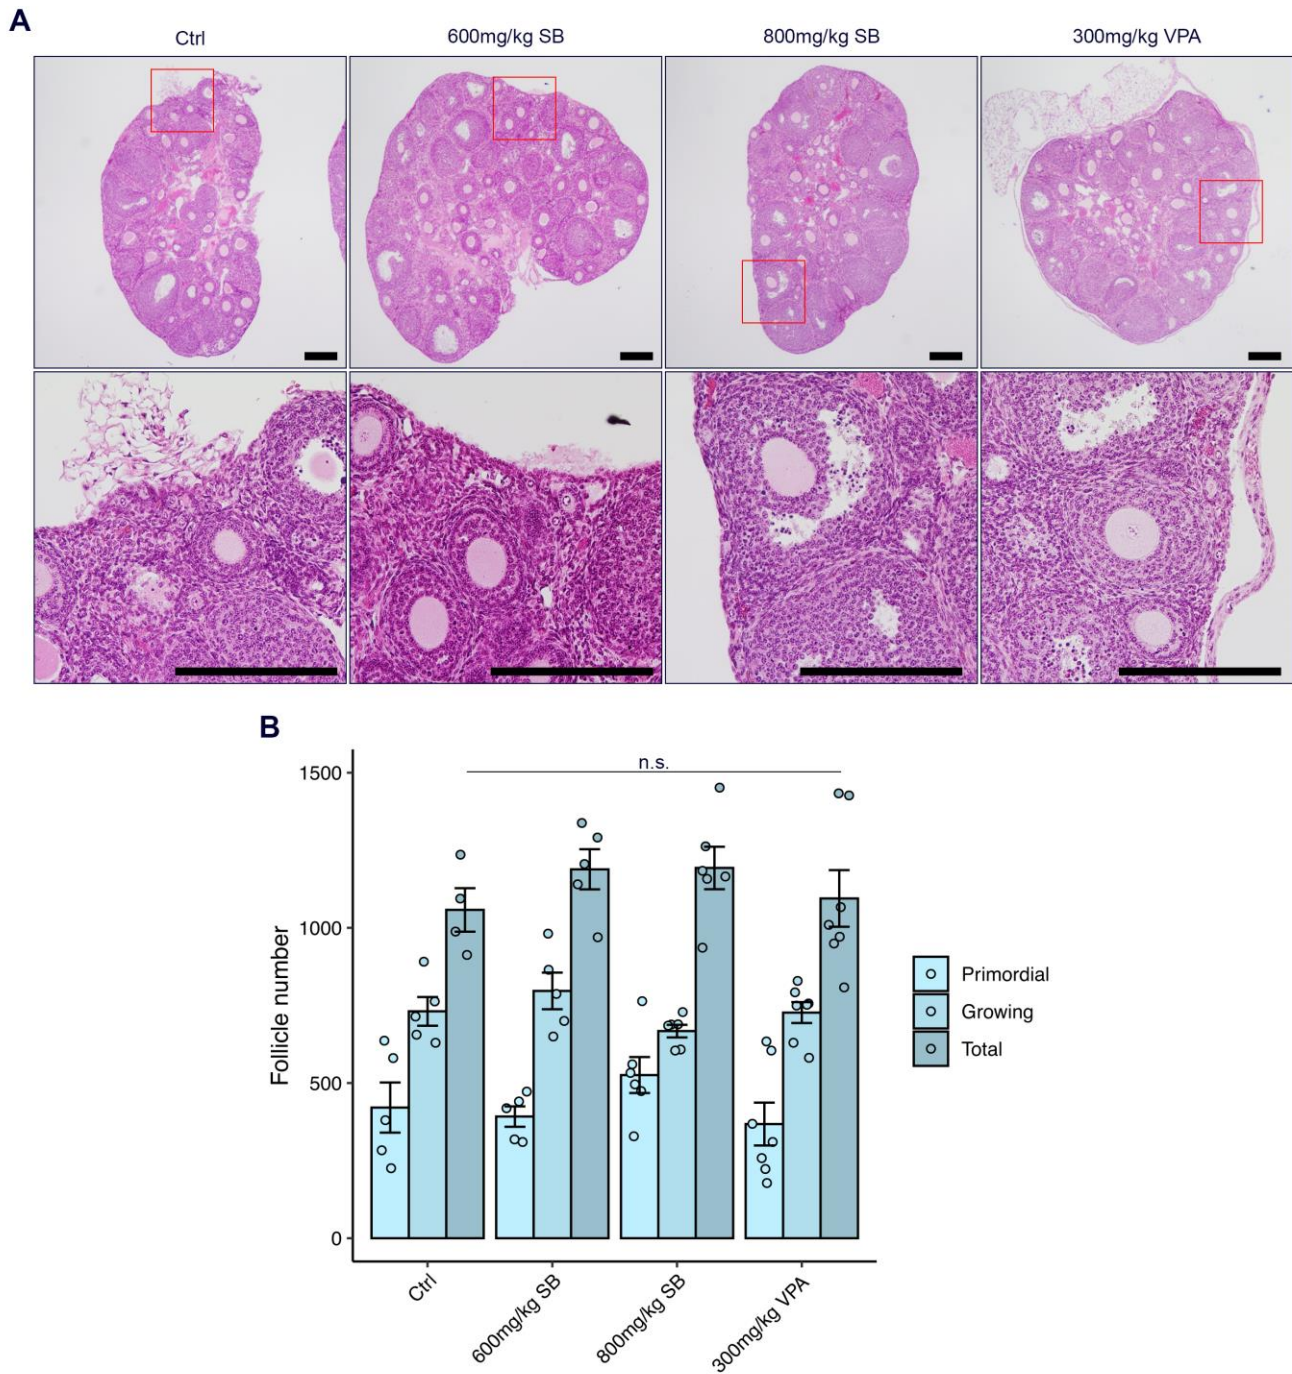

**Appendix Figure S12. Phenotypic analysis of female pups.** (A) Histological analyses of 1-month old ovaries. The boxed regions are magnifications of follicles showing in lower panel. Scale bars = 100  $\mu$ m. (B) Follicle counts summed across every fifth serial section. Data are represented as the mean  $\pm$  SEM and were analyzed using one-way ANOVA with Tukey's post hoc test. n.s. represents no significant difference.

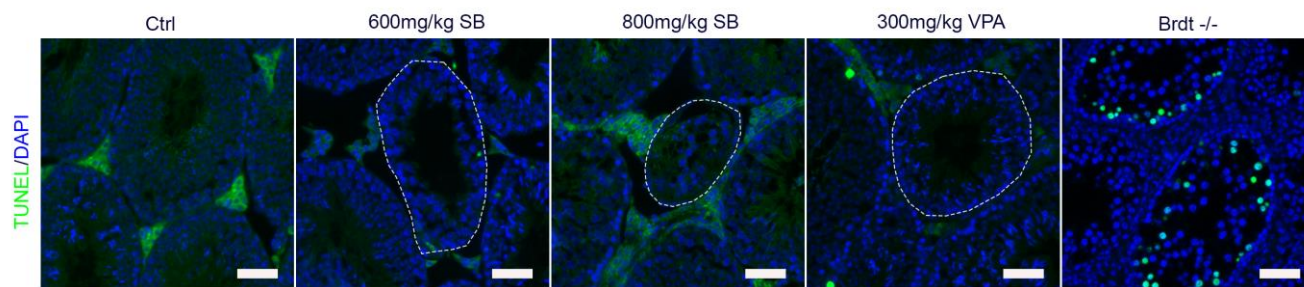

**Appendix Figure S13. Absence of apoptotic cells in atrophic seminiferous tubules.** Dashed lines denote regions with atrophic seminiferous tubules. Testicular section from  $Brd\text{t}^{-/-}$  mouse model with a meiotic defect (Ding et al, 2023) was utilized as a positive control for TUNEL staining. Scale bar represents 50  $\mu\text{m}$ .

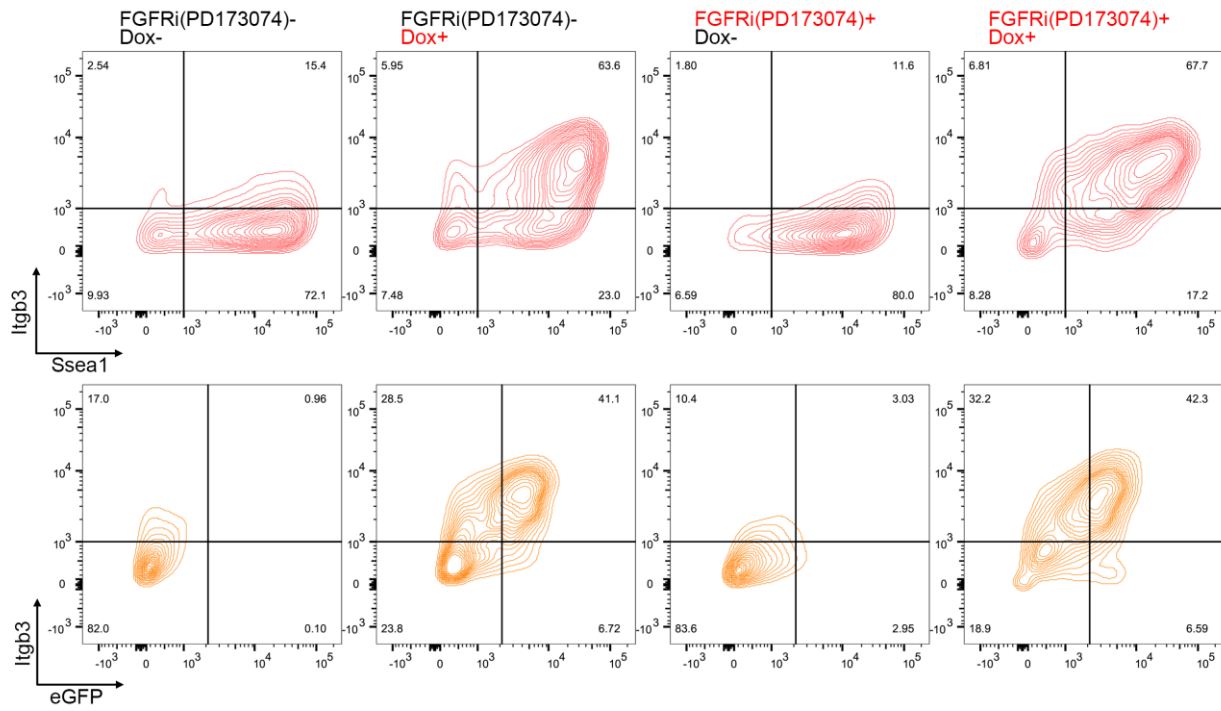

**Appendix Figure S14. Impact of FGFRi on differentiation of 4TF-induced PGCLCs from formative ESCs.** Day 6 cells from untreated 12-well plates were collected for FACS.

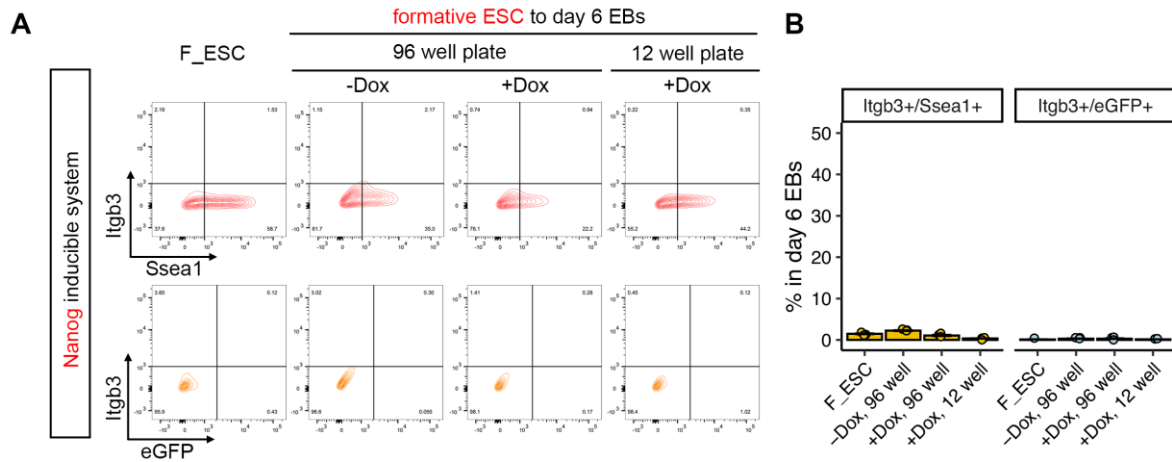

**Appendix Figure S15. Overexpression of Nanog in suspended formative ESCs.** A. Representative FACS pattern of Itgb3<sup>+</sup>/Ssea1<sup>+</sup> and Itgb3<sup>+</sup>/eGFP<sup>+</sup> cells in formative ESC and day 6 EBs from different plates and culture conditions. B. Quantification of PGCLC populations. Data in B are represented as the mean  $\pm$  SEM.

|                                 | Ck   | 3TFs OE | Nanog OE | 4TFs OE |
|---------------------------------|------|---------|----------|---------|
| High efficiency                 | No   | No      | No       | Yes     |
| Scalability                     | No   | N.A.    | Yes      | Yes     |
| Long-term PGCLC culture         | N.A. | N.A.    | No       | Yes     |
| Direct diff. from formative ESC | Yes  | N.A.    | No       | Yes     |
| Cost effectiveness              | No   | Yes     | Yes      | Yes     |

**Appendix Figure S16. Comparison features of 4TF-inducible system with current available PGCLC differentiation systems.** N.A., not available. The cost-effectiveness was determined based on the following analysis: preparing 10ml of PGCLC differentiation media using cytokines can cost up to \$456 (based on small aliquots of BMP4). Considering the differentiation efficiency is far lower in cytokine-based protocols, generating an equivalent number of PGCLCs using cytokines would be over 500 times more expensive than using the 4TF system.

# Supplementary material for: A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers
**Source:** EMBO Rep. 2025 Nov 13;26(23):6044–78. doi: 10.1038/s44319-025-00633-z
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Assessing the germline competence of Stella-eGFP ESCs and confirming NANOG's regulation of *Prdm1* and *Prdm14*.**

(A) Chimeras generated by Stella-eGFP ESCs. (B) Representative of germline transmission of chimeras from Stella-eGFP ESCs. (C) Summary of chimeric mice generated by blastocyst microinjection. (D) Genotyping of pups to detect transgene originating from Stella-eGFP ESCs. (E) Scheme for CRISPR/Cas9-assisted transgene integration into the H11 "safe harbor" locus. (F) Overview of how ESCs were generated that contain NANOG-responsive reporters (*Prdm1* and *Prdm14* enhancers upstream of a *Shh* basal promoter) at the H11 locus. (G) PCR verification of clones harboring knock-in vectors. (H) Representative  $\beta$ -gal staining of EBs. (I) Schema illustrating key TFs acting during PGC development. Scale bar in (H) represents 50  $\mu$ m. (J) Reverse transcription PCR of mRNAs in day 2 EBs.

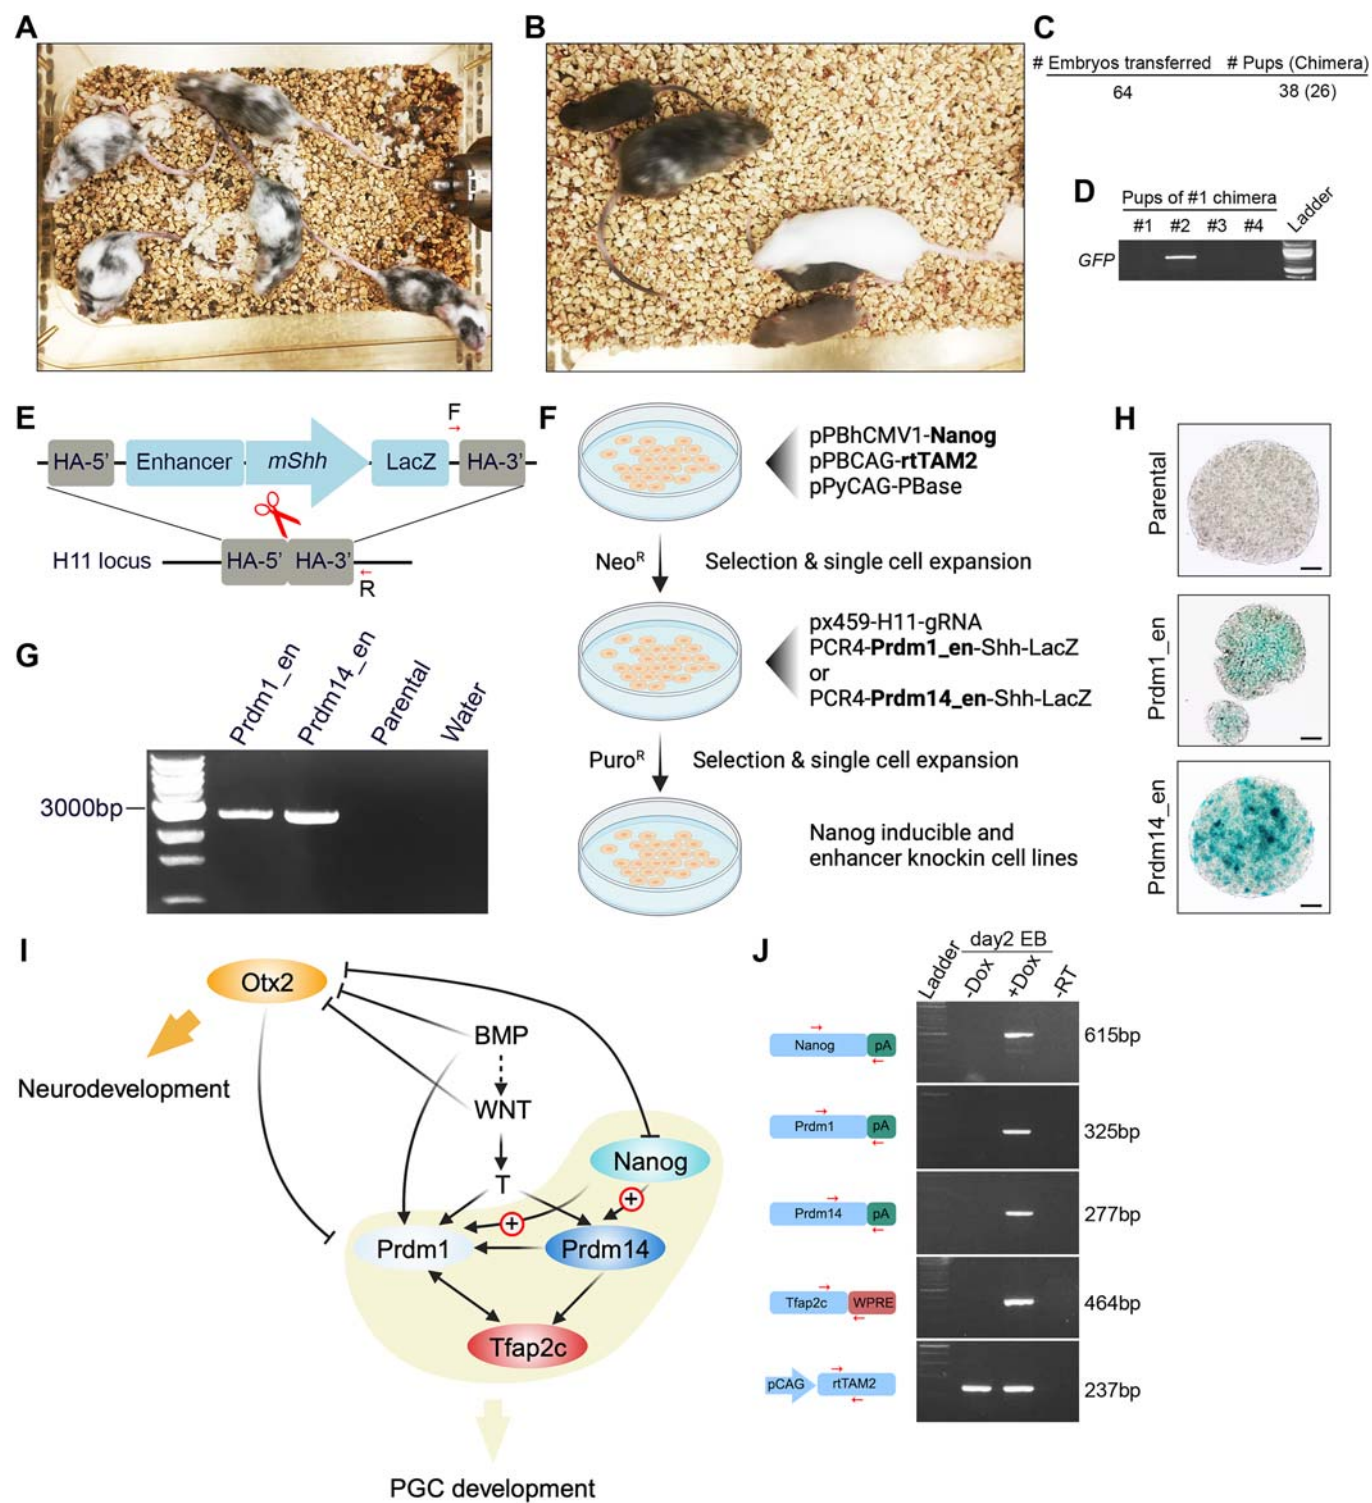

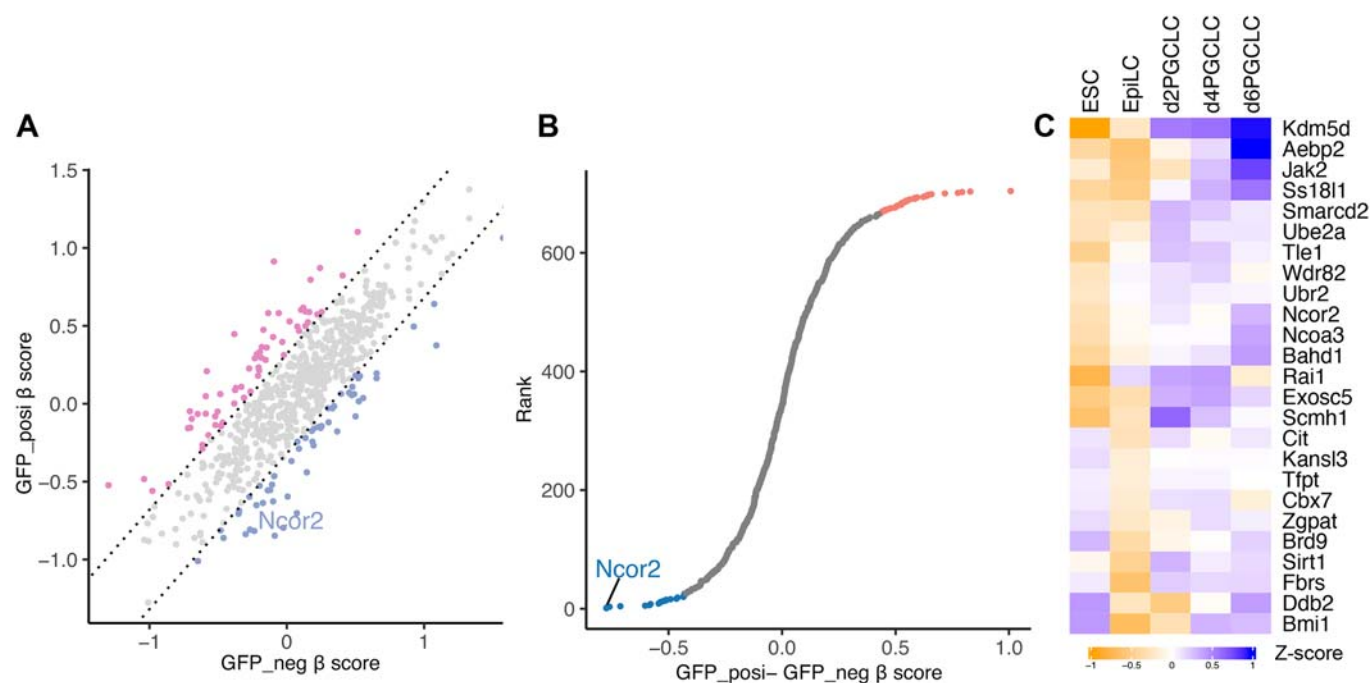

**Figure EV2. CRISPRi screen epigenetic genes affecting PGCLC differentiation.**

(A) Scatterplot of Stella-eGFP<sup>+</sup> and Stella-eGFP<sup>-</sup>  $\beta$  scores of each gene. The  $\beta$  scores were normalized using non-targeting sgRNA sequences. The two dashed lines indicates  $\pm 1$  S.D. of the differences between the Stella-eGFP<sup>+</sup> and Stella-eGFP<sup>-</sup> cells  $\beta$  scores. (B) Rank plot of the differential  $\beta$  scores, calculated by subtracting Stella-eGFP<sup>-</sup>  $\beta$  scores from Stella-eGFP<sup>+</sup>  $\beta$  scores. The color scheme of the dots is the same as in (A). (C) Gene expression heatmap of 25 candidate genes with  $\beta$  scores and exhibited increased expression during PGCLC differentiation compared to ESC and EpiLC stages.

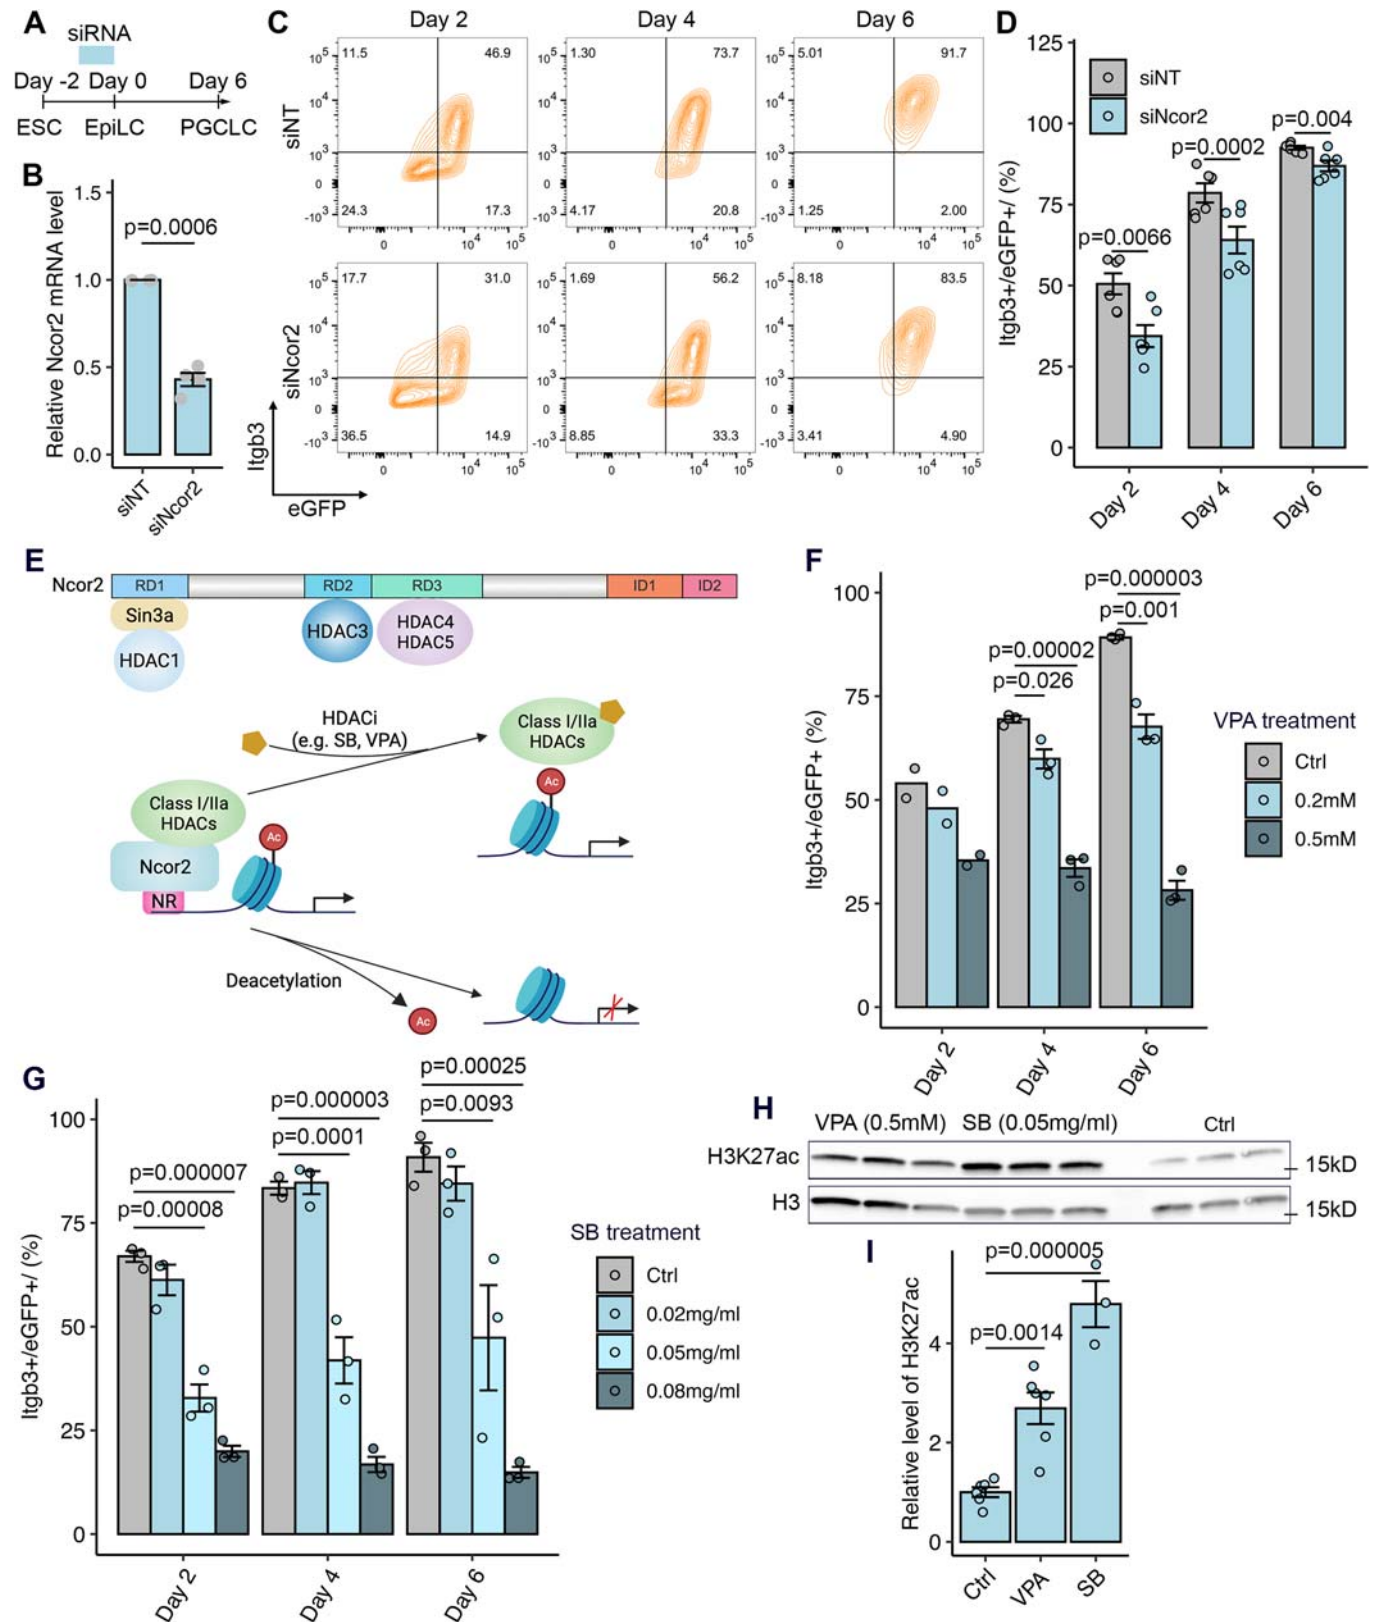

◀ **Figure EV3. NCOR2 deficiency and HDAC inhibitors suppress PGCLC differentiation in vitro.**

(A) Experimental schema showing siRNA treatment. (B) Effectiveness of *Ncor2* siRNA on day 2 after PGCLC induction.  $n = 3$  biological replicates. mRNA levels quantified by qRT-PCR. siNT, non-targeting siRNA. (C) Relative population density in EBs treated with siNT or siNcor2. siNcor2, siRNA targeting *Ncor2*. (D) Percentages of *Itgb3*<sup>+</sup>/eGFP<sup>+</sup> cells in knockdown (siNcor2) vs control (siNT) groups at the indicated stages after transfection of small RNAs.  $n = 6$  biological replicates. eGFP, Stella-eGFP. (E) Structure of NCOR2 and interaction with HDACs (upper panel). Impact of HDAC inhibitors on NCOR2-HDAC complexes (lower panel). (F) Percentage of *Itgb3*<sup>+</sup>/eGFP<sup>+</sup> populations within EBs treated with water (Ctrl) or VPA as assessed by flow cytometry.  $n = 3$  biological replicates except there are 2 biological replicates for day 2. (G) Same as (F), except for SB treatment.  $n = 3$  biological replicates. (H) Western blot analysis of H3K27ac and H3 protein levels in day 2 Stella-eGFP<sup>+</sup> cells treated with HDACi. (I) Quantification of relative H3K27ac protein levels normalized to H3.  $n \geq 3$  biological replicates. Data in (B, D, F, G, I) are represented as the mean  $\pm$  SEM. Data in (B, D) were analyzed using a two-tailed paired *t* test, and data in (F, G, I) were analyzed using one-way ANOVA with Tukey's *post hoc* test.

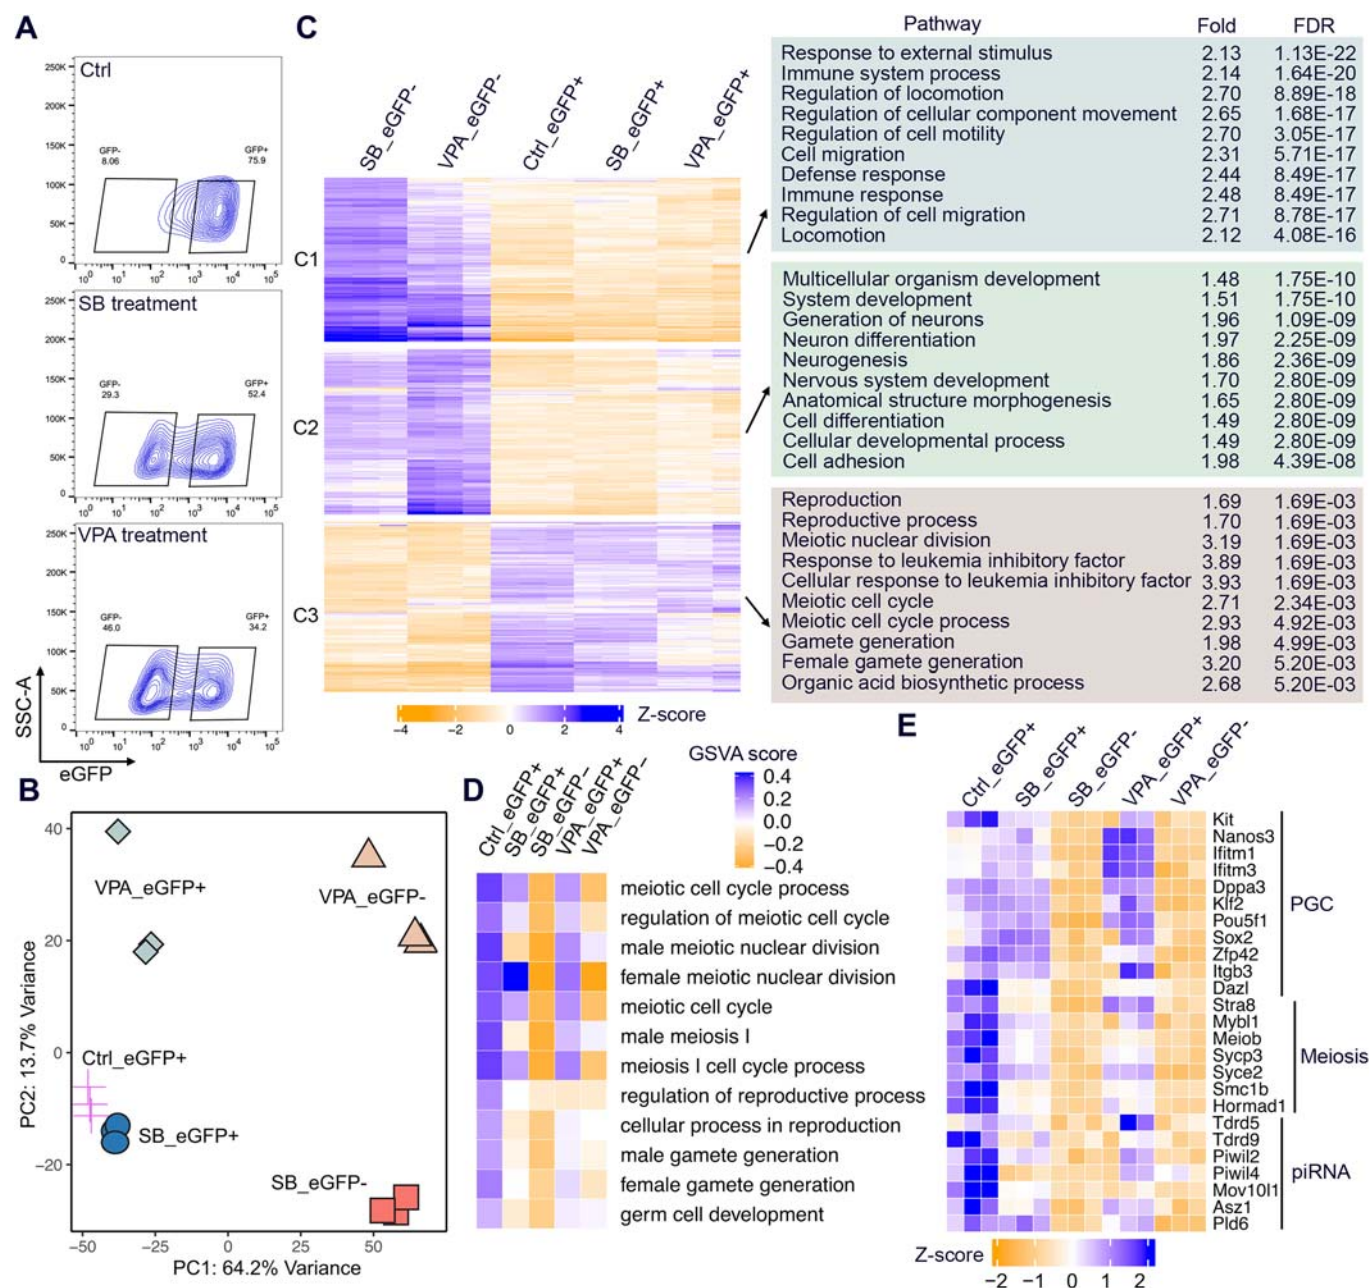

**Figure EV4. Downregulation of germline networks by HDAC inhibitors.**

(A) Flow sorting gates for Stella-eGFP<sup>+</sup> and Stella-eGFP<sup>-</sup> cells from day 6 EBs used for RNA-seq. (B) PCA of transcriptomes of sorted cells of indicated groups. SB, sodium butyrate; VPA, valproic acid; Ctrl, control untreated. (C) Heatmap of k-Means clustering of variably expressed genes in SB, VPA and Ctrl cells ( $n = 2,000$ ;  $k = 3$ ). Genes were grouped into 3 clusters ("C1-3") based on expression similarity. Top enriched GO terms for the genes in each cluster shown with fold enrichment (Fold) and false discovery rate (FDR). (D) Heatmap showing the average GSEA enrichment score of selected germline development pathways. (E) Heatmaps of normalized RNA-seq reads for selected germline genes.

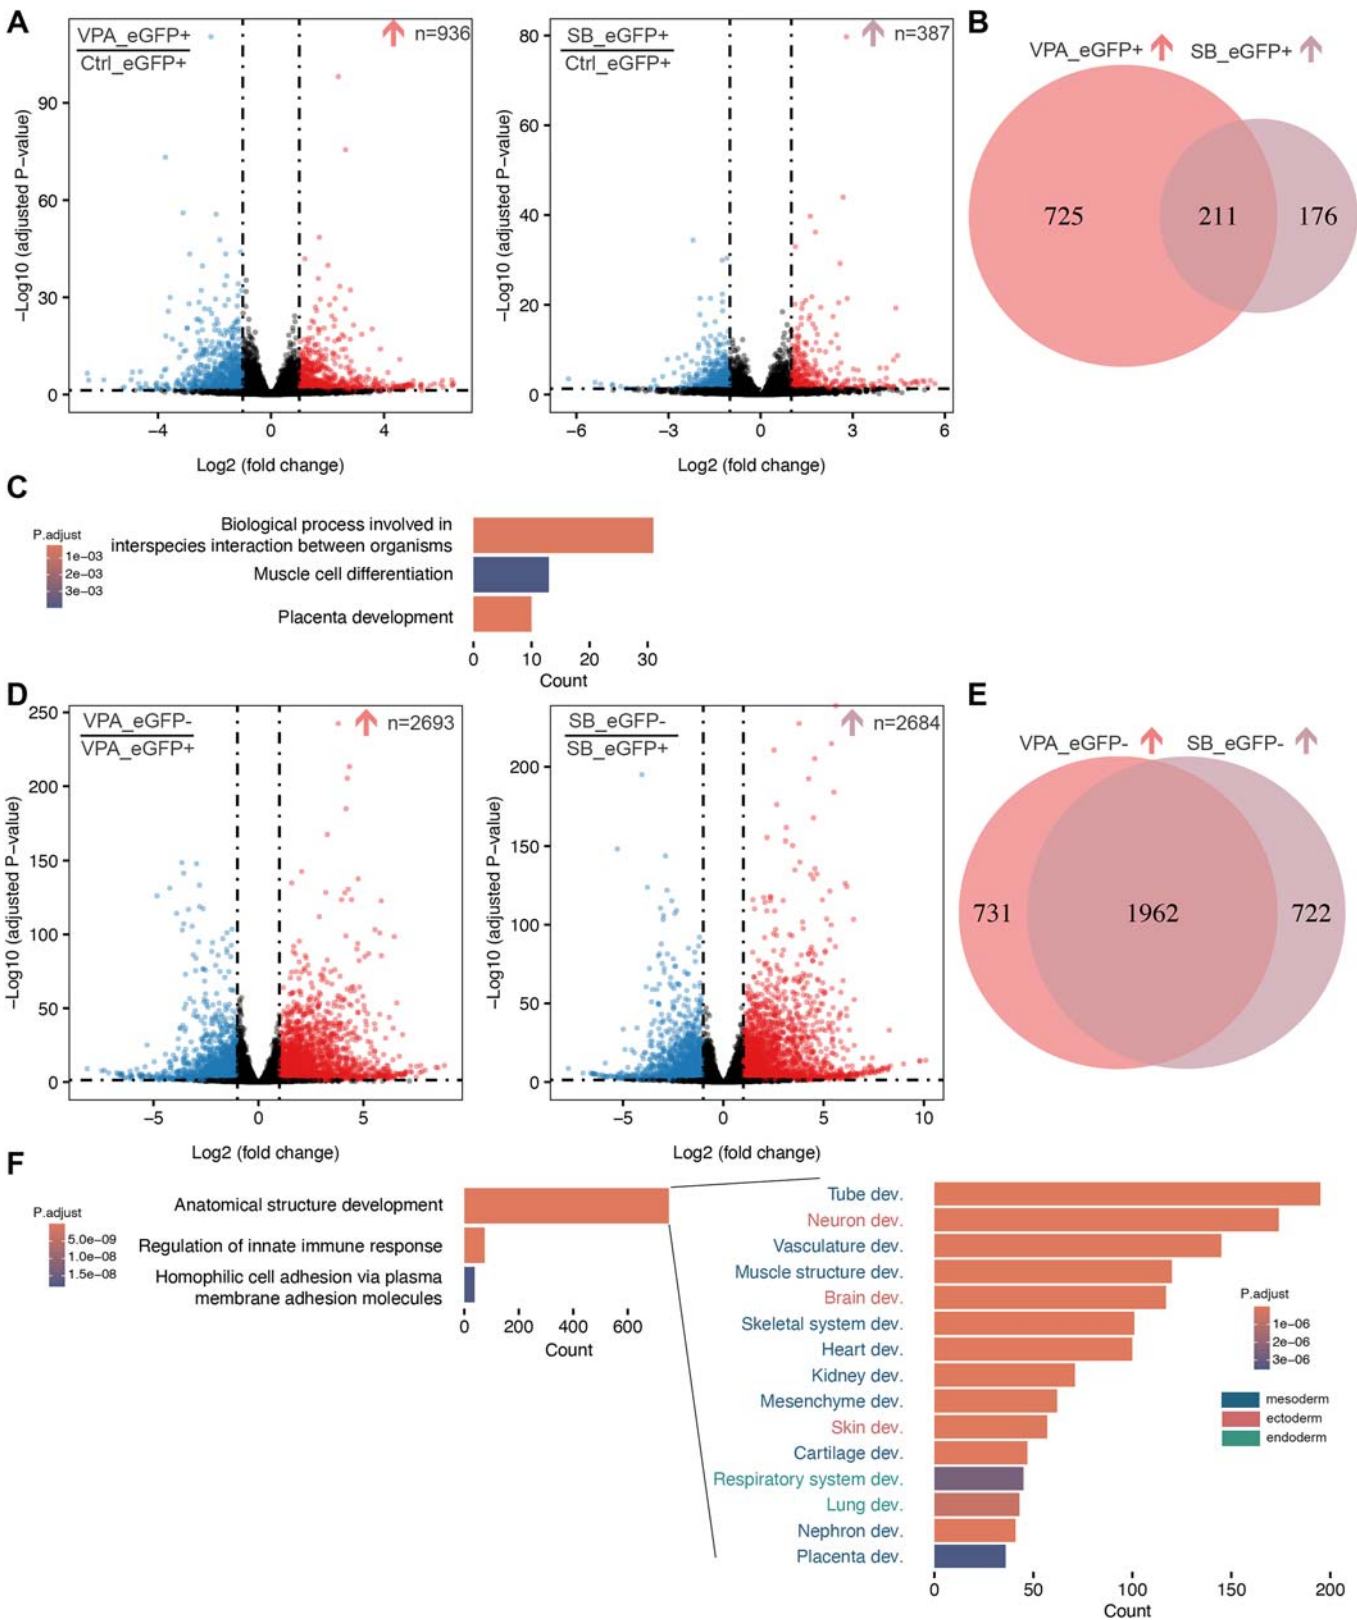

**Figure EV5. Evidence of somatic lineage differentiation induced by HDACi treatment of differentiating PGCLC cultures.**

(A) Volcano plots of  $\log_2$  (fold change) versus  $-\log_{10}$  (adjusted  $P$  value) for VPA\_eGFP<sup>+</sup> (left) or SB\_eGFP<sup>+</sup> (right) versus Ctrl\_ eGFP<sup>+</sup> cells. (B) Venn diagrams of the upregulated DEGs from (A). (C) Top enriched GO terms for the commonly upregulated genes in eGFP<sup>+</sup> cells in HDACi treatment groups. (D) Volcano plots of Stella-eGFP<sup>+</sup> versus Stella-eGFP<sup>+</sup> cells treated with VPA (left) or SB (right). (E) Venn diagram of the commonly upregulated DEGs from (D). (F) Left: Top enriched GO terms for the HDACi upregulated genes from (E). Right: Count distribution of the “child” GO terms under “Anatomical structure development”.

How the deposited data were processed for this re-analysis (not part of the article)

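RNA-seq was analysed in 15 samples of the 4TF system, 3 replicates each of naive ESCs, EpiLCs at 48 h and Stella-eGFP+ PGCLCs on days 2, 4 and 6 of induction. The authors prepared stranded libraries, aligned the reads to mouse mm10 and deposited raw counts per ENSEMBL gene with no normalization. The aligner, the counting tool, the annotation release, whether counting used strand and how reads matching several genes were counted are not stated. The counts are whole numbers for 55536 genes. All of them matched the GENCODE M21 annotation, from which gene symbols, coordinates, exon lengths and GC content were taken, and 233 genes share a symbol with another identifier.

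Samples were grouped by the condition in their labels. Depth is given in counts per sample. At these depths, 3 counts correspond to at most 0.133 CPM in a sample, and a fold against a group with at most 3 counts in each sample is given as a lower bound from that floor. Within a group, the chi-square per gene between 2 replicates was computed on genes with at least 20 counts over the pair.

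Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on low counts with its minimum of 10 counts, a quasi-likelihood fit of all 15 samples with 1 coefficient per group, and Benjamini-Hochberg adjustment over the 18090 genes tested. This was done for all 10 comparisons between 2 of the 5 groups. The methods of the paper name DESeq2, which was an alternative here (version 1.42.0). Genes were called with an adjusted p under 0.05 and an absolute log2 fold change above 1. Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 30 tests of 5 lists. Both tools were tested on simulated counts with 200 changed genes among 16444. edgeR recovered 188 with 4 false calls and DESeq2 195 with 7 false calls, and each found 50 of 50 simulated opposite changes. Without the fold-change cutoff, edgeR gave 12 false calls and DESeq2 43. The simulated changes were fewer than those called here, were balanced in direction and left out genes with low counts. Normalization under broad changes and genes near the floor were therefore not tested.

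The genes named were all genes that the paper names or draws for these samples, the genes of lists written beforehand, and the 5 highest and 5 lowest fitted log2 fold changes relative to ESCs on each day and in EpiLCs, among DEGs with a mean of at least 100 counts and no overlap of replicates. This rule, the tests of differential expression and of gene lists, and the alternatives were set before the data were examined, and tests of explanations chosen later are named as such in their parts. The replicate numbers come from the sample labels, and the paper does not say that equal numbers mark samples made together. The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, the replicate number as a block, only the 2 groups compared, no fold-change cutoff, and each replicate left out in turn. For PCA and k-means they were the number of genes, the value added to CPM and the number of clusters (k-means with 100 random starts). Concordance, network genes and the screen also had other definitions.

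The screened genes were compared with the mean of the 3 days of PGCLCs, with a two-sided Fisher's exact test. RRHO2, STRING and the gene sets of the GSEA and GSVA were not used here. The other datasets of the paper were not analysed here. The values of 1 gene are not reported here.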

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

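In this part, the comparisons between days, the count of splits of the samples, and the tests of the 2-cell-like and imprinted lists with their alternatives were set beforehand, and the tests of explanations, among them that of the endoderm list, were chosen only after the results were seen.

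The changes from ESCs differed between days, which was tested directly by comparing the days with each other. Between D4PGCLCs and D2PGCLCs 531 genes differed (463 higher and 68 lower on day 4), between D6PGCLCs and D4PGCLCs 557 (415 higher and 142 lower on day 6), and between D6PGCLCs and D2PGCLCs 2462 (1965 higher and 497 lower on day 6). With the 6 samples of 2 groups there are 10 splits, so no share under 0.1 can be reached. In each of the 10 comparisons between 2 groups, 1 of the 10 splits, the real one, gave as many genes. Of these splits, 4 part all 3 pairs of samples with the same replicate number, and among these 4 the real one alone gave as many. The other 6 part 1 pair. No split other than the real one gave more than 1 gene in any of the 10 comparisons. Each of these splits mixes samples of both groups, which raises the estimated spread within groups where many genes differ. Few calls are then bound to result, so these counts do not measure how often chance would give calls.

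Of the genes that differed between D6PGCLCs and D2PGCLCs, 79.8% were higher on day 6. The excess depended on the fold-change cutoff, and without it 3522 genes were higher and 3301 lower (51.6% higher). With the cutoff, and with all libraries thinned to the smallest total of 22555021 counts, 79.6% were higher. Without D6PGCLC replicate 1, which has fewer genes with counts than the other samples, the share was 82.1%. With DESeq2's size factors it was 80.4%, but these shifted the median log2 fold change by only 0.0082, so normalization is not excluded as a source. Among 5 equal groups of genes by GC content the lowest share was 76.9%, and among 5 by exon length it was 73.3%. RNA of other cells in the sorted samples remains a candidate explanation for part of the excess among genes past the cutoff. A list of 8 endoderm markers written beforehand had a mean log2 fold change of 1.5 between day 6 and day 2, with 6 of 8 genes higher and an unadjusted p of 0.00574 in the camera test. Further differentiation over the days may also contribute, and the data do not tell it apart from a small share of endoderm cells. Of the 1965 genes higher on day 6, 809 were DEGs with lower expression in D2PGCLCs than in EpiLCs. Relative to ESCs 792 were, and relative to both 437. Part of the excess was thus a rise of genes that were low on day 2, though these comparisons share the D2PGCLC samples. A mean of 1 CPM or less was found for 692 of the 1965, against 121 of the 497 lower genes.

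Genes outside those the paper discusses also changed. A list of 9 markers of 2-cell-like cells had a mean log2 fold change of -6.03 between D2PGCLCs and EpiLCs (adjusted p = 0.000287) and of -4.92 between D4PGCLCs and EpiLCs (adjusted p = 0.000523), with 9 of 9 genes lower on both days. With the replicate block, the mean on day 2 was -6.05 (adjusted p = 0.000165) and on day 4 -5.04 (adjusted p = 0.00027). Over all alternatives, the adjusted p lay between 7.98e-06 and 0.000511 on day 2 and between 3.44e-06 and 0.00107 on day 4. Members of the Zscan4 and Usp17l families share reads, and some have at most 3 counts in D2PGCLCs, so summed counts are the safer measure. The sum over 9 *Zscan4* genes had 1064 to 1830 counts in EpiLCs and 12 to 22 in D2PGCLCs, and the smaller of the 2 falls of the family sums, that of Usp17l, was -5.48 on the log2 scale. Of 1000 random lists matched for GC content, length and expression level, 0 fell as far. These lists were not matched for family membership, and the camera test was set to a low correlation between genes. Members of one family share reads, so the 9 genes are not independent. The camera p-values and the count of random lists may therefore overstate the evidence for the list. The falls of the family sums do not rest on them. The D2PGCLC samples had a higher median total, 33433779 counts, than the EpiLC samples, 29112257. On day 6 the mean log2 fold change relative to EpiLCs was -2.12, with an adjusted p of 0.0983 in the camera test and of 0.000358 with fry, and 6 of the 9 genes were DEGs with lower expression. All 9 genes were higher on day 6 than on day 4, and 6 of them were DEGs. The *Zscan4* sum had 16 to 55 counts on day 4 and 166 to 575 on day 6, against 95 to 137 in ESCs. The fall was therefore followed by a partial return. A change in the number of 2-cell-like cells may underlie it, as a hypothesis from the same data that was not tested.

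A list of 15 imprinted genes had a mean log2 fold change relative to EpiLCs of -1.35 in D2PGCLCs (adjusted p = 0.00439), -1.56 in D4PGCLCs (adjusted p = 0.000287) and -1.38 in D6PGCLCs (adjusted p = 0.000677), with 13, 12 and 10 of the 15 genes lower. With the replicate block, the values were -1.36, -1.56 and -1.41. The adjusted p lay between 1.39e-06 and 0.00853, 3.47e-07 and 0.000513, and 1.5e-07 and 0.000775 over all alternatives, respectively. A single gene did not carry the change on day 4, since without *Cdkn1c*, which fell most, the unadjusted p in the camera test was 0.000254. Of 1000 random lists matched for GC content, length and expression level, 0 fell as far on day 4. The D4PGCLC samples had a higher median total, 33311717 counts, than the EpiLC samples. Relative to ESCs, the camera test gave no adjusted p under 0.05 on any day (0.976, 0.569 and 0.569), but with fry the adjusted p was 0.0295 on day 6, so a change from ESCs on that day is not ruled out. A change in the expression of these genes after the EpiLC state may underlie the difference, and whether it involves imprints was not tested, since methylation was not analysed here.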

How the results depend on the processing

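No test in this part was chosen after the results were seen. For comparisons as a whole, 341 of 402 values under alternatives were the same by the rule set for each result, 58 moved, 2 were stronger and 1 reversed, over 30 results. A count was the same when within 1.5 times the value reported. The causes of the changes were not tested.

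Without the fold-change cutoff, the counts of genes higher and lower were 4633 and 4237 for D2PGCLCs relative to ESCs, 4873 and 4320 for D4PGCLCs, 5019 and 4702 for D6PGCLCs, and 4762 and 4733 for EpiLCs. Relative to EpiLCs they were 4919 and 4707, 5357 and 4727, and 5465 and 4922 for the 3 days. Between days they were 1313 and 833 (day 4 and day 2), 1090 and 1233 (day 6 and day 4), and 3522 and 3301 (day 6 and day 2). Under DESeq2, DESeq2's size factors, no filter and the replicate block, all counts with the cutoff were within 1.5 times those reported. The block changed little, and 2076 genes were higher and 2296 lower in D2PGCLCs than in ESCs. With only the 2 groups in the fit, 78 genes were lower in D6PGCLCs than in D4PGCLCs, against 142. Across the fits that each left out one replicate, this count ranged from 94 to 218, and that of genes lower in D4PGCLCs than in D2PGCLCs from 34 to 81, against 68.

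The ratio of distances in the PCA was 0.508 with all genes and ranged from 0.308 to 0.345 with each sample left out. For the concordance of D2PGCLCs and D6PGCLCs relative to ESCs and EpiLCs, and then of D4PGCLCs and D6PGCLCs, genes with an adjusted p under 0.05 in either gave 84.8%, 86.1%, 95.2% and 95.4%. DEGs shared with day 6 gave 60.7%, 59.6%, 73.8% and 74.2%, the rank-rank overlap 65.6%, 68.2%, 76.8% and 78.4%, and no filter 70.8%, 72.6%, 76.6% and 78.0%. With each replicate left out, concordance of D2PGCLCs and D6PGCLCs ranged from 75.4% to 77.2% relative to ESCs and from 77.4% to 79.2% relative to EpiLCs. The cluster highest in PGCLCs held 305 genes when 1000 were clustered. The network criteria held for 208 genes on each of the 3 days. The highest count of the primed-state genes was 188 after division by TMM-normalized library size. Of the 30 list tests, 20 passed 0.05 with fry in place of camera, against 5, and 5 with the replicate block.

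In the screen, over-represented genes gave an odds ratio of 0.785, on the other side of 1 (p = 0.599, Fisher's exact test). The odds ratio of under-represented genes was 1.93 with no filter (p = 0.0447, Fisher's exact test), and it ranged from 1.46 to 1.97 with each replicate left out. Over all alternatives for these genes, p ranged from 0.0428 to 0.271, and it was under 0.05 with no filter and without D6PGCLC replicate 2 only.

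For named genes, 1597 of 1634 values were the same, 15 weaker, 16 stronger and 6 reversed, and of 270 values of gene lists, 252 were the same, 16 stronger and 2 reversed. The sign of *Prdm14* in D2PGCLCs relative to EpiLCs (-0.047) was reversed without EpiLC replicates 2 and 3 (0.029 and 0.024), with a range of -0.17 to 0.029 over the fits that each left out one replicate. That of *Wnt5a* in D2PGCLCs relative to ESCs (-0.027) was reversed with the replicate block (0.29), without ESC replicate 1 (2.84) and without D2PGCLC replicates 1 and 2 (0.12 and 0.30), with a range of -0.68 to 2.84 with each replicate left out, at 0 to 12 counts per sample, so the depth does not give it a direction. The endoderm list in D2PGCLCs relative to ESCs reversed without D2PGCLC replicate 2 (mean log2 fold change -0.026, range to 0.20 with each replicate left out), and the 2-cell-like list in D6PGCLCs relative to ESCs without D6PGCLC replicate 2 (-0.00089, range to 1.04).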

Differences from the paper's values

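For *Tfap2c* in D4PGCLCs relative to ESCs, the paper's log2 fold change was about 2.2 in Appendix Fig. S6, read by eye, and the value here was 2.35. None of the alternatives set before the data were examined closed the gap, with values from 2.30 to 2.39.

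The paper gives an upper limit for the raw counts of primed-state genes in 4TF-induced PGCLCs. *Sox11* had 268 counts in one D6PGCLC sample, above that limit, and after division by TMM-normalized library size the highest value was 188, below it.

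The paper names *Rai1* among genes upregulated in PGCLCs compared to naive ESCs and EpiLCs. Its log2 fold change relative to EpiLCs was 0.19 over the 3 days (adjusted p = 0.119). On single days it was 0.47 on day 2 (adjusted p = 0.00435), 0.40 on day 4 (adjusted p = 0.0125) and -0.29 on day 6 (adjusted p = 0.0617). Over the 3 days, the adjusted p was under 0.05 with no filter on low counts, without D2PGCLC replicate 3 and without D4PGCLC replicate 3, and not under the other alternatives tried. Fig. EV2C shows 25 candidates as increased during PGCLC differentiation compared to ESCs and EpiLCs. Here, 15 of the 25 were higher than in both, each with an adjusted p under 0.05.

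Appendix Fig. S7 draws 53 genes as upregulated in PGCLCs, and 5 of them did not pass the 3 criteria together on any day under any setting tried. *Stag3* and *Rec8* had log2 fold changes of 1.01 and 0.96 in D6PGCLCs relative to ESCs, and *Smc3*, *Mre11a* and *Nbn* had -0.047, -0.41 and -0.69.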

Other observations

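In this part, the tests on the Y chromosome and on trophoblast markers were set before the results were seen, and the tests on D6PGCLC replicate 1 and chromosome 8 were chosen only after.

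D6PGCLC replicate 1 had counts for 18061 genes, and for 17928 at equal depth, against 21021 to 23329 in the other 14 samples. It had 304 genes with exactly 1 count, against 1355 to 2122. Lower sequencing depth does not account for this, since 2 samples had a higher total and 12 a lower one. Among genes with 4 to 8 counts expected from the other D6PGCLC samples, 62.1% had none, against 7.12% to 17.1% in the 12 samples of other groups. A table with low counts set to 0 would leave genes with higher counts unaffected, but in the highest of the bins of expected count tested, the scatter was 1.97 times the highest of those 12 samples. Genes above that bin were not tested. The scatter was above all 12 in each of 5 bins of expected count, as fewer RNA molecules behind the counts would give. By the same measure, D6PGCLC replicate 2 was above all 12 in 5 bins and replicate 3 in 4, with expected counts that draw on replicate 1, so this test does not single out replicate 1. In the highest bin the scatter was 8.93 in replicate 1, 5.17 in replicate 2 and 4.52 in replicate 3. A smaller amount of RNA in this library may contribute, and it was not tested apart from other differences among the D6PGCLC samples.

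Genes on chromosome 8 were lower in EpiLCs than in ESCs, with a median log2 fold change of -0.33 over 628 genes, against -0.13 to 0.094 on the other chromosomes. The shift was not carried by a few strongly changed genes, since 73.4% of these genes had a negative log2 fold change, against 51.1% elsewhere. Relative to genes of other chromosomes matched for GC content, gene length and expression level, the median difference was -0.29. All 10 of the 10 stretches of the chromosome with about equal numbers of genes had a median below that of the other chromosomes. Their medians ranged from -0.42 to -0.15. Fewer copies of chromosome 8 per cell in the EpiLC cultures would give such a sign. So would any other broad shift, and whether the shift was even along the chromosome was not tested. Chromosome 8 held 4.59% to 4.76% of the counts in EpiLCs, 5.85% to 5.94% in ESCs, 5.06% to 5.38% in D2PGCLCs and 5.65% to 5.76% in D6PGCLCs. Since PGCLCs were made from EpiLCs, a loss of copies in all cells of the EpiLC cultures would not give this return. A difference in copies in part of the cells may explain the pattern, and it cannot be told apart from regulation along the chromosome.

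*Kdm5d* on the Y chromosome was higher in PGCLCs than in ESCs. Loss of the Y chromosome in part of the ESCs would lower the other Y-linked genes in ESCs by a similar amount. Instead, over the mean of the 3 days, *Uty*, *Ddx3y* and *Eif2s3y* were lower in PGCLCs than in ESCs. Their log2 fold changes were -0.22, -0.38 and -0.21, the highest being that of *Eif2s3y*. In D2PGCLCs alone, 2 of these 4 genes were higher than in ESCs, *Kdm5d* among them (log2 fold change 2.64). The median of the 4 was 0.083, and only *Kdm5d* was a DEG.

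The 4TF-induced PGCLCs expressed *Gata3* and *Gcm1*, which are also markers of trophoblast. Of 12 trophoblast markers tested, 3 were DEGs with higher expression in D6PGCLCs than in both ESCs and EpiLCs (*Gata3*, *Elf5* and *Hand1*), and 4 were on day 4. This criterion leaves out markers already high in EpiLCs, such as *Gcm1*. Relative to ESCs alone, 6 of the 12 were DEGs with higher expression in D6PGCLCs and 3 with lower. The mean log2 fold change of the list was 2.34 (adjusted p = 0.0983), and with fry in place of camera the adjusted p was 1.28e-06. The data thus do not exclude a trophoblast gene program.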
